# Periarteriolar niches become inflamed in aging bone marrow, remodeling the stromal microenvironment and depleting lymphoid progenitors

**DOI:** 10.1073/pnas.2412317122

**Published:** 2025-03-10

**Authors:** Liming Du, Maria Angelica Freitas-Cortez, Jingzhu Zhang, Yuanyuan Xue, Reshma T. Veettil, Zhiyu Zhao, Sean J. Morrison

**Keywords:** hematopoietic stem cell, lymphoid progenitor, inflammation, interferon, niche

## Abstract

In early postnatal and young adult bone marrow, Leptin receptor–expressing (LepR^+^) stromal cells and endothelial cells synthesize factors required for hematopoietic stem cell (HSC) maintenance, including Stem Cell Factor (SCF) and Cxcl12. However, little is known about how these stromal cells change during aging. We performed single-cell RNA sequencing of mouse bone marrow stromal cells at 2, 12, and 24 mo of age. We identified five transcriptionally distinct subsets of LepR^+^ cells, all of which expressed the highest levels of *Scf* and *Cxcl12* in bone marrow throughout adult life. In aging bone marrow, SCF from LepR^+^ cells, but not endothelial cells, continued to be necessary for the maintenance of HSCs and early restricted progenitors. However, arteriolar endothelial cells and other periarteriolar cells expressed increasing levels of interferon during aging. This increased the numbers of periarteriolar *Sca1^+^Cxcl9^+^LepR^+^* cells with an inflammatory gene signature and depleted lymphoid progenitors, at least some of which are also periarteriolar. The periarteriolar environment thus became particularly inflamed during aging, remodeling the stromal microenvironment and depleting lymphoid progenitors in an interferon-dependent manner.

## Significance

Periarteriolar *Sca1^+^Cxcl9^+^LepR^+^* cells represent a subset of Leptin receptor–expressing (LepR^+^) cells that increased in number with age and were marked by interferon-regulated gene expression. Treatment of old mice with antibodies that blocked type I and type II interferon signaling depleted *Sca1^+^Cxcl9^+^LepR^+^* cells and increased the numbers of lymphoid progenitors. Increasing interferon expression thus contributes to the changes in bone marrow hematopoiesis during aging, remodeling the stroma and depleting lymphoid progenitors. These observations raise the possibility that inflammation is not uniform across aging bone marrow: It may preferentially affect certain microenvironments, including around arterioles, which serve as a niche for at least some lymphoid progenitors.

In early postnatal and young adult mice, Leptin receptor–expressing (LepR^+^) mesenchymal stromal cells and endothelial cells maintain HSCs and various restricted hematopoietic progenitors within perisinusoidal niches (1–6) as well as lymphoid progenitors within periarteriolar niches (7, 8) by producing Stem Cell Factor (SCF) (7, 9), Cxcl12 (10–12), pleiotrophin (13), and interleukin 7 (IL7) (14). These LepR^+^ cells have also been described as Cxcl12-abundant reticular (CAR) cells (15, 16). LepR^+^ cells promote vascular regeneration by producing Angiopoietin-1 (17) and VEGF-C (18) and the maintenance of peripheral nerves in bone marrow by producing nerve growth factor (19). Although HSCs require SCF produced by both LepR^+^ stromal cells and endothelial cells in young adult mice (2, 5, 9), the maintenance of many restricted hematopoietic progenitors depends only on SCF produced by LepR^+^ cells, not endothelial cells (5). Perisinusoidal niches for HSCs are preserved during aging (20), but the identity of the cells that produce SCF for HSC maintenance has not been functionally tested during aging and we have limited insight into how stromal cells change their properties during aging.

LepR^+^ cells arise perinatally from perichondral cells that participate in the formation of bone (21–23) and then expand in number throughout the bone marrow by early adulthood (2, 24). Although the frequency of all LepR^+^ cells in the bone marrow remains similar throughout adulthood, the frequency of Osteolectin^+^LepR^+^ cells, which create a periarteriolar niche for early lymphoid progenitors, declines during aging (7). RNA sequencing showed that *Scf* expression by LepR^+^ cells and endothelial cells does not change much during aging (25, 26), raising the question of what mediates the changes in hematopoiesis during aging.

One key driver of changes in hematopoiesis during aging is increased inflammation in the bone marrow (25–27). This includes increased production of multiple proinflammatory cytokines, including CCL5 (28, 29), IL1β (25), IL6 (27, 30), and TNF (30–34). These increases in proinflammatory cytokines contribute to the increase in myelopoiesis in aging bone marrow (25, 27, 28, 31). Some of these factors are produced by immune cells (35, 36) while others are produced by stromal cells (36, 37), though the location of the cells producing these factors in the bone marrow is unknown. Interferon expression also increases with age in many tissues (38, 39) and interferons are capable of promoting chronic HSC activation and depletion (34, 40–42). Indeed, the resistance of *Dnmt3a* mutant HSCs to the effects of inflammation contributes to their competitive advantage over wild-type HSCs after pathogen infection (43) or in the context of autoimmune disease (44). Nonetheless, to our knowledge, the effect of interferon on stromal cells and hematopoiesis in aging bone marrow has not yet been tested.

## Results

### The Stromal Cell Composition of the Bone Marrow Changes during Aging.

To better understand the changes in bone marrow stromal cells during aging, we performed single-cell RNA sequencing on Lineage^−^CD45^−^CD71^−^ bone marrow stromal cells from 2-, 12-, and 24-mo-old mice (Fig. 1*A*). 

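Each age was 1 library of cells sorted from 3 mice, and the barcodes do not name the mouse. The libraries held 9240 barcodes and 92342526 UMIs at 2 mo of age, 9079 barcodes and 84853330 UMIs at 12 mo, and 12420 barcodes and 104596341 UMIs at 24 mo. The authors counted UMIs with Cell Ranger and the values carry no normalization. The study's filters (200 to 10000 genes, 500 to 100000 UMIs and under 7.5% mitochondrial UMIs) left 7533, 6821 and 9727 cells with medians of 7779, 8382 and 6629 UMIs per cell. Most of these cells lay in clusters with hematopoietic markers, which were set aside (5041, 5931 and 7418 cells). The remaining stromal cells were clustered alone and in 2 ways. The paper instead kept the stromal clusters of a clustering that also held hematopoietic cells. The study's steps of integration and clustering were repeated to describe the subsets of LepR+ cells and the levels of single genes in them. For shares, gene lists and the levels of whole cell types between ages the same steps were run with interferon-regulated and antigen presentation genes left out of the features, since these genes define one of the study's clusters. Cluster names came from marker lists written before the data were examined, and the limits for naming a cluster were set after the clusters had been seen. Expression was taken as CPM, the counts summed over the cells of a type in a library and scaled to the same total. No age had a replicate library, so no test between ages was made. Intervals are exact 95% intervals (Clopper-Pearson for shares, Poisson for levels and conditional binomial for ratios) and cover counting error only. Where a count was 0, the limit given is the level that 3 counts would give. Each library held cells with the X-linked transcript Xist and cells with Y-linked UMIs, which come from different mice of the same age. Of LepR+ cells with either kind of UMI in the study's clustering, 11.2% had Xist at 2 mo, 49.1% at 12 mo and 13.6% at 24 mo. Levels and shares at 12 mo thus come from a different mix of these cells.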

Femurs and tibias from mice of each age were crushed and enzymatically dissociated, then the Lineage^−^CD45^−^CD71^−^ stromal cells were isolated by flow cytometry. These cells represented approximately 0.6% of bone marrow cells at each age (*SI Appendix*, Fig. S1 *A–C*). After quality filtering of the sequence data, we included a total of 2,430 cells from three mice at 2 mo of age, 906 cells from three mice at 12 mo of age, and 2,171 cells from three mice at 24 mo of age in the analysis. We detected transcripts from a median of 2,218, 2,228, and 2,029 genes per cell at 2, 12, and 24 mo of age, respectively.

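LepR+ cells and endothelial cells made up most of the rebuilt stromal population, which held 2492 cells at 2 mo, 890 cells at 12 mo and 2309 cells at 24 mo of age. Stromal cells had median counts of 4813, 5302 and 4220 UMIs per cell, and medians of 2209, 2267.5 and 2008 genes per cell. Depth was not equal among stromal cell types. Pdgfra-Lepr+ cells had a median of 2402 UMIs and 1197 genes per cell, whereas Pappa+Aldh1a2-Lepr+ cells had 5016.5 UMIs and 2336.5 genes and Osteolectin+Lepr+ cells had 5404.5 UMIs and 2407.5 genes. Cxcl9+Sca1+Lepr+ cells had 4173 UMIs and 1996.5 genes, and Aldh1a2+Lepr+ cells had 4848 UMIs and 2249.5 genes.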

**Fig. 1.**
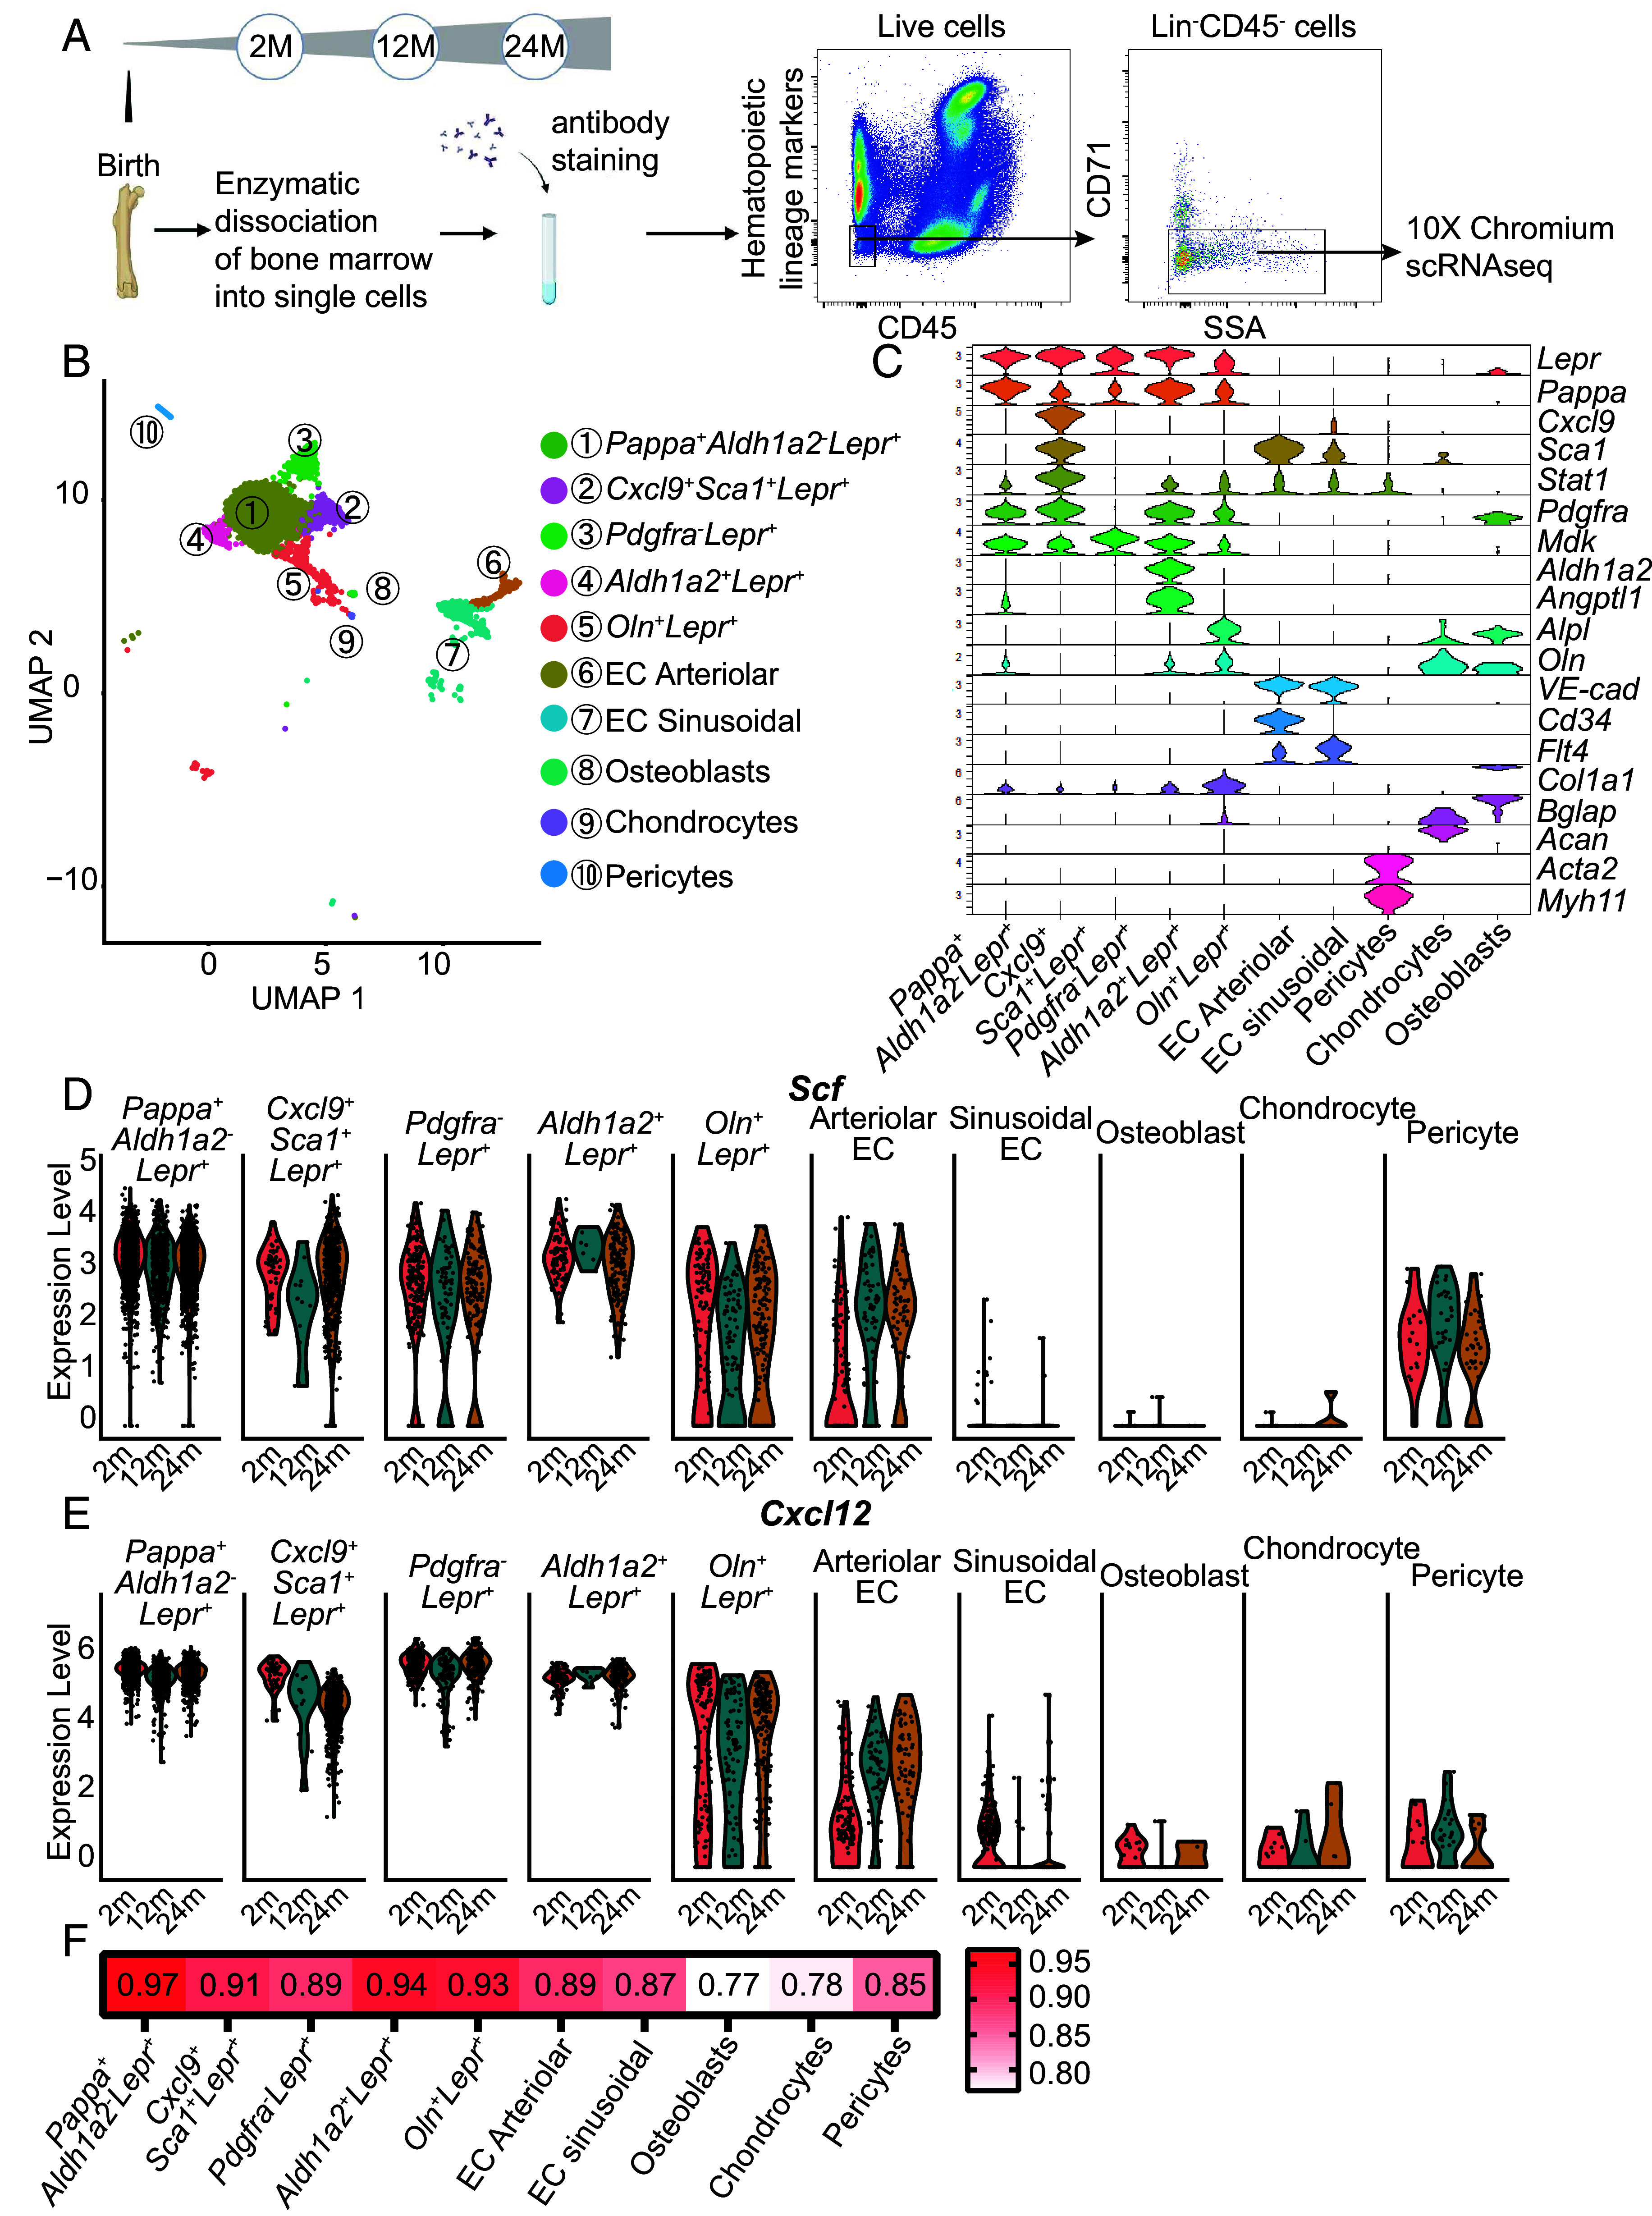
Single-cell RNA sequencing of stromal cells from the bone marrow of 2-, 12-, and 24-mo-old mice. (*A*) Experimental design and flow cytometry gates used to isolate bone marrow stromal cells that were negative for CD45, CD71, and hematopoietic lineage markers from enzymatically dissociated bone marrow from crushed femurs and tibias obtained from 2-, 12-, and 24-mo-old mice (three mice per age). Images were derived from BioRender. (*B*) Uniform manifold approximation and projection plot showing cell clusters from the analysis of a total of 5,507 bone marrow stromal cells from enzymatically dissociated 2-, 12-, and 24-mo-old mice bone marrow. (*C*) Violin plot showing the marker genes that distinguished each cell cluster. (*D* and *E*) Violin plots showing *Scf* (*D*) and *Cxcl12* (*E*) expression in each cell cluster at each age. (*F*) Spearman correlation coefficients comparing single-cell RNA sequencing data from 2- and 24-mo-old mice for each cell cluster.

Unsupervised clustering identified 10 clusters of stromal cells (*SI Appendix*, Fig. S1*D*). 

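At a resolution of 0.8, the study's steps divided the stromal cells into 17 clusters, of which 8 were LepR+ cells. Sinusoidal endothelial cells, marked by scavenger receptors such as Stab2, formed a cluster of 478 cells, and arteriolar endothelial cells formed one of 151 cells. Pericytes, which carry contractile genes such as Acta2, formed a cluster of 105 cells. Smaller clusters held chondrocytes with cartilage matrix genes such as Acan (40 cells), osteoblasts with the bone matrix gene Bglap (37 cells) and fibroblasts (24 cells). A cluster of 155 cells expressed hemoglobin genes and was named erythroid, and 2 clusters were left unnamed because markers of other types were as many or more among their top 10 genes: 200 cells with 6 of 8 endothelial markers, whose top genes include Myf5 and Pax7 of muscle precursors, and 61 cells with 6 of 7 Schwann cell markers. The paper's text does not name a resolution, and 14 clusters formed at 0.4 and 20 at 1.2.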

Cell identity was assigned to each cluster based on the differential expression of known marker genes (2, 7, 8, 45–49) (Fig. 1*C* and *SI Appendix*, Fig. S1*E*). 

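Lepr, which encodes the leptin receptor, was at 1252 CPM in LepR+ cells of the 3 ages together, at 67.0 CPM in arteriolar endothelial cells, 48.1 CPM in sinusoidal endothelial cells, 41.8 CPM in pericytes and 40.3 CPM in osteoblasts. Among subsets of LepR+ cells named from marker genes, Lepr ranged from 473 CPM in Osteolectin+Lepr+ cells to 1793 CPM in Aldh1a2+Lepr+ cells. Of the 8 clusters of LepR+ cells, 6 matched the markers of a subset in Fig. 1C and 2 matched none. The first of these (438 cells) was marked by Fos and Jun, immediate early genes that rise within minutes of a stimulus or of tissue dissociation. The second (385 cells) was marked by AY036118, Lars2 and C3. Immediate early genes were summed over both clusters only, which had the list at a median log2 ratio of 1.87 against the other LepR+ cells, with 19 of 21 genes at least 1.5-fold higher.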

Five transcriptionally distinct clusters of LepR^+^ cells were identified (clusters 1 to 5 in Fig. 1*B*). In addition to the periarteriolar *Osteolectin^+^Lepr^+^* cells characterized in a prior study (7), we also found *Pappa^+^Aldh1a2^−^Lepr^+^* cells, *Cxcl9^+^Sca1^+^Lepr^+^* cells, *Pdgfra^−^Lepr^+^* cells, and *Aldh1a2^+^Lepr^+^* cells (Fig. 1 *B* and *C*). All of these *Lepr^+^* cell clusters strongly expressed *Scf* (Fig. 1*D*) and *Cxcl12* (Fig. 1*E*) at 2, 12, and 24 mo of age. Indeed, the average levels of *Scf* and *Cxcl12* in these *Lepr^+^* cell clusters were higher than any other bone marrow stromal cell population. 

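Pappa, which encodes a protease that releases insulin-like growth factors, was at 1070 CPM in Pappa+Aldh1a2-Lepr+ cells (1504 cells) and at 426 to 725 CPM in the other LepR+ subsets. Cxcl9+Sca1+Lepr+ cells (636 cells) had the interferon-induced chemokine Cxcl9 at 3774 CPM, against 133 to 416 CPM in the other subsets. Aldh1a2, which encodes an enzyme of retinoic acid synthesis, was at 794 CPM in Aldh1a2+Lepr+ cells (280 cells) and at 45.6 to 97.4 CPM elsewhere among LepR+ subsets. Clec11a, which encodes Osteolectin, was at 197 CPM in Osteolectin+Lepr+ cells (444 cells) and at 70.2 to 87.8 CPM in the others. Pdgfra, the platelet-derived growth factor receptor, was at 260 CPM in Pdgfra-Lepr+ cells (753 cells), 251 CPM in Osteolectin+Lepr+ cells and 345 to 394 CPM in the remaining subsets. In each library, 100% of the cells of the Aldh1a2+Lepr+ cluster that had Xist or Y-linked UMIs had Xist.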

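Scf (Kitl), which encodes the stem cell factor that hematopoietic stem cells depend on, was at 2525 CPM in LepR+ cells at 2 mo, 1855 CPM at 12 mo and 2198 CPM at 24 mo of age. The ratio of 24 to 2 mo was 0.871 (95% CI 0.853 to 0.889). Cxcl12, which encodes a chemokine that holds stem cells in their niche, was at 27951, 19880 and 23048 CPM, with a 24 to 2 mo ratio of 0.825 (0.819 to 0.830). The subset with the lowest levels at each age was Osteolectin+Lepr+ cells, where Kitl was at 1236, 840.1 and 1038 CPM and Cxcl12 at 13091, 9090 and 9986 CPM. In Cxcl9+Sca1+Lepr+ cells, Cxcl12 was at 28568 CPM at 2 mo, 18952 CPM at 12 mo and 14462 CPM at 24 mo. Kitl (ENSMUSG00000019966) lies on chromosome 10 of GRCm38 from 100015630 to 100100416, and Cxcl12 (ENSMUSG00000061353) on chromosome 6 from 117168535 to 117181367.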

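In the study's clustering, LepR+ cells carried 96.2% of the Kitl UMIs of all stromal cells at 2 mo (22161 of 23032 UMIs, 95% CI 96.0 to 96.5), 93.8% at 12 mo and 95.6% at 24 mo. Their shares of Cxcl12 UMIs were 96.8%, 97.1% and 96.3%. With the 3 ages together, Kitl was at 2711 CPM in Aldh1a2+Lepr+ cells, 2098 CPM in Pdgfra-Lepr+ cells, 1982 CPM in Cxcl9+Sca1+Lepr+ cells and 1057 CPM in Osteolectin+Lepr+ cells, beside 1129 CPM in arteriolar endothelial cells and 475 CPM in pericytes. Chondrocytes (3.16 CPM) and osteoblasts (2.99 CPM) had Kitl at the level of a few UMIs. Cxcl12 was at 10954 CPM or more in each LepR+ subset and at 3956 CPM in arteriolar endothelial cells, 387 CPM in sinusoidal endothelial cells and 122 CPM in pericytes.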

The only other stromal cells that expressed appreciable levels of *Scf* and *Cxcl12* were arteriolar endothelial cells and periarteriolar pericytes, which expressed lower levels of *Scf* and *Cxcl12* than most *Lepr^+^* cells. 

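Arteriolar endothelial cells, which line the small arteries of the marrow, had Kitl at 741 CPM at 2 mo, 1516 CPM at 12 mo and 1091 CPM at 24 mo, a 24 to 2 mo ratio of 1.47 (95% CI 1.12 to 1.95). Their Cxcl12 was at 1965, 5793 and 3973 CPM, a ratio of 2.02 (1.73 to 2.37). Pericytes, the contractile cells around arterioles, had Kitl at 459, 592 and 352 CPM. Cxcl12 in pericytes was at 135, 148 and 81.7 CPM, beside 111, 23.1 and 130 CPM in erythroid cells of the same libraries, which should lack it. Sinusoidal endothelial cells (384, 45 and 50 cells) had Kitl at 56.5, 53.7 and 213 CPM and Cxcl12 at 371, 178 and 807 CPM. In the same cells Lepr, a marker of LepR+ cells, was at 33.3, 20.7 and 254 CPM, while Adipoq, another, was at 27.6 CPM at 2 mo and had 1 UMI at 24 mo, and RNA or doublets from LepR+ cells were not measured apart.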

All five subsets of *Lepr*^+^ cells also expressed *Foxc1* (*SI Appendix*, Fig. S2*A*) and *Ebf3* (*SI Appendix*, Fig. S2*B*), transcription factors necessary for the formation of LepR^+^/CAR cells and HSC niches (50, 51).

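Foxc1, a forkhead factor of niche-forming cells, was at 1106 CPM in Aldh1a2+Lepr+ cells, 697 CPM in Pappa+Aldh1a2-Lepr+ cells, 507 CPM in Cxcl9+Sca1+Lepr+ cells, 470 CPM in Osteolectin+Lepr+ cells and 461 CPM in Pdgfra-Lepr+ cells. It was at 177 CPM in chondrocytes, 155 CPM in pericytes, 51.0 CPM in arteriolar endothelial cells and 37.4 CPM in sinusoidal endothelial cells. Ebf3, an early B-cell factor family member, ranged from 370 CPM in Osteolectin+Lepr+ cells to 1001 CPM in Pappa+Aldh1a2-Lepr+ cells, and was at 126 CPM in arteriolar endothelial cells. Osteoblasts had no Ebf3 UMI. Between 2 and 24 mo, Foxc1 in LepR+ cells changed 1.09-fold (95% CI 1.05 to 1.13) and Ebf3 1.08-fold (1.04 to 1.12). Of 12 transcription factors of LepR+ cells, none was 1.5-fold higher, 2 were lower and the median log2 ratio was -0.01. Foxc1 (ENSMUSG00000050295) lies on chromosome 13 from 31806633 to 31812476, and Ebf3 (ENSMUSG00000010476) on chromosome 7 from 137193673 to 137314445.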

All cell clusters were transcriptionally similar across ages, with Spearman correlation coefficients between 0.77 and 0.97 (Fig. 1*F*); however, the correlation coefficients were higher in some populations than others. 

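Spearman's rho between the mean expression of 20541 genes at 2 and 24 mo was 0.964 in Pappa+Aldh1a2-Lepr+ cells, 0.947 in Pdgfra-Lepr+ cells, and 0.942 in Aldh1a2+Lepr+, Osteolectin+Lepr+ and Cxcl9+Sca1+Lepr+ cells. It was 0.907 in sinusoidal endothelial cells and 0.845 in arteriolar endothelial cells. The correlation is across genes, and genes are not independent replicates. Random parts of equal size drawn from the cells of 1 library gave 0.965 at 2 mo and 0.968 at 24 mo in Pappa+Aldh1a2-Lepr+ cells, and such parts hold fewer cells than the comparison between ages.

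**Figure D1:**
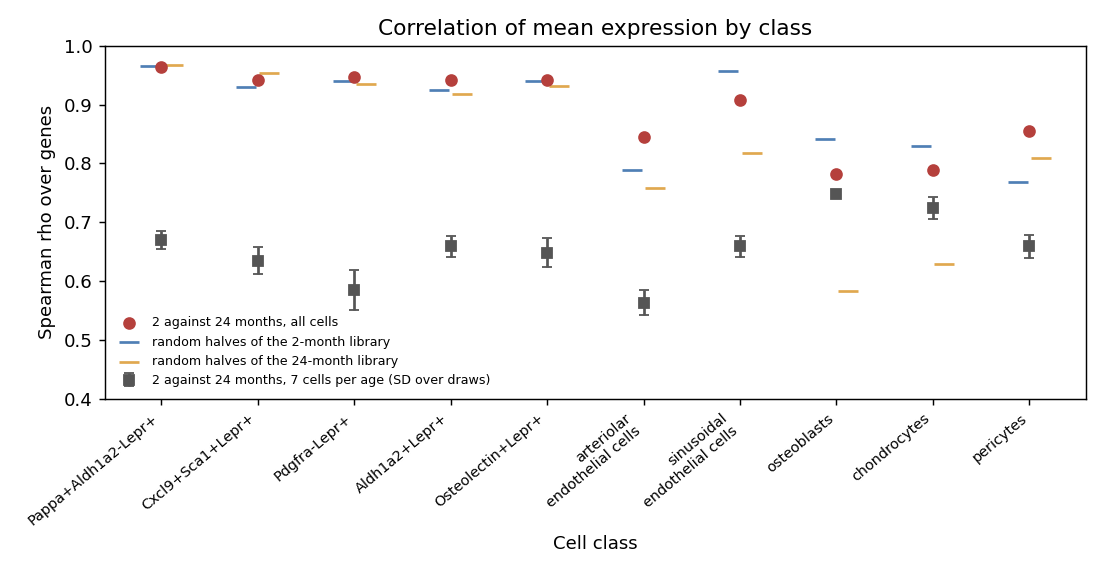
Spearman's rho over genes (vertical axis, no unit) for each cell type: red points compare 2 and 24 mo with all cells, lines give the mean rho between random equal parts of the 2-mo library (blue) and the 24-mo library (orange), and gray squares with SD bars compare the ages at 7 cells each. With all cells rho runs from 0.781 in osteoblasts to 0.964 in Pappa+Aldh1a2-Lepr+ cells, and at 7 cells from 0.563 to 0.747.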

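Sinusoidal endothelial cells were compared with 381 cells at 2 mo and 50 cells at 24 mo, and parts of the 2-mo library alone correlated at 0.958 and parts of the 24-mo library at 0.817. For arteriolar endothelial cells (40 and 57 cells), parts of the 2-mo library correlated at 0.788 and parts of the 24-mo library at 0.758, with fewer cells in each part than in the comparison between ages. Among genes with at least 100 UMIs in the cell type, where counting noise is smaller, rho was 0.948 in Pappa+Aldh1a2-Lepr+ cells, 0.888 in Aldh1a2+Lepr+ cells, 0.874 in Pdgfra-Lepr+ cells, 0.833 in Osteolectin+Lepr+ cells and 0.812 in Cxcl9+Sca1+Lepr+ cells. On those genes sinusoidal endothelial cells gave 0.848 and arteriolar endothelial cells 0.768.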

Among niche cell populations, sinusoidal endothelial cells, arteriolar endothelial cells, *Pdgfra^−^Lepr^+^* cells, and *Cxcl9^+^Sca1^+^Lepr^+^* cells exhibited more transcriptional changes during aging as compared to other *Lepr*^+^ cell clusters (Fig. 1*F*). Osteoblasts, chondrocytes, and pericytes exhibited the greatest transcriptional changes during aging (Fig. 1*F*).

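Osteoblasts gave a rho of 0.781 between 22 cells at 2 mo and 7 cells at 24 mo, chondrocytes 0.789 between 19 and 11 cells, and pericytes 0.855 between 21 and 43 cells. Parts of the 2-mo library alone correlated at 0.842 in osteoblasts and 0.830 in chondrocytes, and parts of the 24-mo library at 0.583 and 0.629. With 7 cells drawn per age from every cell type, the values were 0.747 in osteoblasts, 0.724 in chondrocytes, 0.659 in pericytes and 0.670 in Pappa+Aldh1a2-Lepr+ cells. UMIs per cell were not made equal in these draws, and the medians were 17664 in osteoblasts, 15058 in chondrocytes and 5016.5 in Pappa+Aldh1a2-Lepr+ cells.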

To independently confirm that most *Scf* and *Cxcl12* were produced by LepR^+^ cells, irrespective of age, we aged *Scf*-GFP and *Cxcl12*-DsRed mice. The frequency and absolute number of LepR^+^ cells, identified based on anti-LepR antibody staining, did not significantly change in the bone marrow of mice at 2, 12, 18, and 24 mo of age (*SI Appendix*, Fig. S3 *A* and *B*). Approximately 95% of *Scf*-GFP^+^ cells were LepR^+^ and 84% of LepR^+^ cells were *Scf*-GFP^+^ at all ages (*SI Appendix*, Fig. S3 *C–J*). Approximately 97% of *Cxcl12*-DsRed^high^ cells were LepR^+^ and 71% of LepR^+^ cells were *Cxcl12*-DsRed^high^ at all ages (*SI Appendix*, Fig. S3 *K–R*). Thus, nearly all cells that expressed high levels of *Scf* or *Cxcl12* were LepR^+^ at all ages in adult bone marrow, consistent with the single-cell RNA sequencing. It is important to note, however, that adipocytes in adult bone marrow also express high levels of *Scf* (52). While adipocytes are rare in the long bones of young adult mice, they become more prevalent during aging (53). Since adipocytes are too large and fragile to detect by flow cytometry, it is possible that they contribute to the production of *Scf* in old adult bone marrow in a way that was not detected in these experiments.

To better understand the biological differences among these clusters of *Lepr^+^* stromal cells, we performed gene ontology (GO) term enrichment analysis. *SI Appendix*, Fig. S4 shows the eight most significantly enriched GO terms for each *Lepr^+^* cell cluster. *Pappa^+^Aldh1a2^–^Lepr^+^* cells expressed the highest average levels of *Scf* and *Cxcl12* among all cell clusters in the bone marrow (Fig. 1 *D* and *E*) and exhibited enrichment for GO terms related to hematopoiesis, suggesting that these cells create niche(s) for hematopoietic stem/progenitor cells (*SI Appendix*, Fig. S4*A*). 

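With the ages together, Kitl was at 2793 CPM in Pappa+Aldh1a2-Lepr+ cells, 1.39-fold its level in the other LepR+ cells. By age, Kitl was at 3044, 2670 and 2600 CPM in these cells and 2818, 2970 and 2511 CPM in Aldh1a2+Lepr+ cells. Cxcl12 was at 31220, 24332 and 27322 CPM in Pappa+Aldh1a2-Lepr+ cells and 34348, 27038 and 30196 CPM in Pdgfra-Lepr+ cells. Of 21 hematopoietic niche factors measured, 1 was at least 1.5-fold higher than in the other LepR+ cells and 1 was lower, and the median log2 ratio was 0.23, at percentile 99.9 of random lists matched on expression. By age the medians were 0.23, 0.46 and 0.21. Gas6, a ligand of receptor tyrosine kinases on blood cells, was 1.25-fold and the adhesion molecule Vcam1 1.17-fold the level in the other LepR+ cells.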

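Ifitm3, which encodes a membrane protein that blocks virus entry, was 1.56-fold as high in Cxcl9+Sca1+Lepr+ cells as in the other LepR+ cells, and the complement inhibitor Serping1 was 1.22-fold. Iigp1, an interferon-induced GTPase used to name the cluster, was 5.25-fold. Of 73 interferon-regulated genes, 66 were at least 1.5-fold higher in Cxcl9+Sca1+Lepr+ cells and none was lower, and the median log2 ratio was 1.34. Within each library the medians were 0.98 at 2 mo, 0.77 at 12 mo and 1.48 at 24 mo. Some of these genes define the cluster, so the list is not independent of the way the cells were grouped. Among genes regulated by NF-kB, a transcription factor of acute inflammation, 13 of 23 were higher and the median was 0.67.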

In *Cxcl9^+^Sca1^+^Lepr^+^* cells, all eight of the most significantly enriched GO terms related to interferon-regulated genes, suggesting that these cells reside in an inflammatory microenvironment (*SI Appendix*, Fig. S4*B*). In *Pdgfra^–^Lepr^+^* cells, all eight of the most significantly enriched GO terms related to ribosome biogenesis, suggesting that these cells engage in higher rates of protein synthesis (*SI Appendix*, Fig. S4*C*), *Pdgfra^–^Lepr^+^* cells did not show an enrichment for genes related to cell division (*SI Appendix*, Fig. S5) and the frequency of these cells in the bone marrow did not change with age (*SI Appendix*, Table S1), suggesting that they were not rapidly dividing. 

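Rps24 and Rpl13, which encode proteins of the ribosome, were 1.53-fold and 1.49-fold as high in Pdgfra-Lepr+ cells as in the other LepR+ cells. The 80 ribosomal protein genes had a median log2 ratio of 0.44, with 8 genes at least 1.5-fold higher and none lower, and medians by age of 0.31, 0.70 and 0.55. The median over all genes was -0.27. S-phase genes had a median of -0.40 (percentile 39.6 of matched lists) and G2 and M-phase genes -0.36 (percentile 51.9), with none of 39 genes higher in either list. Pdgfra-Lepr+ cells made up 11.9% of stromal cells at 2 mo (95% CI 10.6 to 13.2), 10.3% at 12 mo (8.41 to 12.5) and 9.35% at 24 mo, a 24 to 2 mo ratio of 0.788. The ratio was 0.240 when the libraries were merged without integration and turned to 1.05 without the 6% of cells with the highest doublet score.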

In *Aldh1a2^+^Lepr^+^* cells, 4 of the top 8 GO terms related to extracellular matrix remodeling (*SI Appendix*, Fig. S4*D*). 

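Fbln5, which encodes a protein that assembles elastic fibers, was 2.11-fold as high in Aldh1a2+Lepr+ cells as in the other LepR+ cells. Other matrix genes went the other way, with Sparc, a collagen-binding protein, at 0.725-fold, Col1a2 at 0.866-fold and Bgn at 0.885-fold. Of 43 genes of extracellular matrix and its remodelling, 7 were at least 1.5-fold higher and 13 were lower, and the median log2 ratio was -0.17. By age the medians were -0.09, -0.42 and -0.17. Summed over the list, matrix genes were at 16955 CPM in Aldh1a2+Lepr+ cells and 16223 CPM in the other LepR+ cells.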

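Spp1, which encodes the bone matrix protein osteopontin, was 28.1-fold as high in Osteolectin+Lepr+ cells as in the other LepR+ cells, and Mmp13, a collagenase of bone remodelling, was 12.7-fold. Col1a2, which encodes a chain of type I collagen, was 2.27-fold and Ibsp, bone sialoprotein, 1.35-fold. Of 28 osteogenic genes, 25 were at least 1.5-fold higher and 1 was lower, with a median log2 ratio of 2.65 and medians by age of 2.60, 2.47 and 1.94. Several of these genes named the cluster. Cell cycle genes were also higher, with medians of 0.60 for S phase (20 of 39 genes) and 0.99 for G2 and M phase (26 of 39 genes). Matrix genes had a median of 0.24, with 19 of 43 higher and 14 lower.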

In *Osteolectin^+^Lepr^+^* cells, 4 of the top 8 GO terms related to osteogenesis, consistent with the observation that these cells are osteogenic progenitors (7) (*SI Appendix*, Fig. S4*E*).

### SCF from LepR^+^ Cells Is Required to Maintain HSCs During Aging.

To test whether *Lepr*^+^ cells and endothelial cells remain functionally important sources of *Scf* for HSC and restricted hematopoietic progenitor maintenance in aging bone marrow, we aged *Tie2-cre; Scf^GFP/FL^* mice, *Lepr-cre; Scf^GFP/FL^* mice, and *Tie2-cre; Lepr-cre; Scf^GFP/FL^* mice. We assessed the numbers of HSCs, MPPs, and several restricted hematopoietic progenitors by flow cytometry in the bone marrow of 12-, 18-, and 24-mo-old mice. The gating strategy for identifying each of the hematopoietic stem and progenitor cell populations is shown in *SI Appendix*, Fig. S6. *Tie2-cre; Scf^GFP/FL^* and *Scf^GFP/FL^* control mice did not significantly differ in terms of white blood cell (WBC), red blood cell (RBC), or platelet counts at 12, 18, or 24 mo of age (Fig. 2 *A*–*C*), bone marrow (Fig. 2*D*) or spleen (Fig. 2*E*) cellularity, or the number of HSCs in the spleen (Fig. 2*F*). HSC numbers were significantly reduced in the bone marrow of *Tie2-cre; Scf^GFP/FL^* as compared to *Scf^GFP/FL^* mice at 12 mo of age (Fig. 2*G*) but not at 18 or 24 mo of age (Fig. 2*G*). Consistent with this, bone marrow competitively transplanted from *Tie2-cre; Scf^GFP/FL^* mice gave significantly lower levels of donor cell reconstitution as compared to *Scf^GFP/FL^* bone marrow at 12 mo of age, but not at 18 or 24 mo of age in primary (Fig. 3 *A*, *C*, and *E*) and secondary recipient mice (Fig. 3 *B, D*, and *F*). All of the primary and secondary recipients were long-term multilineage reconstituted by donor cells (*SI Appendix*, Table S3). Endothelial cells are thus a functionally important source of SCF for HSC maintenance in young adult bone marrow but not in old adult bone marrow (18 and 24 mo of age).

**Fig. 2.**
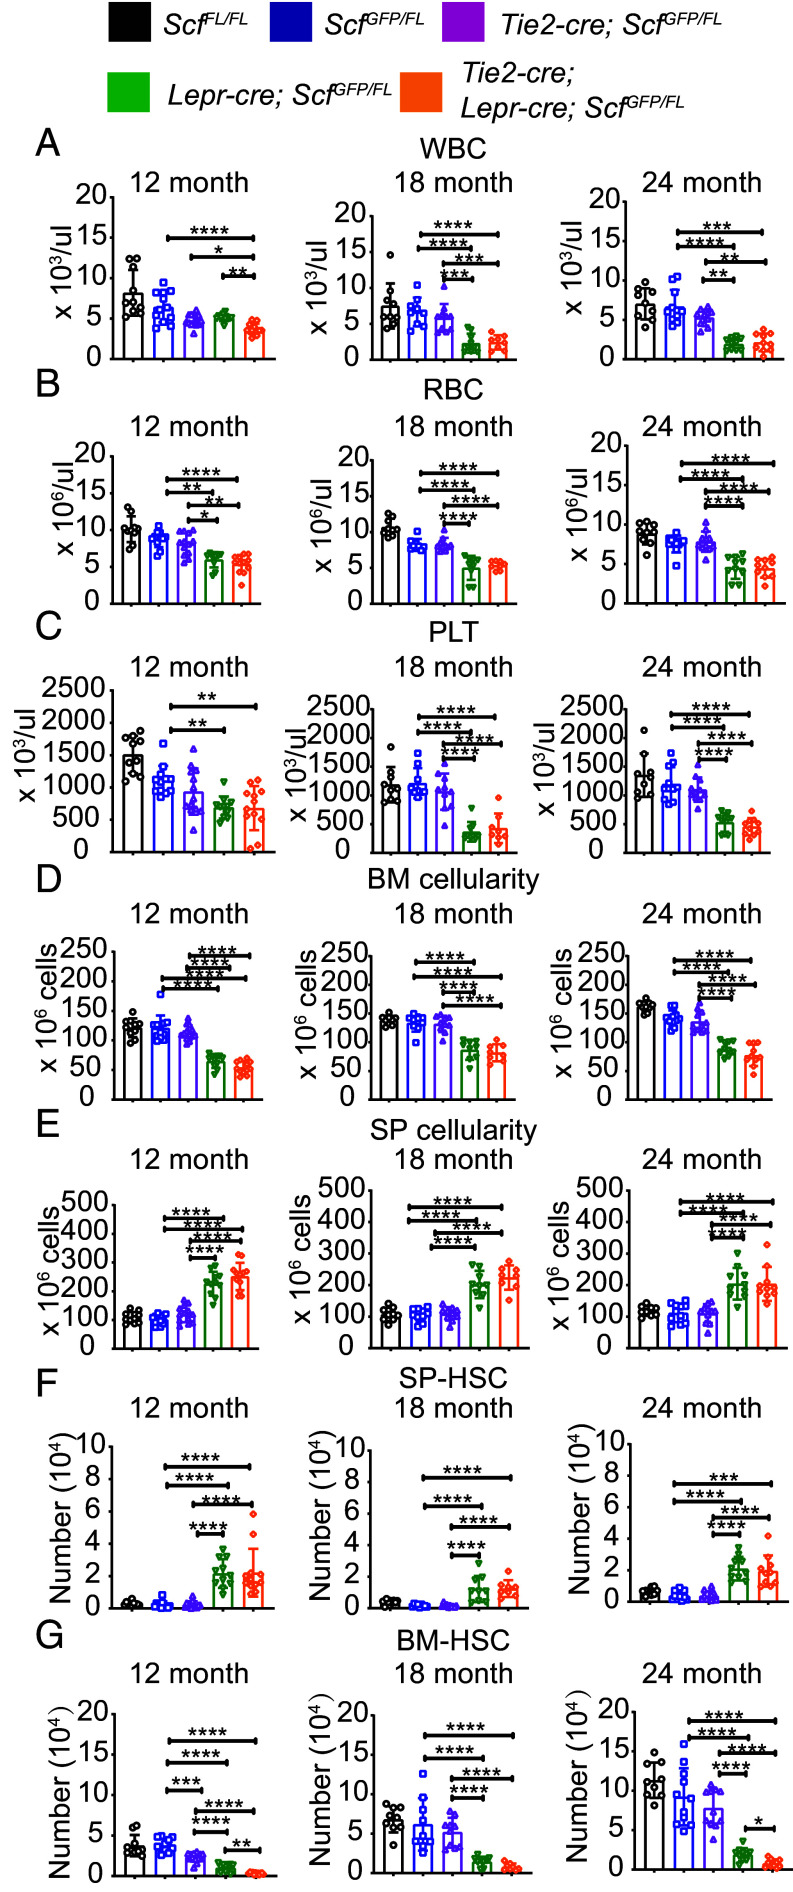
SCF from LepR^+^ stromal cells is required for the maintenance of HSCs and hematopoiesis in the bone marrow, but not the spleen, of 12-, 18-, and 24-mo-old mice. (*A–C*) WBC (*A*), RBC (*B*), and platelet (PLT) (*C*) counts in the blood of mice at 12, 18, and 24 mo of age. (*D*) Bone marrow cellularity (two tibias and femurs) of 12-, 18-, and 24-mo-old mice. (*E*) Spleen cellularity in 12-, 18-, and 24-mo-old mice. (*F*) Number of HSCs in the spleens of 12-, 18-, and 24-mo-old mice. (*G*) Number of HSCs in the bone marrow of 12-, 18-, and 24-mo-old mice. Each dot represents a different mouse. Each panel shows 10 to 13 mice per genotype in six independent experiments for 12-mo-old mice, 8 to 10 mice per genotype in five independent experiments for 18-mo-old mice, and 9 to 11 mice per genotype in six independent experiments for 24-mo-old mice. All data represent mean ± SD (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Fig. 3.**
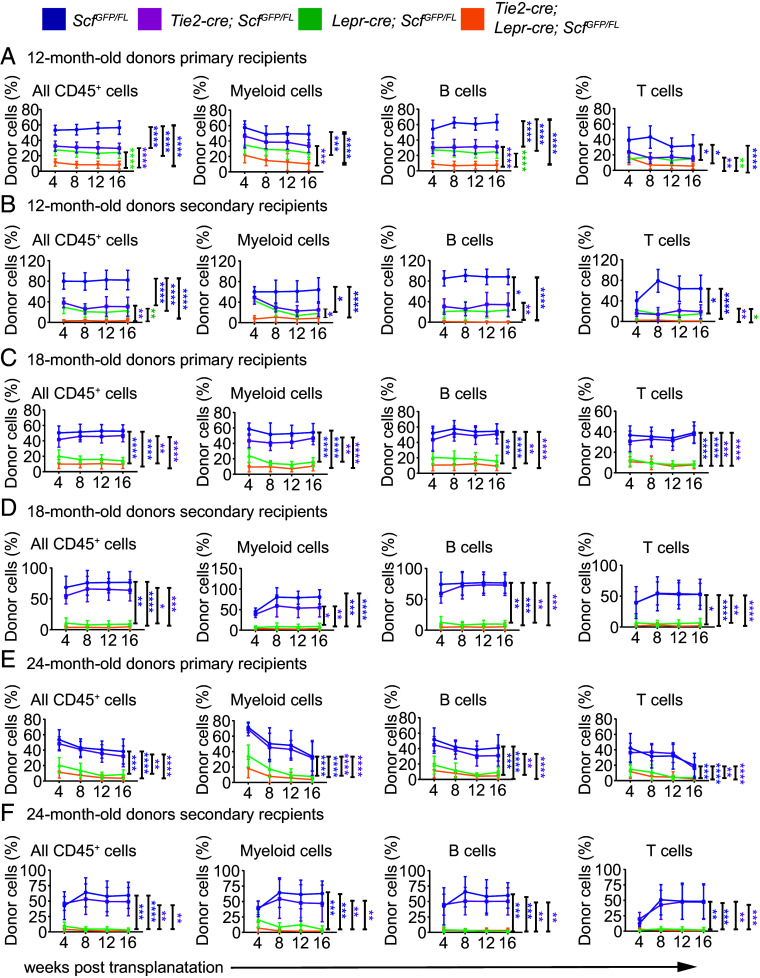
*Scf* deletion from *Lepr^+^* stromal cells decreased the reconstituting capacity of whole bone marrow cells upon competitive transplantation into irradiated mice. (*A*) Donor cell contributions to CD45^+^ cells as well as myeloid, B, and T cells in the blood of mice competitively transplanted with donor bone marrow cells from 12-mo-old mice. (*B*) Secondary recipients of bone marrow cells from the mice in (*A*). (*C*) Donor cell contributions to the blood of mice competitively transplanted with donor bone marrow cells from 18-mo-old mice. (*D*) Secondary recipients of bone marrow cells from the mice in (*C*). (*E*) Donor cell contributions to the blood of mice competitively transplanted with donor bone marrow cells from 24-mo-old mice. (*F*) Secondary recipients of bone marrow cells from the mice in (*E*). In each of the primary transplants shown above, three donors per genotype were transplanted into a total of 14 to 15 recipients per genotype in three independent experiments. In each of the secondary transplants shown above, three donors per genotype were transplanted into a total of 10 secondary recipients per genotype in three independent experiments. All data represent mean ± SD (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

In contrast to endothelial cells, LepR^+^ cells were an important source of SCF for HSC maintenance at all ages. *Lepr-cre; Scf^GFP/FL^* mice had significantly reduced WBC, RBC, and PLT counts as compared to *Scf^GFP/FL^* controls at 12, 18, and 24 mo of age (with the exception of WBC counts at 12 mo of age) (Fig. 2 *A*–*C*). Bone marrow cellularity (Fig. 2*D*) and the number of HSCs in bone marrow (Fig. 2*G*) were also significantly reduced in *Lepr-cre; Scf^GFP/FL^* as compared to *Scf^GFP/FL^* mice at 12, 18, and 24 mo of age. Consistent with this, spleen cellularity and the number of HSCs in the spleen were significantly increased in *Lepr-cre; Scf^GFP/FL^* as compared to *Scf^GFP/FL^* mice at 12, 18, and 24 mo of age (Fig. 2 *E* and *F*). Genetic changes that deplete HSCs from the bone marrow lead to extramedullary hematopoiesis, increasing cellularity and HSC frequency in the spleen (9). Finally, competitive transplantation assays showed that bone marrow cells from *Lepr-cre; Scf^GFP/FL^* mice gave significantly lower levels of donor cell reconstitution than *Scf^GFP/FL^* bone marrow cells at 12, 18, and 24 mo of age in primary (Fig. 3 *A*, *C*, and *E*) and secondary recipient mice (Fig. 3 *B*, *D*, and *F*). All of the primary and secondary recipients of 12- and 18-mo-old *Lepr-cre; Scf^GFP/FL^* bone marrow were long-term multilineage reconstituted by donor cells but most of the secondary recipients of 24-mo-old *Lepr-cre; Scf^GFP/FL^* bone marrow were only transiently reconstituted by donor cells (*SI Appendix*, Table S3). SCF from LepR^+^ stromal cells is thus required to maintain normal numbers of HSCs in aging bone marrow.

Consistent with the results above, white blood cell counts (Fig. 2*A*) and the number of HSCs in the bone marrow (Fig. 2*G*) were significantly reduced at 12 mo of age in *Tie2-cre; Lepr-cre; Scf^GFP/FL^* (deleting in both endothelial cells and *Lepr*^+^ cells) as compared to *Lepr-cre; Scf^GFP/FL^* mice (deleting only in *Lepr*^+^ cells). At 18 and 24 mo of age, almost no hematopoietic parameters significantly differed between *Tie2-cre; Lepr-cre; Scf^GFP/FL^* and *Lepr-cre; Scf^GFP/FL^* mice (Fig. 2 *A*–*G*). The only exception was that the number of HSCs was significantly reduced in the bone marrow of *Tie2-cre; Lepr-cre; Scf^GFP/FL^* as compared to *Lepr-cre; Scf^GFP/FL^* mice at 24, but not at 18, mo of age (Fig. 2*G*). This raised the possibility that endothelial cells produce enough SCF to partially compensate for the loss of SCF from *Lepr*^+^ cells in aging bone marrow. However, competitive transplantation assays showed that *Tie2-cre; Lepr-cre; Scf^GFP/FL^* bone marrow cells gave significantly lower levels of donor cell reconstitution as compared to *Lepr-cre; Scf^GFP/FL^* bone marrow cells at 12 mo of age (Fig. 3*A*) but not at 18 (Fig. 3*C*) or 24 (Fig. 3*E*) mo of age. These observations are consistent with the finding that both endothelial cells and LepR^+^ cells contributed SCF to HSC maintenance at 12 mo of age but we did not detect a clear effect of SCF from endothelial cells at 18 or 24 mo of age.

### SCF from LepR^+^ Cells Maintains Restricted Progenitors During Aging.

We assessed the numbers of multipotent progenitors (MPPs) and restricted hematopoietic progenitors in the bone marrow of *Tie2-cre; Scf^GFP/FL^* mice, *Lepr-cre; Scf^GFP/FL^* mice, and *Tie2-cre; Lepr-cre; Scf^GFP/FL^* mice at 12, 18, and 24 mo of age. *Tie2-cre; Scf^GFP/FL^* and *Scf^GFP/FL^* control mice did not significantly differ in terms of the number of any multipotent or restricted progenitor cell population we examined including MPPs (Fig. 4*A*), megakaryocyte-erythroid progenitors (MEPs) (Fig. 4*B*), granulocyte-monocyte progenitors (GMPs) (Fig. 4*C*), common myeloid progenitors (CMPs) (Fig. 4*D*), common lymphoid progenitors (CLPs) (Fig. 4*E*), pre-megakaryocyte-erythroid progenitors (preMegEs) (Fig. 4*F*), pre-colony-forming units-erythrocyte (preCFU-Es) (Fig. 4*G*), or CFU-E (Fig. 4*H*). The markers and flow cytometry gates used to identify each cell population are shown in *SI Appendix*, Table S2 and Fig. S6, respectively. SCF from endothelial cells was thus not required for the maintenance of any restricted hematopoietic progenitor cell population at 12, 18, or 24 mo of age.

**Fig. 4.**
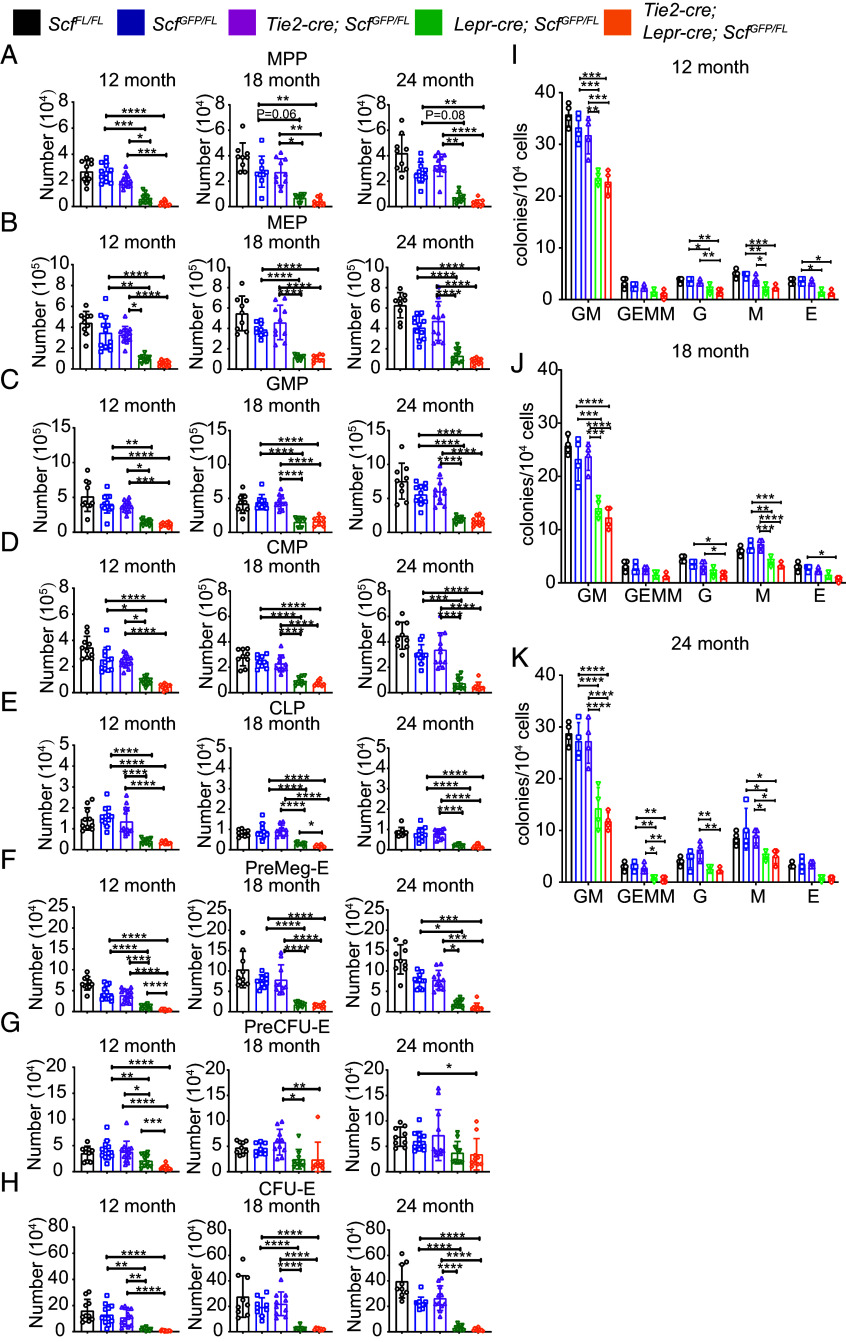
*Scf* deletion from *Lepr^+^* stromal cells depleted several c-kit^+^ restricted hematopoietic progenitors in the bone marrow of 12-, 18-, and 24-mo-old mice. (*A–H*) Numbers of MPPs (*A*), MEPs (*B*), GMPs (*C*), CMPs (*D*), CLPs (*E*), pre-MegEs (*F*), pre-CFU-Es (*G*), and CFU-Es (*H*) in the bone marrow of 12-, 18-, 24- mo-old mice. (*I–K*) The numbers of colonies formed by 10,000 bone marrow cells from 12 (*I*), 18 (*J*), and 24 (*K*) mo-old mice (G, granulocyte; M, macrophage; E, erythrocyte-containing colonies). Each dot represents a different mouse. In *A*–*H*, each panel shows 10 to 13 mice per genotype in six independent experiments for 12-mo-old mice, 8 to 10 mice per genotype in five experiments for 18-mo-old mice, and 9 to 11 mice per genotype in six experiments for 24-mo-old mice. All data represent mean ± SD (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

In contrast, LepR^+^ cells were a functionally important source of SCF for the maintenance of all of the multipotent and restricted progenitor cell populations that we analyzed at all ages with the exception of MPPs (Fig. 4*A*; *P* = 0.06 and 0.08 at 18 and 24 mo of age, respectively) and preCFU-Es (Fig. 4*G*) at 18 mo and 24 mo of age. *Lepr-cre; Scf^GFP/FL^* mice had significantly fewer MEPs (Fig. 4*B*), GMPs (Fig. 4*C*), CMPs (Fig. 4*D*), CLPs (Fig. 4*E*), preMegEs (Fig. 4*F*), and CFU-Es (Fig. 4*H*) in the bone marrow as compared to *Scf^GFP/FL^* control mice at 12, 18, and 24 mo of age. Consistent with this, *Tie2-cre; Lepr-cre; Scf^GFP/FL^* and *Lepr-cre; Scf^GFP/FL^* mice did not significantly differ in the numbers of most multipotent and restricted progenitor cell populations in the bone marrow (Fig. 4 *A*–*H*). The exceptions were that *Tie2-cre; Lepr-cre; Scf^GFP/FL^* mice had significantly fewer preMegEs (Fig. 4*F*) and preCFU-Es (Fig. 4*G*) at 12 mo of age and CLPs at 18 mo of age (Fig. 4*E*).

We also assessed the frequencies of restricted progenitors using colony-forming assays. Again, *Tie2-cre; Scf^GFP/FL^* and *Scf^GFP/FL^* control mice did not significantly differ in the frequencies of any colony-forming progenitor, including CFU-GM, CFU-GEMM, CFU-G, CFU-M, or CFU-E (Fig. 4 *I*–*K*). *Lepr-cre; Scf^GFP/FL^* mice generally had significantly lower frequencies of CFU-GM and CFU-M as compared to *Scf^GFP/FL^* controls at 12, 18, and 24 mo of age (Fig. 4 *I*–*K*). *Lepr-cre; Scf^GFP/FL^* mice also had significantly lower frequencies of CFU-E at 12 mo of age (Fig. 4*I*) and CFU-GEMM at 24 mo of age (Fig. 4*K*). Finally, *Tie2-cre; Lepr-cre; Scf^GFP/FL^* mice had significantly lower frequencies of CFU-GM, CFU-G, CFU-M, and CFU-E as compared to *Scf^GFP/FL^* mice at most ages (Fig. 4 *I*–*K*). LepR^+^ cells were thus the key source of SCF for the maintenance of most colony-forming progenitors at 12, 18, and 24 mo of age.

### The Periarteriolar Environment Becomes Inflamed During Aging.

Given that LepR^+^ cells remained the key source of SCF for the maintenance of HSCs and restricted hematopoietic progenitors at all ages, we assessed whether these cells underwent changes during aging. Based on single-cell RNA sequencing, the stromal cell population that changed most in frequency with age was the *Cxcl9^+^Sca1^+^Lepr^+^* cell cluster, which represented around 2% of bone marrow stromal cells at 2 and 12 mo of age, but 22% at 24 mo of age (*SI Appendix*, Table S1). 

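Cxcl9+Sca1+Lepr+ cells, a cluster named by interferon-induced genes, made up 6.30% of stromal cells at 2 mo (157 of 2492 cells, 95% CI 5.38 to 7.33), 12.6% at 12 mo (112 of 890 cells, 10.5 to 14.9) and 16.9% at 24 mo (390 of 2309 cells, 15.4 to 18.5). Few cells of this cluster carried Sca1 at 2 mo, where Ly6a had 13 UMIs in the 156 cells that the study's clustering placed in it. The share at 24 mo was 2.68-fold that at 2 mo, and 1.27-fold at a clustering resolution of 0.4. Sinusoidal endothelial cells, which line the venous vessels of the marrow, went from 15.4% (14.0 to 16.9) to 5.06% (3.71 to 6.71) and 2.17% (1.61 to 2.84), a 24 to 2 mo ratio of 0.141. Aldh1a2+Lepr+ cells were at 5.10%, 3.26% and 6.54%, and Osteolectin+Lepr+ cells at 6.38%, 11.3% and 8.10%. Arteriolar endothelial cells were at 1.61%, 6.18% and 2.47%. The share of arteriolar endothelial cells, 24 over 2 months, was 1.54 and fell below 1 at a mitochondrial limit of 5% (0.519) and at a clustering resolution of 1.2 (0.528). Pericytes were at 0.843%, 4.61% and 1.82%, and chondrocytes at 0.762%, 1.12% and 0.476%. Without the 6% of cells with the highest doublet score, the chondrocyte share rose between 2 and 24 mo instead.

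**Figure D2:**
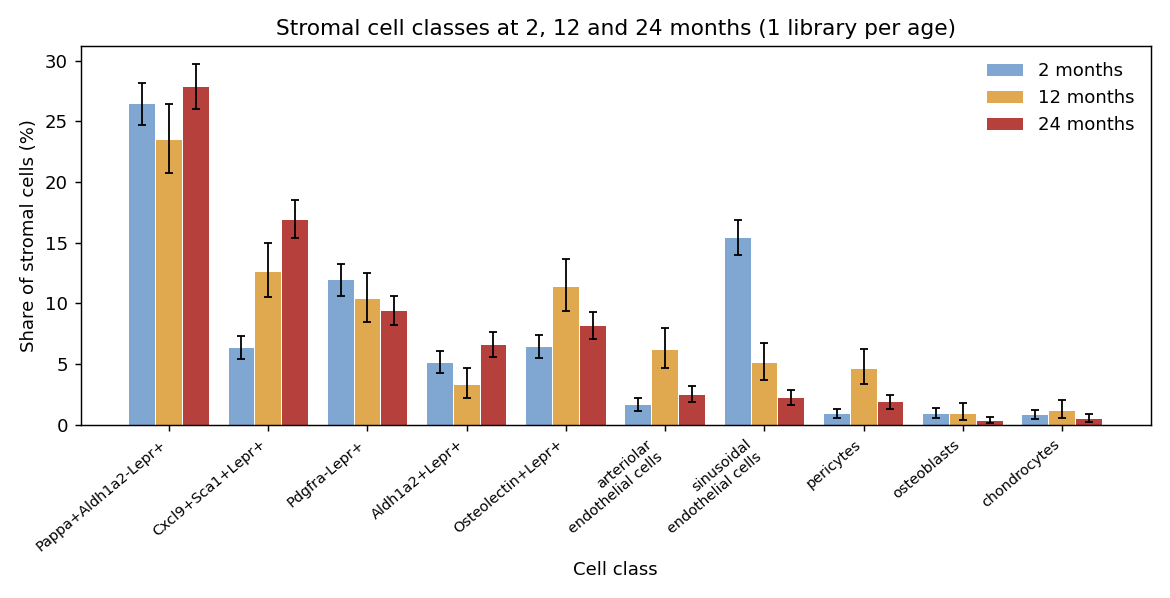
Share of stromal cells (vertical axis, percent) in each cell type at 2, 12 and 24 mo, in 1 library per age, with bars giving the share and lines its exact 95% binomial interval. Cxcl9+Sca1+Lepr+ cells rise from 6.30% to 16.9% and sinusoidal endothelial cells fall from 15.4% to 2.17%.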

*Cxcl9^+^Sca1^+^Lepr^+^* cells were unique among *Lepr^+^* cell clusters in expressing Sca1 (encoded by the *Ly6a* gene; Fig. 1*C*). 

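Ly6a, the gene for Sca1, had UMIs in 0.693% of LepR+ cells at 2 mo (10 of 1443 cells, 95% CI 0.333 to 1.27), 16.6% at 12 mo (87 of 523 cells, 13.5 to 20.1) and 27.8% at 24 mo (421 of 1517 cells, 25.5 to 30.1), after each cell was thinned to 2000 UMIs. UMIs of both Ly6a and Cxcl9 were in 0.139% (0.0168 to 0.500), 3.63% (2.20 to 5.62) and 22.9% (20.8 to 25.1). Erythroid cells, which should lack the gene, had Ly6a in 0.322%, 0% (which allows up to 0.419%) and 0.306% of cells. The median depth before thinning was 4720, 5484 and 4300.5 UMIs in LepR+ cells and 10709, 10231 and 9505 UMIs in erythroid cells. Among LepR+ cells with Xist, 0 of 149 cells had UMIs of both genes at 24 mo, which allows up to 2.01% (2 of 161 cells without thinning). Among LepR+ cells with Y-linked UMIs the share with both genes went from 0.121% to 24.1%. The 12-mo library held more cells with Xist, and the Ly6a share there was 4% with Xist and 22.8% with Y-linked UMIs. In cells with Y-linked UMIs the Ly6a share was 0.603% at 2 mo and 29.8% at 24 mo. Without thinning it was 43.6% at 12 mo and 35.1% at 24 mo in these cells. With the ages together, Ly6a was at 938 CPM in Cxcl9+Sca1+Lepr+ cells, 163 CPM in Pdgfra-Lepr+ cells, 95.6 CPM in Osteolectin+Lepr+ cells and 2835 CPM in arteriolar endothelial cells. Between 2 and 24 mo Ly6a rose 90.2-fold (52.6 to 170) in Cxcl9+Sca1+Lepr+ cells, and in Osteolectin+Lepr+ cells from 2 to 251 UMIs, a ratio of 167 (45.8 to 1389). Ly6a (ENSMUSG00000075602) lies on chromosome 15 from 74994877 to 74998031.

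**Figure D3:**
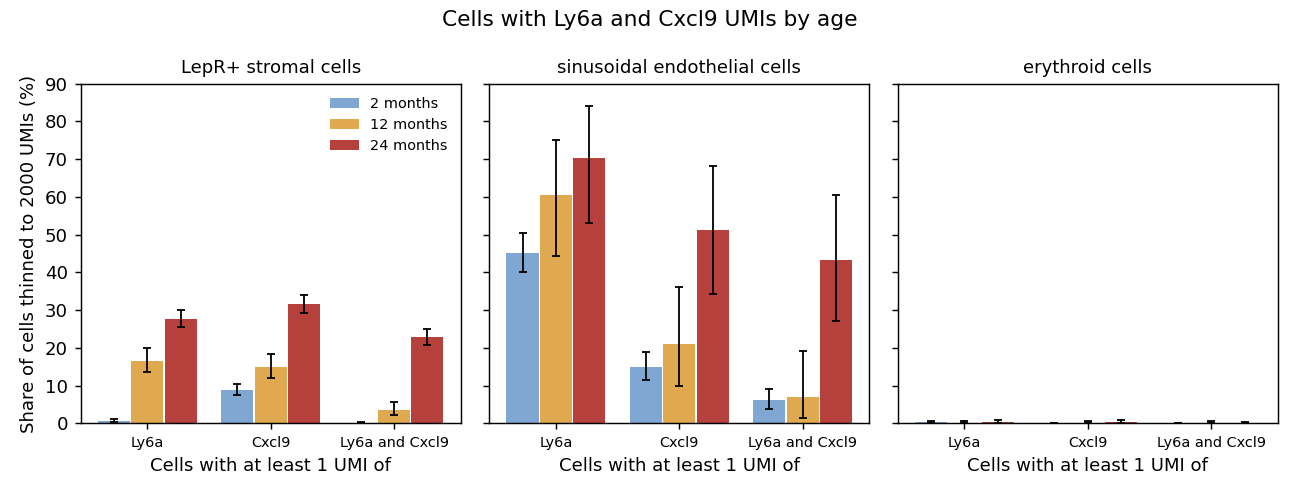
Share of cells thinned to 2000 UMIs (vertical axis, percent) with UMIs of Ly6a, of Cxcl9 and of both at 2, 12 and 24 mo, in LepR+ cells, sinusoidal endothelial cells and erythroid cells, with exact 95% binomial intervals. In LepR+ cells the share with both genes is 0.139%, 3.63% and 22.9%, and erythroid cells stay near 0.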

By flow cytometry, Sca-1^+^LepR^+^ cells represented 1.6 ± 0.4% of stromal cells in 2-mo-old bone marrow and 13 ± 2.4% of stromal cells in 22 to 24-mo-old bone marrow (Fig. 5*A*). 

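LepR+ cells made up 64.6% of stromal cells at 2 mo (95% CI 62.7 to 66.5), 67.3% at 12 mo (64.1 to 70.4) and 75.5% at 24 mo (73.7 to 77.3). In Cxcl9+Sca1+Lepr+ cells, S-phase genes such as those of DNA replication had a median log2 ratio of -0.27 between 24 and 2 mo, with none of 16 genes at least 1.5-fold higher and 2 lower. Their summed level was 1222 CPM at 2 mo and 991 CPM at 24 mo. G2 and M-phase genes, which act in mitosis, had a median of -0.20, with 1 of 18 genes higher and 4 lower, and summed levels of 1793 and 1498 CPM. With the cells grouped by the study's clustering, the S-phase median was 0.05, with 2 of 11 genes higher and none lower, and the G2 and M-phase median was 0.54, with 7 of 14 genes higher and 1 lower.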

The frequency and absolute number of LepR^+^ cells in the bone marrow did not significantly change with age (*SI Appendix*, Fig. S3 *A* and *B*) and we did not observe a significant increase in the expression of cell cycle genes in *Cxcl9^+^Sca1^+^Lepr^+^* cells during aging (*SI Appendix*, Fig. S5). It remains possible that cell division contributed to the increase in the number of *Cxcl9^+^Sca1^+^Lepr^+^* cells during aging; however, *Cxcl9^+^Sca1^+^Lepr^+^* cells may have increased in number during aging as a result of conversion from other subsets of LepR^+^ cells. *Pappa^+^Aldh1a2^−^Lepr^+^* cells declined in frequency during aging (*SI Appendix*, Table S1) and both Cxcl9 and Sca1 are interferon-regulated genes (54–56). This raised the possibility that interferon converted other subsets of LepR^+^ cells into *Cxcl9^+^Sca1^+^Lepr^+^* cells by inducing Cxcl9 and Sca1 expression.

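Pappa+Aldh1a2-Lepr+ cells made up 26.4% of stromal cells at 2 mo (95% CI 24.7 to 28.2), 23.5% at 12 mo (20.7 to 26.4) and 27.8% at 24 mo (26.0 to 29.7). The share of Pappa+Aldh1a2-Lepr+, 24 over 2 months, was 1.05 (0.945 to 1.18), and it was 0.992 at a mitochondrial limit of 5% and 0.994 without scrublet doublets. Pappa itself fell in LepR+ cells to 0.637-fold between 2 and 24 mo. In Pappa+Aldh1a2-Lepr+ cells, Ly6a rose 19.9-fold (9.90 to 46.9) and Cxcl9 3.05-fold over the same ages. Cxcl9 rose 8.92-fold in Pdgfra-Lepr+ cells and 13.8-fold in Osteolectin+Lepr+ cells, and fell to 0.241-fold (0.181 to 0.316) in Aldh1a2+Lepr+ cells, where the cells with sex-linked UMIs had Xist in the study's clustering.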

**Fig. 5.**
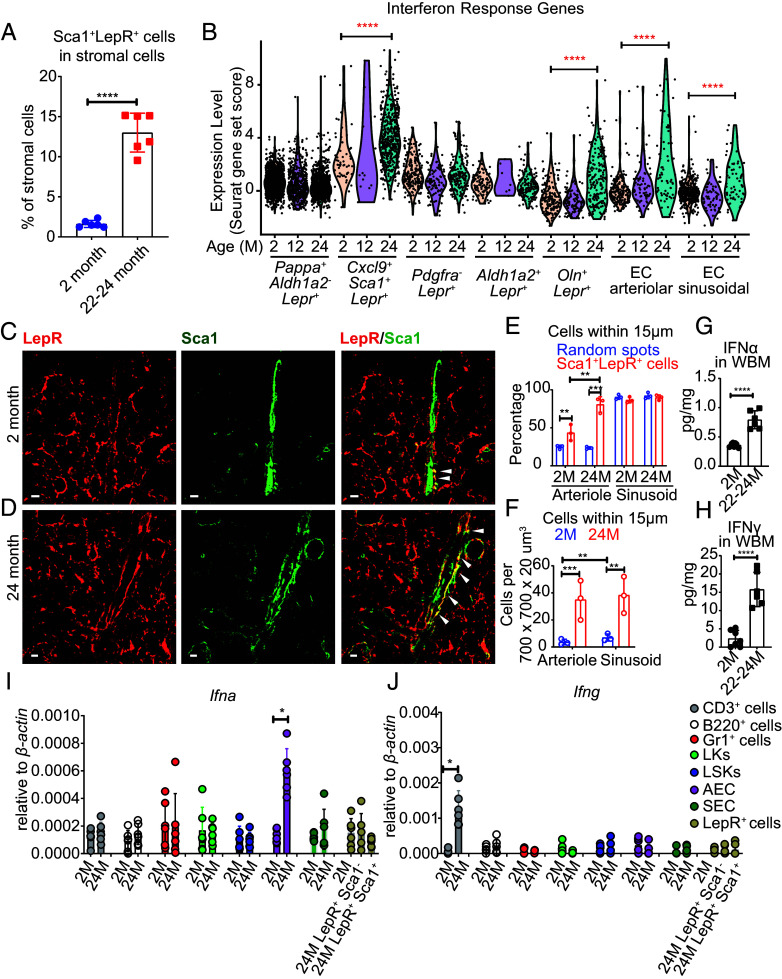
Increasing interferon levels during aging induce interferon-regulated gene expression by periarteriolar stromal cells in the bone marrow. (*A*) The frequency of Sca1^+^LepR^+^ stromal cells increased approximately 10-fold during aging in the bone marrow (six mice per time point from two independent experiments). (*B*) Expression of interferon-regulated genes in *Lepr^+^* cell and endothelial cell clusters. These data reflect 40 interferon-regulated genes from the single-cell RNA sequencing data in Fig. 1. The individual genes are shown in *SI Appendix*, Fig. S8*A*. (*C* and *D*) Anti-LepR and anti-Sca1 antibody staining in femur bone marrow sections from 2 (*C*) and 24 (*D*) mo-old mice shows that periarteriolar Sca1^+^LepR^+^ cells (arrowheads) increased in frequency with age. The Sca1^+^LepR^+^ cells were adjacent to Sca1^+^ arteriolar endothelial cells. (Scale bar, 10 µm.) (*E*) The percentages of Sca1^+^LepR^+^ cells and random spots that were within 15 μm of arterioles and sinusoids in thick femur sections from mice at 2 mo or 24 mo of age (n = 3). (*F*) The numbers of Sca1^+^LepR^+^ cells that were within 15 μm of arterioles and sinusoids in thick femur sections from mice at 2 mo or 24 mo of age (n = 3). (*G* and *H*) IFNα (*G*) and IFNγ (*H*) levels by ELISA in bone marrow lysate from 2- and 22 to 24-mo-old mice (n = 6 to 7 mice per time point from two independent experiments). (*I* and *J*) *Ifna* and *Ifng* transcript levels by qRT-PCR in CD3^+^ T cells, B220^+^ B cells, Gr1^+^ myeloid cells, LK myeloid progenitors, LSK stem/progenitor cells, arteriolar endothelial cells, sinusoidal endothelial cells, and LepR^+^ stromal cells from the bone marrow of 2- and 24-mo-old mice (n = 6 mice per time point from two independent experiments). Each dot represents a different mouse in panels *A* and *E–J*. All data represent mean ± SD (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

All 8 of the most highly enriched GO terms in *Cxcl9^+^Sca1^+^Lepr^+^* cells as compared to other *Lepr^+^* cell clusters related to interferon-regulated genes (*SI Appendix*, Fig. S4*B*), including *Cxcl9*, *Stat1*, and *Sca1* (*Ly6a*), all of which were more highly expressed in *Cxcl9^+^Sca1^+^Lepr^+^* cells as compared to other stromal cells (Fig. 1*C*). 

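Cxcl9, a chemokine that draws T cells, was at 392 CPM in sinusoidal endothelial cells and 80.5 CPM in arteriolar endothelial cells. Ly6a was at 2835 CPM in arteriolar endothelial cells, above the 938 CPM of Cxcl9+Sca1+Lepr+ cells. It was at 589 CPM in sinusoidal endothelial cells, 256 CPM in pericytes and 39.9 CPM in Pappa+Aldh1a2-Lepr+ cells. The interferon-regulated genes of the list summed to 28677 CPM in Cxcl9+Sca1+Lepr+ cells and 11854 CPM in the other LepR+ cells. Cxcl9 (ENSMUSG00000029417) lies on chromosome 5 from 92321347 to 92328079. From the interferon-regulated genes among the enriched terms of these cells, the paper proposes that they reside in an inflammatory microenvironment.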

To further examine this, we assembled a list of 40 interferon-regulated genes from these GO terms that were detected in our single-cell RNA sequencing analysis and compared the average expression levels in each cell cluster at 2, 12, and 24 mo of age. 

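Cxcl9+Sca1+Lepr+ cells had interferon-regulated genes at a summed 13349 CPM at 2 mo and 35324 CPM at 24 mo, a ratio of 2.65 (95% CI 2.59 to 2.71). Of 66 genes measured, 54 were at least 1.5-fold higher at 24 mo and none was lower, with a median log2 ratio of 1.67. Cxcl9 rose 9.35-fold (8.56 to 10.2) in these cells. In all LepR+ cells, 55 of 71 genes were higher and none was lower, with a median of 1.19. Ifitm3 rose 1.15-fold there, Serping1 1.11-fold and Iigp1 3.54-fold (3.41 to 3.68). At 12 mo, 21 of 66 genes were higher than at 2 mo and the median was 0.36. The increase between 2 and 24 mo differed between cells of different mice. LepR+ cells with Y-linked UMIs had a median of 1.08 and LepR+ cells with Xist a median of -0.03. In the study's clustering 110 of the 121 LepR+ cells with Xist at 2 mo and 137 of 163 at 24 mo lay in the Aldh1a2+Lepr+ cluster, so the contrast between mice is also one between subsets.

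**Figure D4:**
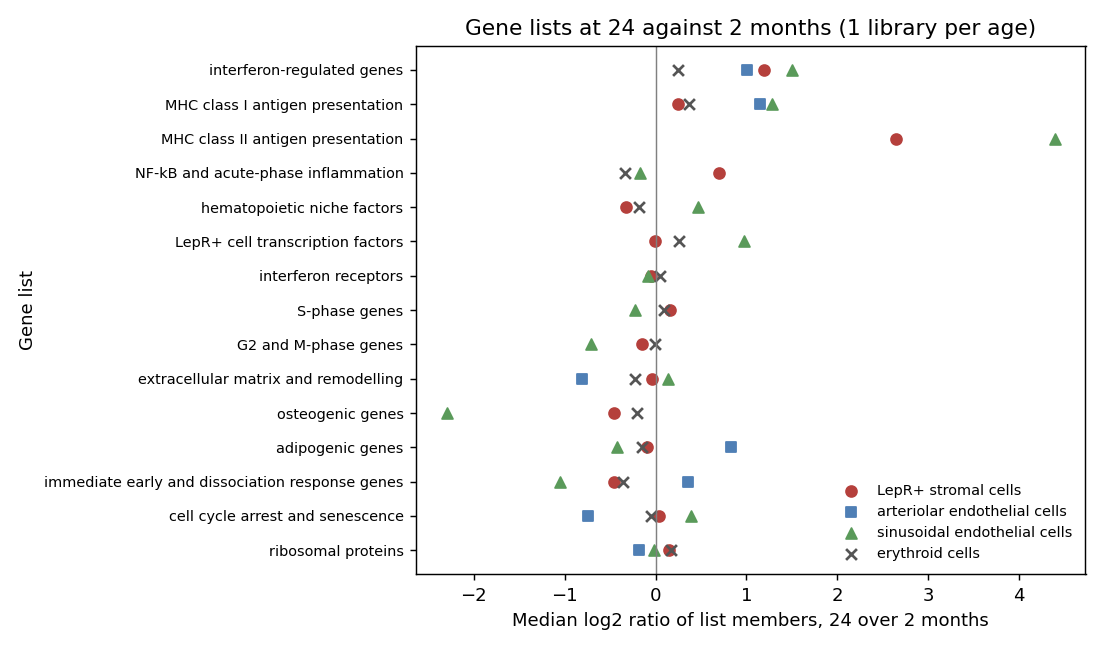
Median log2 ratio of list members at 24 over 2 mo (horizontal axis) for 15 gene lists (vertical axis) in LepR+ cells, arteriolar and sinusoidal endothelial cells and erythroid cells, in 1 library per age. Arteriolar endothelial cells are drawn only where at least 3 members of a list were measured. The interferon-regulated genes sit at 1.19 in LepR+ cells, 1.01 in arteriolar and 1.50 in sinusoidal endothelial cells and 0.25 in erythroid cells. Erythroid cells are only the clusters given that name.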

The average expression levels increased significantly with age in *Cxcl9^+^Sca1^+^Lepr^+^* cells (Fig. 5*B*). Both type 1 and type 2 interferon receptors (*Ifnar2* and *Ifngr1*) were broadly expressed by all clusters of LepR^+^ cells and endothelial cells but not by osteoblasts or chondrocytes (*SI Appendix*, Fig. S7 *A*–*D*). 

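Ifnar2, a chain of the type 1 interferon receptor, was at 249 to 505 CPM in the LepR+ subsets, 217 CPM in arteriolar endothelial cells, 178 CPM in sinusoidal endothelial cells, 65.7 CPM in osteoblasts and 41.1 CPM in chondrocytes. Ifngr1, a chain of the type 2 receptor, was at 220 to 340 CPM in the LepR+ subsets, 231 CPM in arteriolar and 254 CPM in sinusoidal endothelial cells, 67.2 CPM in osteoblasts and 22.1 CPM in chondrocytes. The partner chains Ifnar1 and Ifngr2 were at 11.9 and 34.3 CPM in osteoblasts, against 57.0 to 73.0 and 121 to 191 CPM in the LepR+ subsets. Between 2 and 24 mo the ratios in LepR+ cells were 0.971 (95% CI 0.926 to 1.02) for Ifnar2, 0.889 (0.839 to 0.942) for Ifngr1, 0.969 (0.855 to 1.10) for Ifnar1 and 0.871 (0.801 to 0.948) for Ifngr2. Ifnar2 (ENSMUSG00000022971) lies on chromosome 16 from 91372783 to 91405589, and Ifngr1 (ENSMUSG00000020009) on chromosome 10 from 19591949 to 19610229.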

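Osteolectin+Lepr+ cells had interferon-regulated genes at 6837 CPM at 2 mo and 16048 CPM at 24 mo, with 47 of 54 genes at least 1.5-fold higher, none lower and a median log2 ratio of 1.77. Sinusoidal endothelial cells went from 8364 to 23749 CPM, a ratio of 2.84 (95% CI 2.75 to 2.93), with 44 of 56 genes higher and 1 lower. In the same cells (384 and 50 cells) Lepr, a marker of LepR+ cells, went from 33.3 to 254 CPM and Mgp rose 39.4-fold. There Cxcl9 rose 13.5-fold (11.9 to 15.4), Ly6a 5.53-fold (4.93 to 6.19) and Ifitm3 2.19-fold (2.01 to 2.38). Arteriolar endothelial cells went from 13859 to 26391 CPM, a ratio of 1.90 (1.79 to 2.02), with 12 of 18 genes higher and none lower. Pappa+Aldh1a2-Lepr+ cells had a smaller median of 0.47, Pdgfra-Lepr+ cells 0.56 and Aldh1a2+Lepr+ cells 0.09.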

We also observed significant increases in the expression of interferon-regulated genes with age in *Osteolectin^+^Lepr^+^* cells, arteriolar endothelial cells, and sinusoidal endothelial cells, but to a lesser extent than in *Cxcl9^+^Sca1^+^Lepr^+^* cells (Fig. 5*B*). The most profound increases in interferon-regulated genes during aging were in *Cxcl9^+^Sca1^+^Lepr^+^* cells and arteriolar endothelial cells (*SI Appendix*, Fig. S8*A*).

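Iigp1, an interferon-induced GTPase that acts on vacuoles holding pathogens, rose 4.32-fold (95% CI 3.10 to 6.13) between 2 and 24 mo in arteriolar endothelial cells. Ly6a rose 1.56-fold (1.35 to 1.81) from a level already high at 2 mo. Gbp2 and Gbp7, guanylate-binding proteins of the same response, rose 8.49-fold (5.08 to 15.1) and 4.16-fold (2.87 to 6.14). Antigen presentation genes of MHC class I moved with them, with B2m at 2.22-fold, H2-K1 at 1.54-fold, H2-D1 at 1.60-fold and 7 of 9 genes at least 1.5-fold higher. Sinusoidal endothelial cells with Xist had a ratio of 1.19 (1.09 to 1.30) for the summed interferon-regulated genes, and those with Y-linked UMIs 3.82. In arteriolar endothelial cells the values were 0.636, from 6 cells with Xist at each of these ages, and 1.69, from 12 and 16 cells. Osteoblasts went from 839 to 1049 CPM for the same genes, a ratio of 1.25 (0.992 to 1.56), and chondrocytes from 1089 to 1480 CPM.

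**Figure D5:**
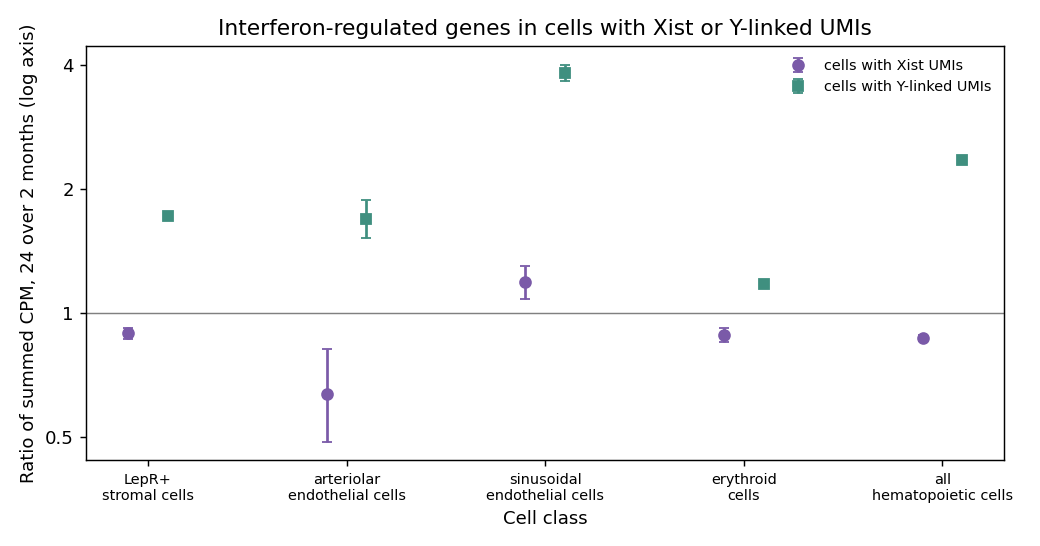
Ratio of the summed CPM of interferon-regulated genes at 24 over 2 mo (vertical axis, log scale) in cells with Xist UMIs (purple) and cells with Y-linked UMIs (green) of 5 cell types, with exact 95% intervals. In LepR+ cells the ratio is 0.894 with Xist and 1.72 with Y-linked UMIs, and in sinusoidal endothelial cells 1.19 and 3.82.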

To test whether *Cxcl9^+^Sca1^+^Lepr^+^* cells were periarteriolar, we stained bone marrow sections with antibodies against Sca1 and LepR. Sca1 is expressed by both arteriolar endothelial cells (57) and *Cxcl9^+^Sca1^+^Lepr^+^* cells (Fig. 1*C*). We observed Sca1^+^LepR^−^ endothelial cells (green) in arterioles and Sca1^+^LepR^+^ stromal cells (green and red = yellow) surrounding these endothelial cells (Fig. 5 *C* and *D*). Sca1^+^LepR^+^ cells were significantly more likely than random spots to localize within 15 µm of arterioles at 2 and 24 mo of age, and the numbers of Sca1^+^LepR^+^ cells that localized within 15 µm of arterioles was significantly higher at 24 as compared to 2 mo of age (Fig. 5 *E* and *F*): 81 ± 10% of Sca1^+^LepR^+^ cells were periarteriolar at 24 mo of age (Fig. 5*E*). The percentage of Sca1^+^LepR^+^ cells that localized within 15 µm of sinusoids did not significantly differ from random spots at 2 or 24 mo of age and did not change with age (Fig. 5*E*). Consistent with the increase in the numbers of Sca1^+^LepR^+^ cells in the bone marrow of old as compared to young mice (Fig. 5 *A*, *C*, and *D*), we also observed significant increases in the number of Sca1^+^LepR^+^ cells within 15 µm of arterioles and sinusoids in the bone marrow of 24-mo-old as compared to 2-mo-old mice (Fig. 5*F*). Since sinusoids are ubiquitous throughout the bone marrow, many of the Sca1^+^LepR^+^ cells near arterioles were also near sinusoids. Nonetheless, since Sca1^+^LepR^+^ cells were significantly more likely than random spots to localize near arterioles, but not sinusoids, we consider most Sca1^+^LepR^+^ cells to be periarteriolar.

In light of the increased expression of interferon-regulated genes during aging, particularly in periarteriolar stromal cells, we assessed interferon levels in blood serum and bone marrow by enzyme-linked immunosorbent assay (ELISA). We observed significantly increased levels of IFNα and IFNγ in the bone marrow of 22 to 24-mo-old mice as compared to 2-mo-old mice (Fig. 5 *G* and *H*). We also observed increased levels of IFNγ, but not IFNα, in the serum of 22 to 24-mo-old mice as compared to 2-mo-old mice (*SI Appendix*, Fig. S8 *B* and *C*). We did not observe any changes in IFNβ levels in the bone marrow or serum (*SI Appendix*, Fig. S8 *D* and *E*).

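Ifnb1 and 14 Ifna genes, which encode type 1 interferons, had 0 UMIs in every stromal and hematopoietic cell type at each age. Ifng, the type 2 interferon of T and natural killer cells, had 1 UMI, in a B-lineage cell at 2 mo.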

Since interferon expression is rarely detected by RNA sequencing, we performed quantitative RT-PCR on bone marrow hematopoietic cells and stromal cells to identify cells that produced interferons during aging. In most cell populations, we did not detect any increase in the expression of *Ifna* or *Ifng*, including B220^+^ B cells, Gr1^+^ myeloid cells, Lineage^−^c-kit^+^ myeloid progenitors, LSK stem/progenitor cells, sinusoidal endothelial cells, or LepR^+^ cells (Fig. 5 *I* and *J*). However, there were two bone marrow cell populations that did show an increase in *Ifn* expression during aging: *Ifna* expression by arteriolar endothelial cells (Fig. 5*I*) and *Ifng* expression by CD3^+^ T cells (Fig. 5*J*). *Ifnb* expression did not change during aging (*SI Appendix*, Fig. S8 *F* and *G*).

A subset of CD3^+^ T cells was closely associated with arterioles in the bone marrow (Fig. 6 *A* and *B*). CD3^+^ cells were significantly more likely than random spots to localize within 15 µm of arterioles at 24, but not at 2, mo of age, and the percentage of CD3^+^ cells that localized within 15 µm of arterioles was significantly higher at 24 as compared to 2 mo of age (Fig. 6*C*): 35 ± 3.5% of CD3^+^ cells were periarteriolar at 24 mo of age. The percentage of CD3^+^ cells that localized within 15 µm of sinusoids did not significantly differ from random spots at 2 or 24 mo of age and did not change with age. Consistent with the increase in the numbers of CD3^+^ cells in the bone marrow of old as compared to young mice (Fig. 6*T*), we also observed a significant increase in the absolute number of CD3^+^ cells within 15 µm of arterioles in the bone marrow of 24-mo-old as compared to 2-mo-old mice (Fig. 6*D*). It is possible that *Cxcl9^+^Sca-1^+^Lepr^+^* cells recruit T cells to the arterioles during aging by expressing increasing levels of *Cxcl9* though at present we do not have the genetic tools required to test this functionally. Cxcl9 is an interferon-induced chemokine (54, 55) that promotes T cell recruitment to sites of inflammation (58). Consistent with a prior study (14), *Il7* was mainly expressed by *Lepr^+^* cells and its expression did not significantly change with age (*SI Appendix*, Fig. S8*I*). These results suggest that an inflammatory microenvironment develops around arterioles during aging marked by interferon expression in arteriolar endothelial cells and an interferon response in *Cxcl9^+^Sca1^+^Lepr^+^* cells. Nonetheless, IFNγ levels were also increased in the serum of old as compared to young mice and it is not clear whether IFNγ in the blood would preferentially induce interferon responses in periarteriolar cells as compared to perisinusoidal cells.

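Il7, which encodes the cytokine that B-cell progenitors need, had 96.9% of its stromal UMIs in LepR+ cells of the study's clustering at 2 mo (1488 of 1536 UMIs, 95% CI 95.9 to 97.7), 95.9% at 12 mo (394 of 411 UMIs) and at 24 mo 713 of its 731 UMIs. In LepR+ cells of the clustering without interferon genes, which leaves more cells unnamed, its level was 170 CPM at 2 mo (161 to 179), 100.5 CPM at 12 mo (90.4 to 111) and 80.5 CPM at 24 mo (74.4 to 87.0). The 24 to 2 mo ratio was 0.474 (0.431 to 0.522). By subset the ratio was 0.359 (0.27 to 0.474) in Cxcl9+Sca1+Lepr+ cells, 0.434 (0.328 to 0.569) in Pdgfra-Lepr+ cells, 0.457 (0.394 to 0.529) in Pappa+Aldh1a2-Lepr+ cells, 0.648 (0.460 to 0.906) in Osteolectin+Lepr+ cells and 0.678 (0.528 to 0.868) in Aldh1a2+Lepr+ cells. Arteriolar endothelial cells had 4 Il7 UMIs at 12 mo (29.1 CPM) and 0 at 2 and 24 mo, which allows up to 22.7 and 28.0 CPM. Il7 (ENSMUSG00000040329) lies on chromosome 3 from 7569994 to 7613760.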

**Fig. 6.**
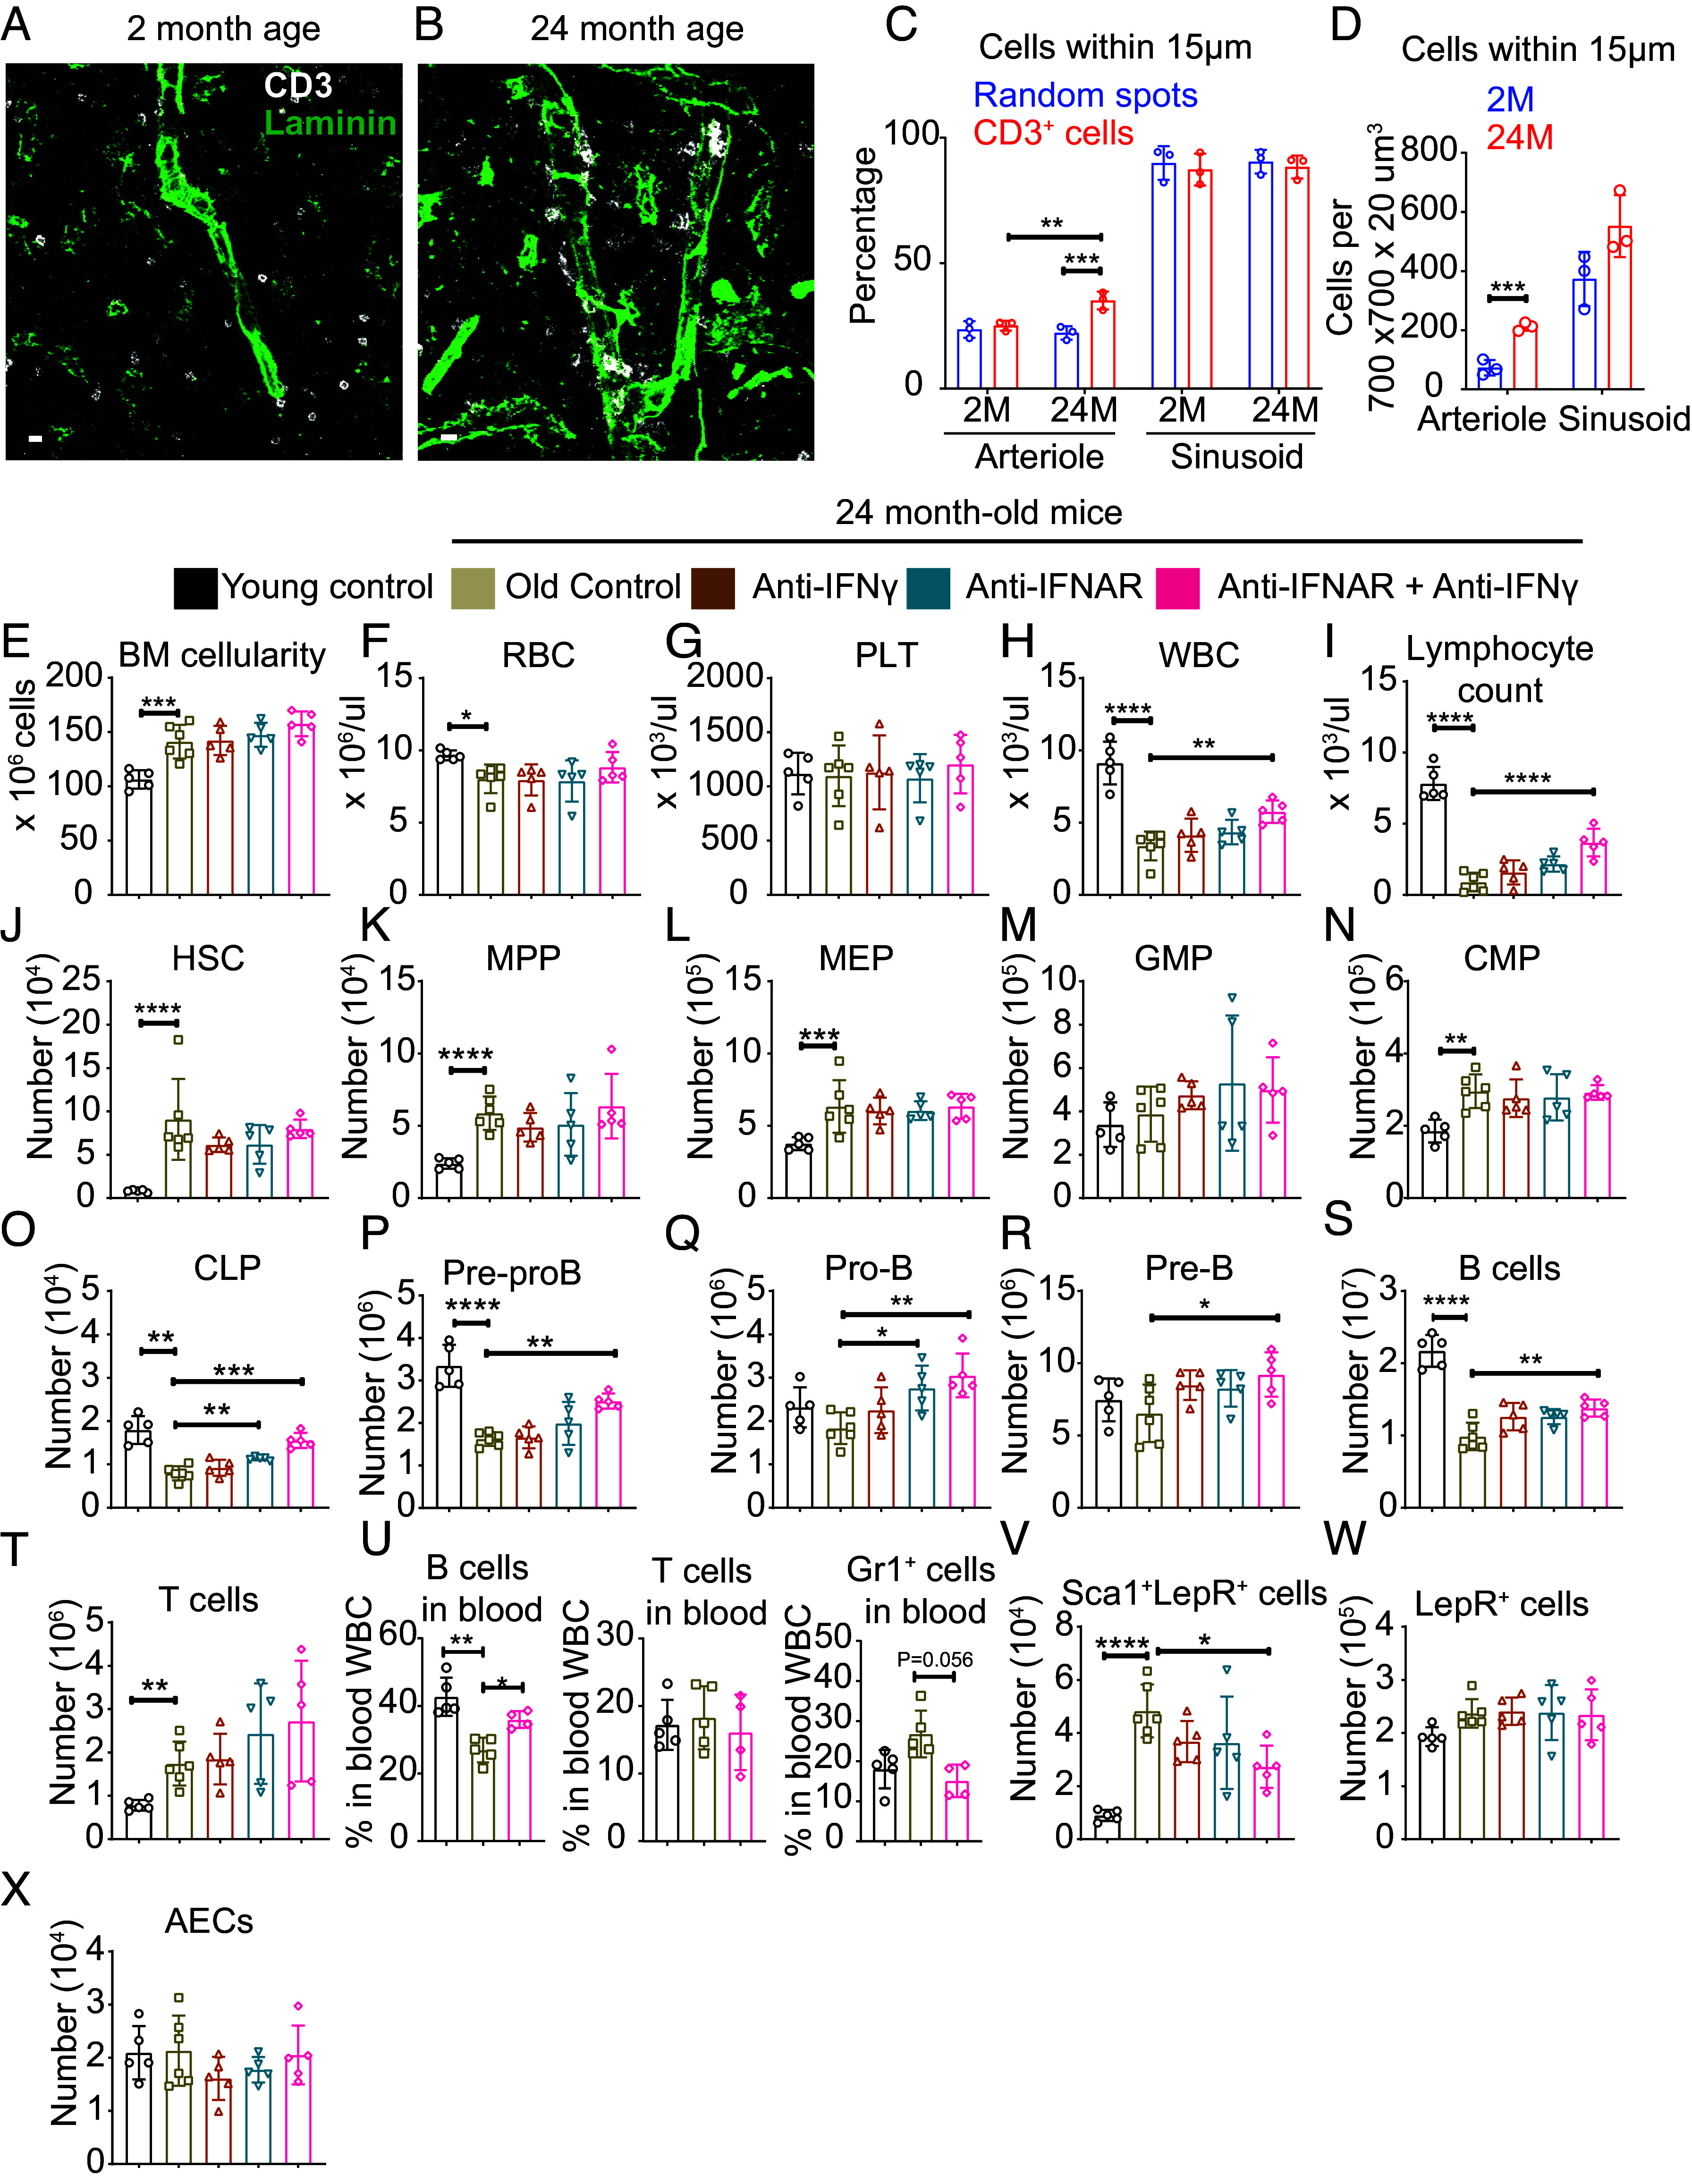
Blocking interferon signaling partially rescued the decline in lymphopoiesis and the increase in the frequency of Sca1^+^LepR^+^ stromal cells in aging bone marrow. (*A* and *B*) Representative CD3 and laminin staining in bone marrow sections from 2 (*A*) and 24 (*B*) mo-old mice. (Scale bar, 10 µm.) These images show increased clustering of CD3^+^ T cells (white) around arterioles in old bone marrow (images are representative of three mice per time point). (*C*) The percentages of CD3^+^ cells and random spots that were within 15 μm of arterioles and sinusoids in thick femur sections from mice at 2 mo or 24 mo of age (n = 3). (*D*) The numbers of CD3^+^ cells that were within 15 μm of arterioles and sinusoids in thick femur sections from mice at 2 mo or 24 mo of age (n = 3). (*E*) Cellularity of two femurs and two tibias from 2-mo-old control mice, 24-mo-old control mice, and 24-mo-old mice treated with anti-IFNγ antibody alone, anti-IFNAR antibody alone, or the combination of anti-IFNγ plus anti-IFNAR antibodies. (*F–I*) RBC (*F*), PLT (*G*), WBC (*H*), and lymphocyte counts (*I*) in the blood of the same mice. (*J–T*) The numbers of HSCs (*J*), MPPs (*K*), MEPs (*L*), GMPs (*M*), CMPs (*N*), CLPs (*O*), Pre-proB cells (*P*), Pro-B cells (*Q*), Pre-B cells (*R*), B220^+^ B cells (*S*), and T cells (*T*) in the bone marrow. (*U*) The percentages of WBCs that were B, T, or Gr1^+^ cells. (*V–X*) The numbers of Sca1^+^LepR^+^ stromal cells (*V*), total LepR^+^ stromal cells (*W*), and arteriolar endothelial cells (AECs) (*X*) in the bone marrow. Each dot represents a different mouse in panels *E–X*. The data in panels *E–X* represent a total of four to six mice per treatment from two independent experiments. All data represent mean ± SD (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

### Interferon Promotes Lymphoid Progenitor Depletion During Aging.

We tested whether inhibition of interferon signaling would rescue the depletion of lymphoid progenitors during aging. We treated 24-mo-old mice with blocking antibodies against the type 1 interferon receptor (IFNAR, which binds IFNα and IFNβ) and/or IFNγ for 3 wk. Treatment with individual antibodies did not significantly alter most hematopoietic parameters as compared to untreated control mice (Fig. 6 *E*–*T*, except that anti-IFNAR treatment alone increased the number of CLPs (Fig. 6*O*) and Pro-B cells in bone marrow of old mice (Fig. 6*Q*). CLPs express the type 1 and type 2 interferon receptors (59) and exhibit an increase in interferon-regulated gene expression during aging (60). Treatment with the combination of anti-IFNAR and anti-IFNγ did not significantly alter most hematopoietic parameters but did significantly increase white blood cell counts (Fig. 6*H*), lymphocyte counts in the blood (Fig. 6*I*), and the numbers of CLPs, Pre-proB cells, Pro-B cells, Pre-B cells, and total B cells in bone marrow (Fig. 6 *O*–*S*) relative to untreated 24-mo-old control mice. These data suggest that treatment with blocking antibodies against IFNAR and IFNγ partially rescued the decline in B lymphopoiesis during aging. Treatment with the combination of anti-IFNAR and anti-IFNγ did not influence the number of T cells in bone marrow (Fig. 6*T*). Consistent with this, the combination of anti-IFNAR and anti-IFNγ antibodies increased the percentage of WBCs that were B cells, but not T cells or Gr1^+^ cells (Fig. 6*U*). Treatment with the combination of anti-IFNAR and anti-IFNγ also significantly decreased the numbers of Sca1^+^LepR^+^ stromal cells in the bone marrow of old mice (Fig. 6*V*), but did not significantly alter the total number of LepR^+^ cells (Fig. 6*W*) or arteriolar endothelial cells (Fig. 6*X*). Treatment with the combination of anti-IFNAR and anti-IFNγ significantly decreased the expression of *Cxcl9*, an interferon-regulated gene (54, 55), by Sca1^+^LepR^+^ stromal cells from old mice (*SI Appendix*, Fig. S8*H*). The increased levels of interferon in old mice, thus, increased the numbers of Sca1^+^LepR^+^ stromal cells in the bone marrow and contributed to the decline in lymphopoiesis during aging.

## Discussion

In this study, we show that LepR^+^ cells remain the major source of *Scf* and *Cxcl12* at all ages in adult bone marrow, including during aging (Fig. 1 *D* and *E*). The SCF produced by LepR^+^ cells remained functionally important for the maintenance of HSCs and restricted hematopoietic progenitors in old bone marrow (Figs. 2–4). In contrast, SCF produced by endothelial cells contributed to HSC maintenance in the bone marrow of 12-mo-old mice but had no clear effect at 18 or 24 mo of age (Figs. 2 and 3).

By single-cell RNA sequencing, we identified five transcriptionally distinct subsets of LepR^+^ cells, including *Sca1^+^Cxcl9^+^LepR^+^* periarteriolar stromal cells (Fig. 1*B*) that expanded in number by 10-fold during aging (Fig. 5*A*) and that were marked by increasing expression of interferon-regulated genes during aging (Fig. 5*B*). The periarteriolar microenvironment in the bone marrow exhibited increased expression of *Ifna* by arteriolar endothelial cells (Fig. 5*I*) and an increasing percentage of CD3^+^ T cells clustered around arterioles (Fig. 6 *B*–*D*) during aging. Interferon contributed to the expansion in the number of *Sca1^+^Cxcl9^+^LepR^+^* cells during aging as well as the depletion of lymphoid progenitors as both phenotypes were partially rescued by treating old mice with blocking antibodies against IFNAR and IFNγ (Fig. 6). However, it remains unclear whether interferons acted directly on lymphoid progenitors or whether the effects were mediated by changes in stromal cells.

The levels of multiple inflammatory cytokines increase during aging in the bone marrow, including CCL5 (28, 29), IL1b (25), IL6 (27, 30), and TNF (27, 30–33). However, we did not detect significant expression of these factors by single-cell RNA sequencing in any bone marrow stromal cell population. Some of these factors are expressed by hematopoietic cells (61, 62). It is also possible that some of these factors are not readily detected by single-cell RNA sequencing. 

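Ccl5, a chemokine for T cells, had 1 UMI in LepR+ cells at 2 mo, 2 at 12 mo and 69 at 24 mo, which is 8.68 CPM. Il6, an inflammatory cytokine, had 2, 7 and 60 UMIs, or 7.55 CPM at 24 mo. In the study's clustering, Cxcl9+Sca1+Lepr+ cells at 24 mo had 68 UMIs of Ccl5 (43.8 CPM) and 41 UMIs of Il6 (26.4 CPM), and 0 Il6 UMIs at 2 and 12 mo, which allows up to 3.99 and 4.24 CPM. LepR+ cells without a subset name there had 22 Ccl5 UMIs at 2 mo (12.2 CPM), and all LepR+ cells there had 23, 2 and 69 Ccl5 UMIs, since a cluster with Ccl5 among its top genes stayed unnamed in the clustering without interferon genes. Pericytes had 13 UMIs of Il6 at 24 mo (66.4 CPM) and sinusoidal endothelial cells 7 (35.5 CPM). In LepR+ cells Il1b had 0, 3 and 2 UMIs and Tnf 0, 1 and 3 UMIs. Igf1, a growth factor, fell to 0.701-fold (95% CI 0.661 to 0.744) between 2 and 24 mo in LepR+ cells.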

In any case, functional studies have shown that these factors contribute to the increase in myelopoiesis in aging bone marrow as well as the decline in osteogenesis (25, 29, 63, 64). In addition to these increases in inflammatory cytokines, there is also a decline in factors that promote HSC function during aging, including IGF1 (33).

Our results suggest that aging-associated inflammation may not be uniformly distributed in the bone marrow, as arteriolar endothelial cells and periarteriolar *Sca1^+^Cxcl9^+^LepR^+^* stromal cells exhibit the strongest interferon-regulated gene signatures among stromal cells in the bone marrow. An interesting question for future studies is whether other inflammatory cytokines are also spatially limited in their expression or action within aging bone marrow.

## Materials and Methods

### Mice.

*Scf^FL^* mice (*Kitltm2.1Sjm/J*, RRID:IMSR_JAX:017861), *Scf^GFP^* mice (*Kitltm1.1Sjm/J*, RRID:IMSR_JAX:017860), and *Cxcl12^dsred^* mice (*Cxcl12tm2.1Sjm/J*, RRID:IMSR_JAX:022458) were generated in our laboratory (9, 10). *Tie2-cre* mice (*B6.Cg-Tg(Tek-cre)1Ywa/J*, RRID:IMSR_JAX:008863) (65) and *Lepr-cre* mice (*B6.129(Cg)-Leprtm2(cre)Rck/J*, RRID:IMSR_JAX:008320) (66) were obtained from Jackson Laboratory. All mice were backcrossed at least six times onto a C57BL/Ka background. We aged male and female mice to 12, 18, or 24 mo old and used these mice for experiments. All mice were housed in AAALAC-accredited, specific-pathogen-free animal care facilities at the University of Texas Southwestern Medical Center (UTSW). Mice were housed under a 12 h:12 h light:dark cycle with a temperature of 18 to 24 °C and humidity of 35 to 60% and were fed Teklad Global 16% Protein Rodent Diet ad libitum. All procedures were approved by the UTSW Institutional Animal Care and Use Committee (5, 52).

### Flow Cytometric Analysis of Hematopoietic Cells.

Tibias and femurs were crushed, triturated, and resuspended in staining medium [Ca^2+^ and Mg^2+^ free Hank’s buffered salt solution (HBSS) supplemented with 3% heat-inactivated bovine serum] and filtered through a 40 μm cell strainer (Fisher Scientific) to generate a single-cell suspension of bone marrow cells as previously described (5, 52). Spleens were also filtered through a 40 μm cell strainer to generate a single-cell suspension. Cells were counted and then stained with antibodies at 4 °C for 30 min. For staining of HSCs, MPPs, and HPCs, cells were stained with fluorophore-conjugated antibodies against c-kit, Sca1, CD150, CD48, and lineage markers (CD2, CD3, CD5, CD8a, B220, Ter119, and Gr-1). For staining of restricted hematopoietic progenitors, cells were stained with fluorophore-conjugated antibodies against c-kit, Sca1, CD150, CD48, CD105, CD41, CD34, CD16/32, and lineage markers (CD2, CD3, CD5, CD8a, B220, Ter119, and Gr-1). For analysis of lymphoid and myeloid cells, cells were stained with fluorophore-conjugated antibodies against B220, CD3, Gr-1, Mac1, and Ter119. After staining with antibodies, the cells were washed and resuspended in staining medium with 2 µg/mL of DAPI (to discriminate live from dead cells) to exclude dead cells. The cells were then sorted or analyzed using a FACSAsria II (BD Bioscience) or a FACSAria Fusion (BD Bioscience) flow cytometer. Markers for each hematopoietic cell population are listed in *SI Appendix*, Table S2.

### Flow Cytometric Analysis of Bone Marrow Stromal Cells.

To isolate bone marrow stromal cells, whole femurs and tibias were crushed, then the bone marrow was collected and digested in enzymatic dissociation buffer [HBSS with Ca^2+^ and Mg^2+^ (Corning), supplemented with 200 U/mL Dnase I (Roche), 4 mg/mL Dispase (Sigma-Aldrich), and 3 mg/mL Collagenase type 1 (Worthington Biochemical)] at 37 °C for 30 min as described (2). After a brief vortex at medium speed, the samples sedimented for 1 min, then the cell suspension was transferred to a new tube containing 10 mL of staining medium (Ca^2+^ and Mg^2+^ free HBSS containing 3% heat-inactivated bovine serum) with 2 mM EDTA on ice. We then centrifuged at 500 × g for 5 min at 4 °C and resuspended the cell pellet in staining medium. Cells were then incubated with biotin-conjugated anti-LepR antibody (R&D Systems) for 1.5 h at 4 °C. Cells were then washed and incubated with fluorophore-conjugated antibodies against CD45 (eBioscience), Ter119 (eBioscience), Sca1 (eBioscience), and APC-conjugated streptavidin (BioLegend) for 30 min at 4 °C. Cells were washed again and resuspended in staining medium containing 2 µg/mL DAPI for flow cytometric analysis or sorting using a FACSAria II (BD Bioscience) or a FACSAria Fusion (BD Bioscience).

### Additional Methods Are in *SI Appendix*.

Additional materials and methods can be found in **SI Appendix*, *Materials and Methods**.

## Supplementary Material

Appendix 01

## Data Availability

Raw RNA sequencing data generated in this study are available in the BioProject database under accession number PRJNA1085191 (67). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: Periarteriolar niches become inflamed in aging bone marrow, remodeling the stromal microenvironment and depleting lymphoid progenitors
**Source:** Proc Natl Acad Sci U S A. 2025 Mar 10;122(11):e2412317122. doi: 10.1073/pnas.2412317122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### **Periarteriolar niches become inflamed in aging bone marrow, remodeling the stromal microenvironment and depleting lymphoid progenitors**

Liming Du<sup>1,2</sup>, Maria Angelica Freitas-Cortez<sup>1</sup>, Jingzhu Zhang<sup>1,3</sup>, Yuanyuan Xue<sup>1</sup>, Reshma T. Veettil<sup>1</sup>, Zhiyu Zhao<sup>1</sup>, Sean J. Morrison<sup>1,4,\*</sup>

#### **This PDF file includes:**

Supplementary figures and legends

Tables S1 to S3

Supplementary Materials and Methods

SI References

## Supplemental figures and tables

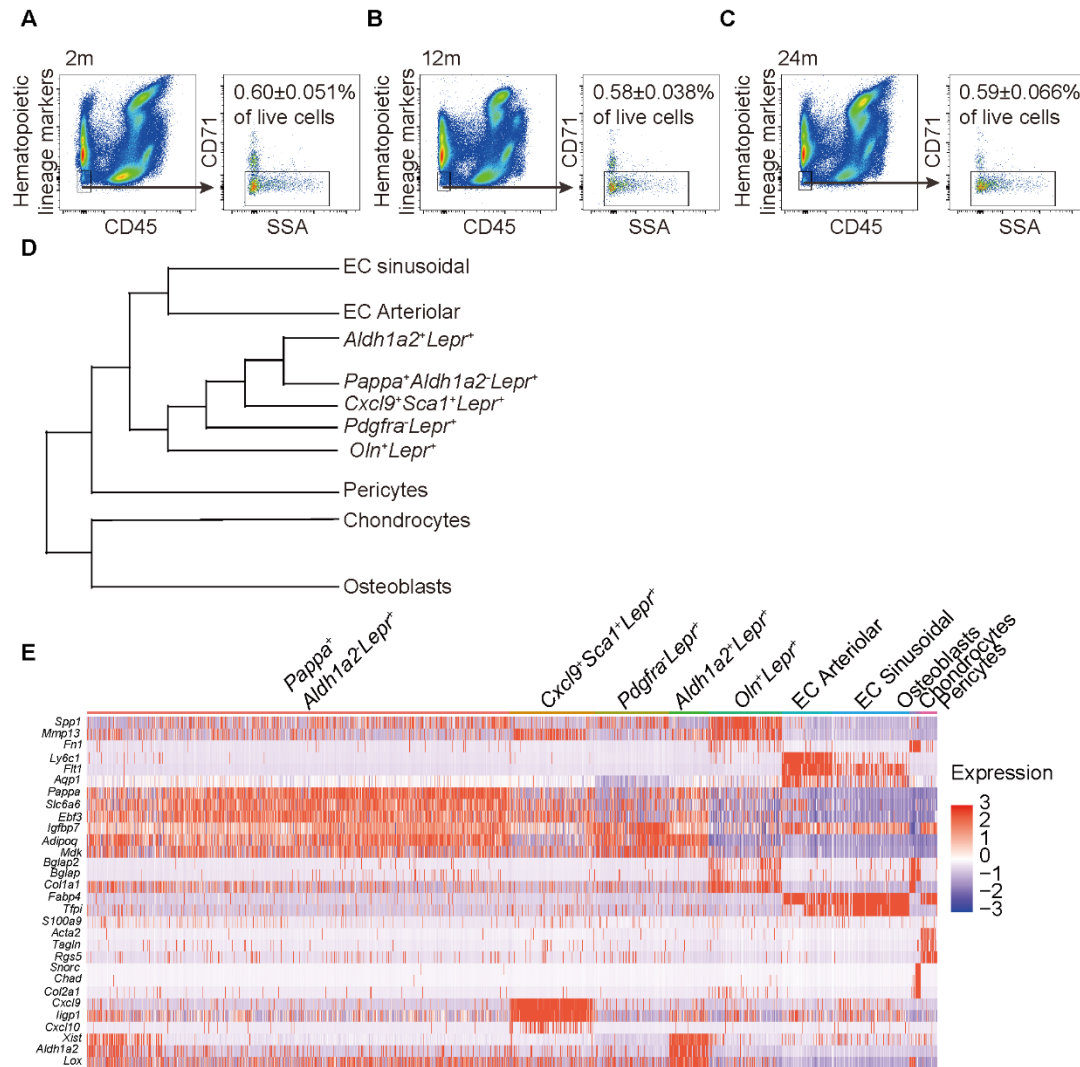

**Fig. S1, Related to Figure 1. Single cell RNA sequencing identifies clusters of stromal cells in adult bone marrow.**

(A-C) Representative flow cytometry gates used for the isolation of stromal cells that were negative for CD45, CD71, and hematopoietic lineage markers from enzymatically dissociated tibia and femur bone marrow of 2 (A), 12 (B), and 24 (C) month-old wild-type mice.

(D) Hierarchical clustering of stromal cell clusters from the single cell RNA sequencing data.

(E) Heatmap showing three genes per cell cluster that most distinguished each cell cluster from other cell clusters by single cell RNA sequencing.

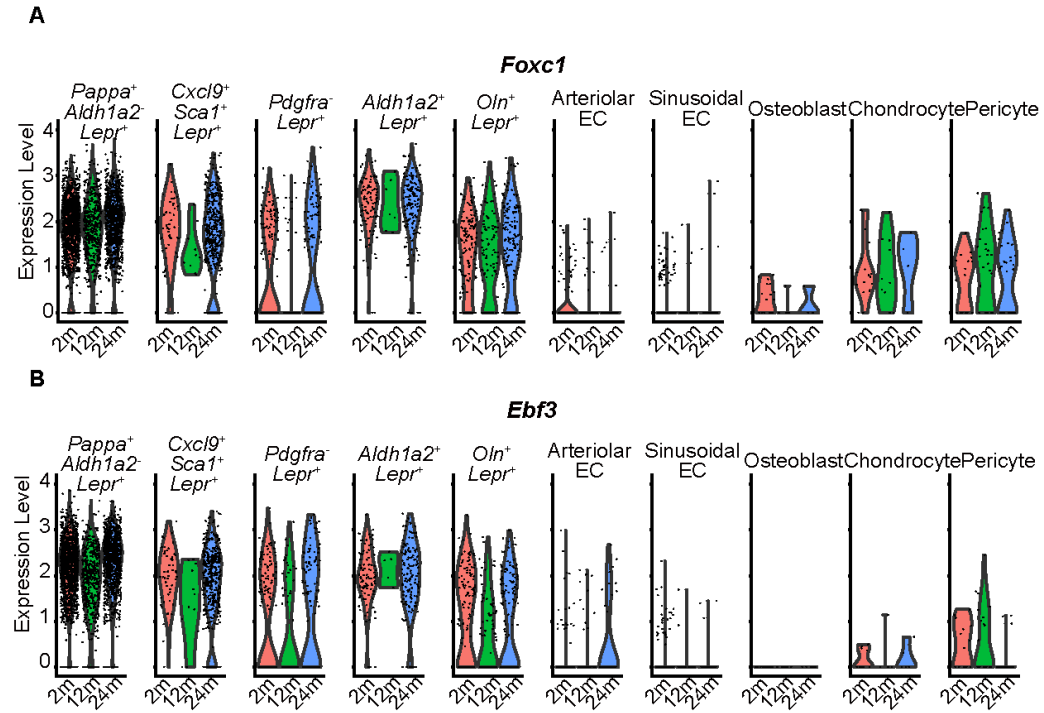

**Fig. S2, Related to Figure 1. *Foxc1* and *Ebf3* expression in bone marrow stromal cells from 2-, 12-, and 24-month-old mice.**

Violin plots showing *Foxc1* (A) and *Ebf3* (B) expression in each cell cluster at each age.

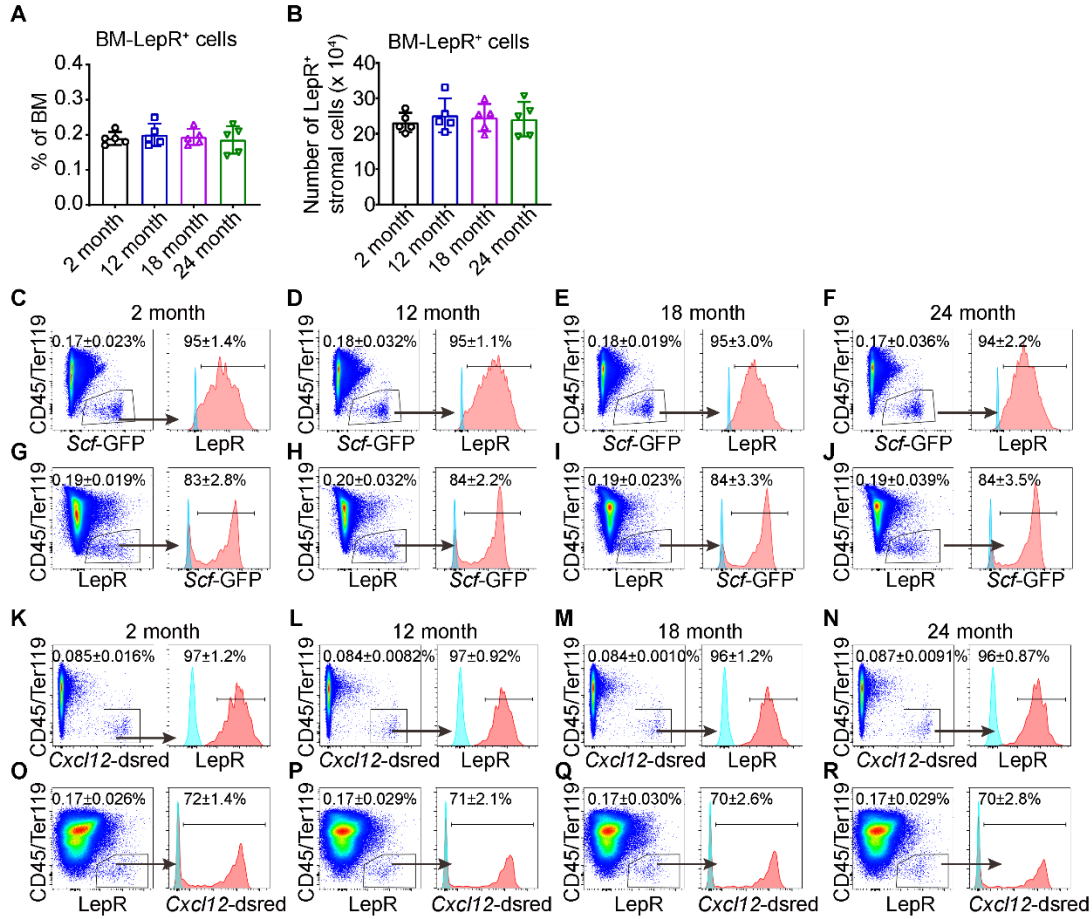

**Fig. S3, Related to Figure 1. *Scf*-GFP and *Cxcl12*-DsRed expression in LepR<sup>+</sup> stromal cells from the bone marrow of 2-, 12-, 18- and 24-month-old mice.**

(A, B) The frequency (A) and absolute number (B) of LepR<sup>+</sup> stromal cells in enzymatically dissociated bone marrow from mice at 2, 12, 18, and 24 months of age (a total of 5 mice per time point from 2 independent experiments per time point).

(C-J) Analysis of *Scf*-GFP and LepR staining in enzymatically dissociated bone marrow cells from *Scf*-GFP mice at 2 (C and G), 12 (D and H), 18 (E and I), and 24 (F and J) months of age. Panels C-F show the frequency of *Scf*-GFP<sup>+</sup> stromal cells as a percentage of all bone marrow cells as well as the percentage of *Scf*-GFP<sup>+</sup> stromal cells that were LepR<sup>+</sup>. Panels G-J show the frequency of LepR<sup>+</sup> stromal cells as a percentage of all bone marrow cells as well as the percentage of LepR<sup>+</sup> cells that were *Scf*-GFP<sup>+</sup>.

(K-R) Analysis of *Cxcl12*-DsRed and LepR staining in enzymatically dissociated bone marrow cells from *Cxcl12*-DsRed mice at 2 (*K* and *O*), 12 (*L* and *P*), 18 (*M* and *Q*), and 24 (*N* and *R*) months of age. Panels *K-N* show the frequency of *Cxcl12*-DsRed<sup>high</sup> stromal cells as a percentage of all bone marrow cells as well as the percentage of *Cxcl12*-DsRed<sup>high</sup> stromal cells that were LepR<sup>+</sup>. Panels *O-R* show the frequency of LepR<sup>+</sup> stromal cells as a percentage of all bone marrow cells as well as the percentage of LepR<sup>+</sup> cells that were *Cxcl12*-DsRed<sup>high</sup>. All data represent mean  $\pm$  standard deviation. Each dot in panel *A* and *B* represents a different mouse. All data in panels *C-R* are from a total of 5 mice per time point from 2 independent experiments per time point.

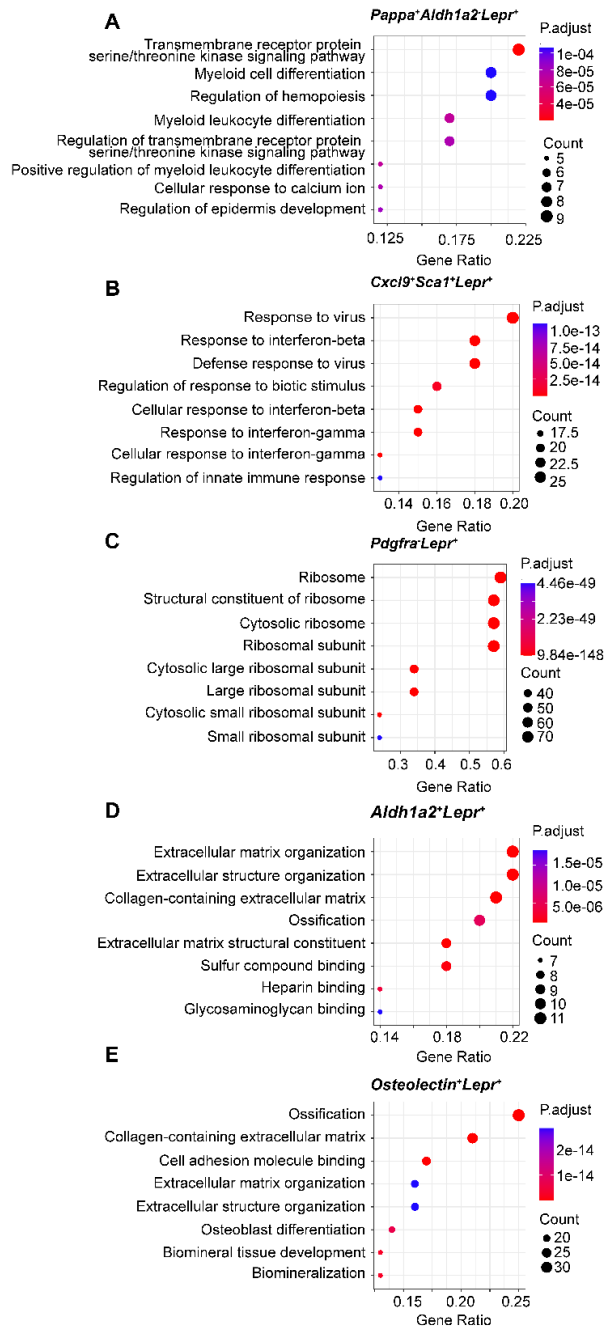

**Fig. S4, Related to Figure 1. The top 8 most highly enriched gene ontology (GO) terms in each *Lepr<sup>+</sup>* cell cluster by single cell RNA sequencing. GO term enrichment analysis among genes that were differentially expressed among *Lepr<sup>+</sup>* cell clusters including *Pappa<sup>+</sup>Aldh1a2<sup>-</sup>Lepr<sup>+</sup>* cells (A), *Sca1<sup>+</sup>Cxcl9<sup>+</sup>Lepr<sup>+</sup>* cells (B), *Pdgfra<sup>-</sup>Lepr<sup>+</sup>* cells (C), *Aldh1a2<sup>+</sup>Lepr<sup>+</sup>* cells (D), and *Osteolectin<sup>+</sup>Lepr<sup>+</sup>* cells (E).**

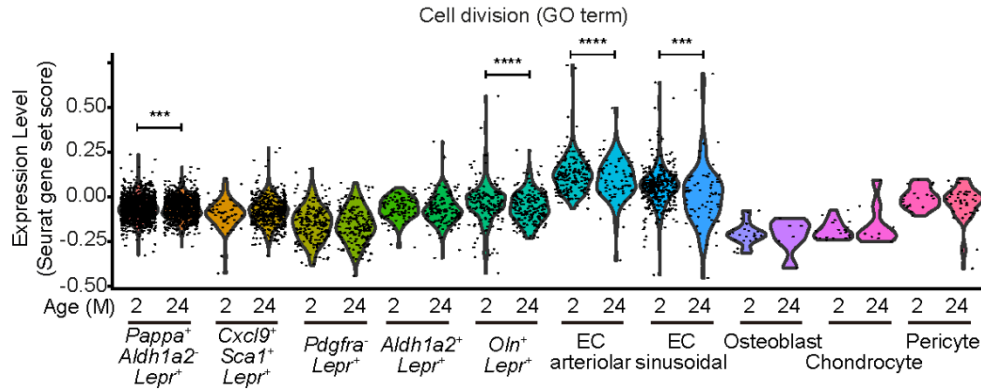

**Fig. S5, Related to Figure 1 and Figure 5. Expression levels of cell cycle genes (From GO term “GOBP Cell Division”) in bone marrow stromal cells at 2 and 24 months of age. In each case in which statistically significant differences were observed between 2 and 24 months of age, the average expression levels of cell cycle genes declined.**

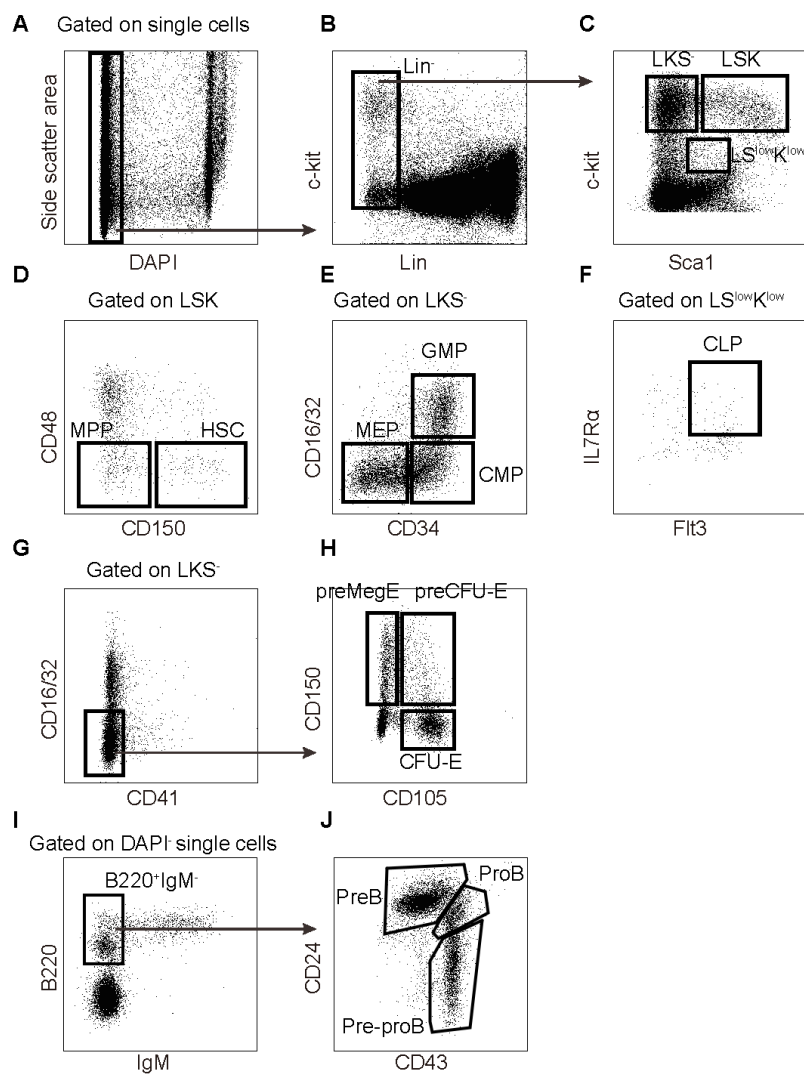

**Fig. S6, Related to Figures 2, 4, and 6. Flow cytometry gating strategy for the identification of hematopoietic stem and progenitor cell populations. (A-J) Representative flow cytometry gates used to identify each of the hematopoietic stem and progenitor cell populations we characterized in the bone marrow.**

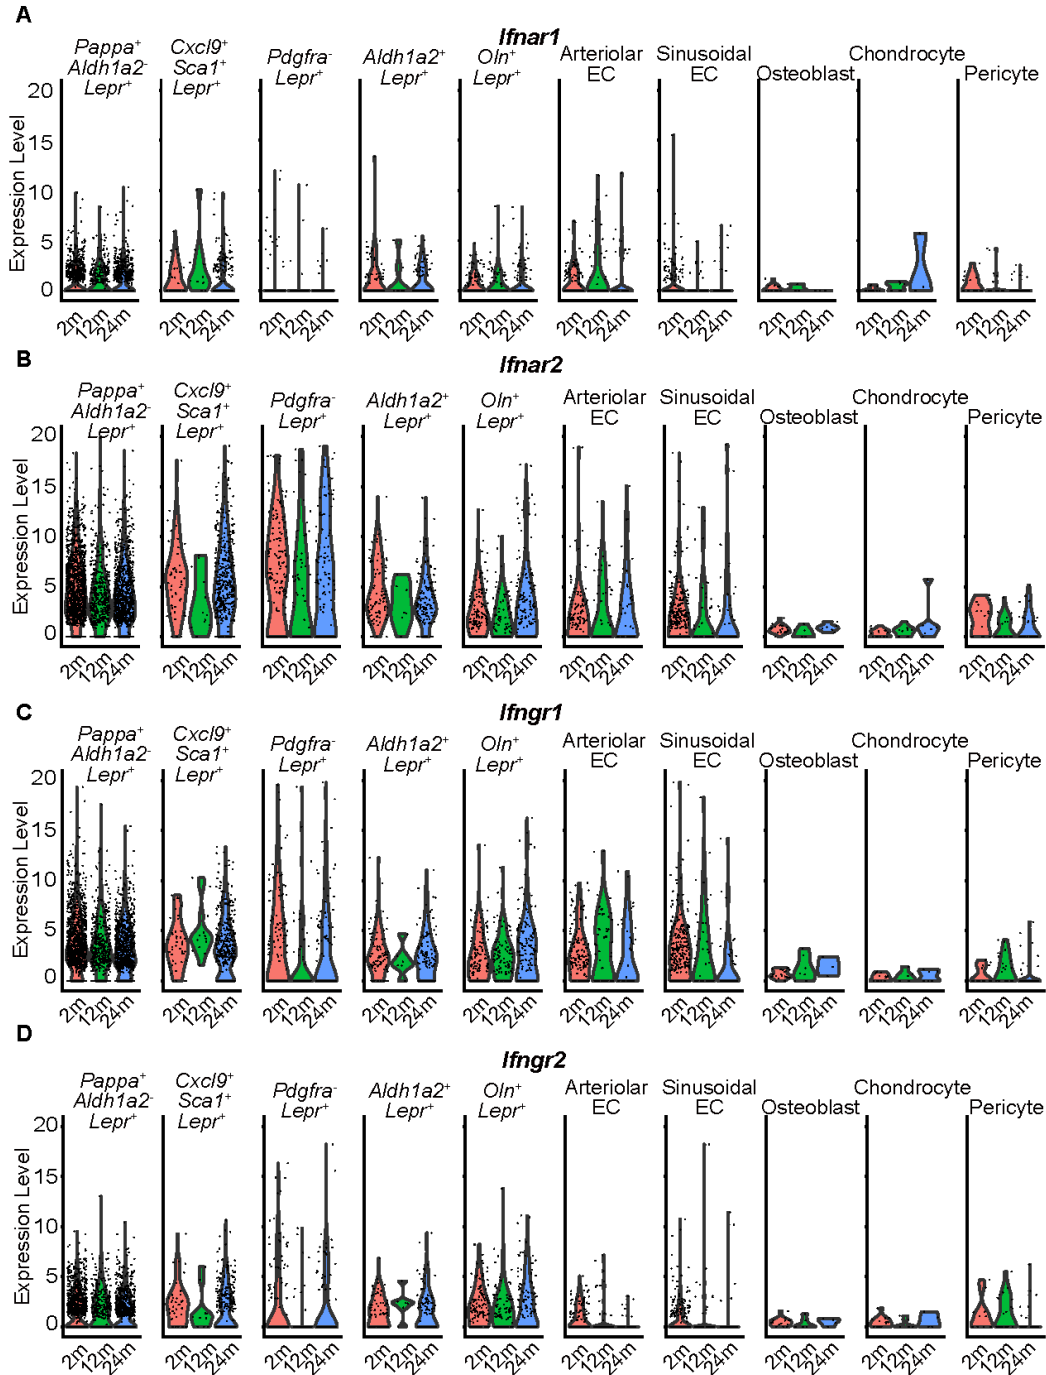

**Fig. S7, Related to Figure 5. *Ifnar1*, *Ifnar2*, *Ifngr1* and *Ifngr2* expression by bone marrow stromal cells from 2-, 12-, and 24-month-old mice.**

Violin plots showing *Ifnar1* (A), *Ifnar2* (B), *Ifngr1* (C), and *Ifngr2* (D) expression in each cell cluster at each age.

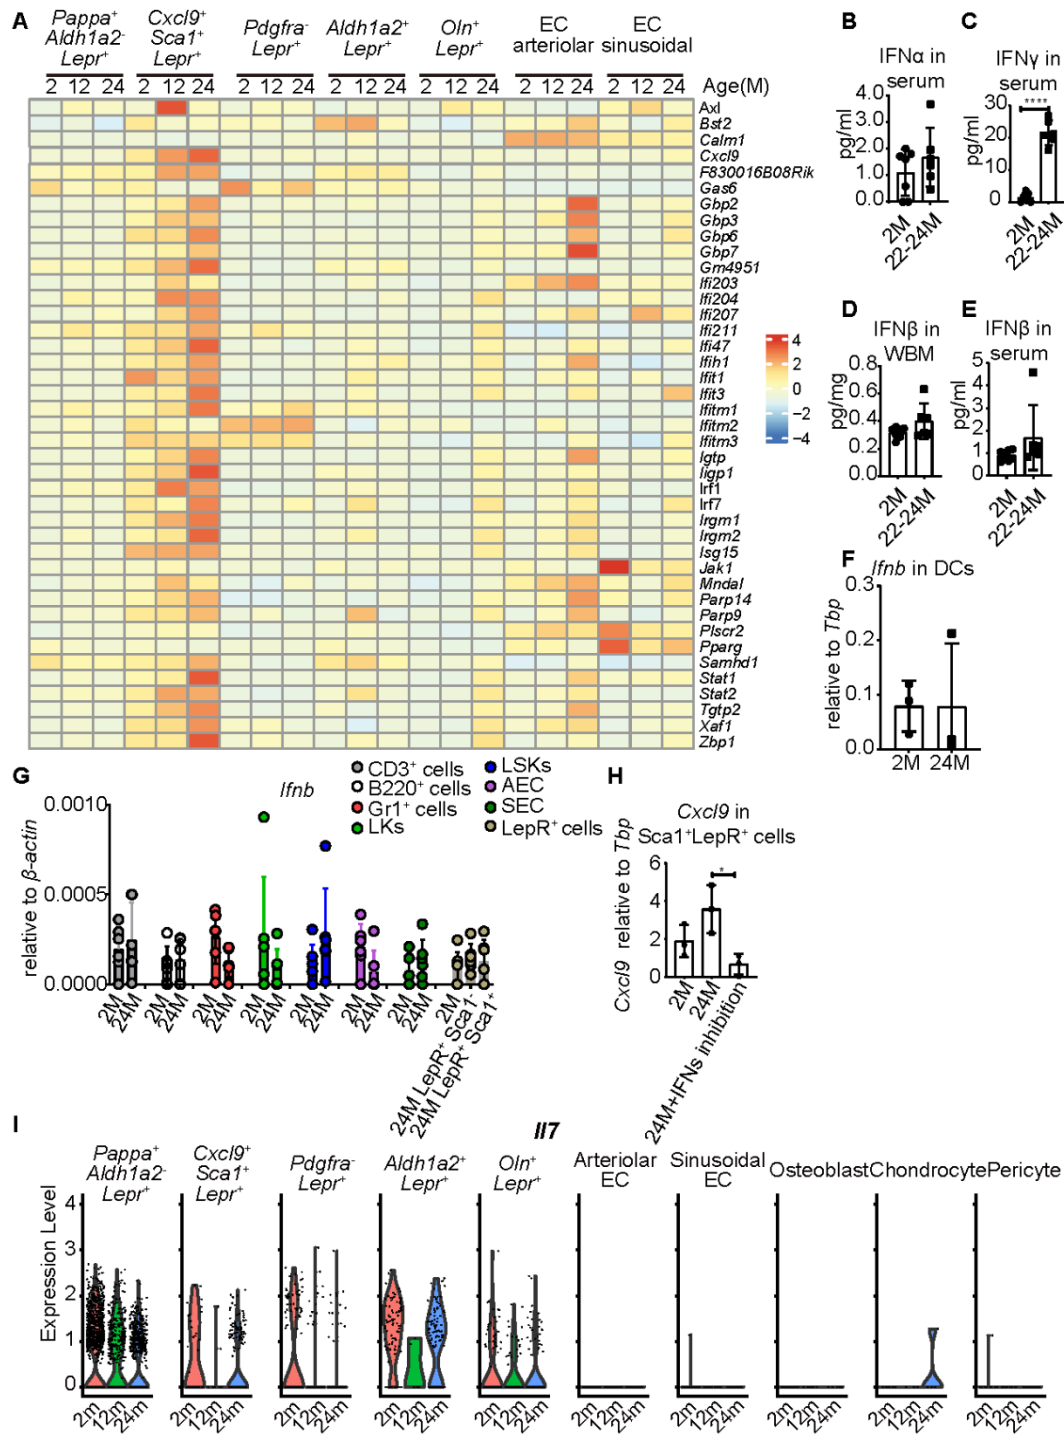

**Fig. S8, Related to Figure 6. Interferon regulated genes increased in expression primarily within arteriolar endothelial cells and *Sca1<sup>+</sup>Cxcl9<sup>+</sup>Lepr<sup>+</sup>* periaarteriolar stromal cells in aging bone marrow.**

(A) Heatmap showing the expression of interferon regulated genes in *Lepr<sup>+</sup>* cell clusters,

arteriolar endothelial cells, and sinusoidal endothelial cells.

(B and C) The levels of IFN $\alpha$  (B) and IFN $\gamma$  (C) by ELISA in blood serum (n=6-7 for each group).

(D and E) The levels of IFN $\beta$  by ELISA in bone marrow lysate (D) and blood serum (E), (n=6-7 for each group).

(F) *Ifnb* transcript levels by quantitative RT-PCR in dendritic cells from the bone marrow of 2- and 24-month-old mice (3 mice per time point).

(G) *Ifnb* transcript levels by quantitative RT-PCR in CD3<sup>+</sup> T cells, B220<sup>+</sup> B cells, Gr1<sup>+</sup> myeloid cells, LK myeloid progenitors, LSK stem/progenitor cells, arteriolar endothelial cells, sinusoidal endothelial cells, and LepR<sup>+</sup> stromal cells from the bone marrow of 2- and 24-month-old mice (6 mice per time point from 2 independent experiments).

(H) *Cxcl9* transcript levels by quantitative RT-PCR in Sca1<sup>+</sup>LepR<sup>+</sup> stromal cells with or without treatment with anti-IFNAR and anti-IFN $\gamma$  antibodies.

(I) Violin plots showing *Il7* expression in each cell cluster at each age.

Each dot represents a different mouse in panels B-H. All data represent mean  $\pm$  standard deviation.

**Table S1: related to Figure 1. The frequencies of each cell cluster as a percentage of bone marrow stromal cells at 2, 12, and 24 months of age based on single cell RNA sequencing.**

| Cluster number | Cluster name                                                 | % of stromal cells at 2M | % of stromal cells at 12M | % of stromal cells at 24M |
|----------------|--------------------------------------------------------------|--------------------------|---------------------------|---------------------------|
| 1              | <i>Pappa<sup>+</sup>Aldh1a2<sup>-</sup> Lepr<sup>+</sup></i> | 53                       | 54                        | 44                        |
| 2              | <i>Cxcl9<sup>+</sup>Sca1<sup>+</sup>Lepr<sup>+</sup></i>     | 2.3                      | 1.4                       | 22                        |
| 3              | <i>Pdgfra<sup>-</sup>Lepr<sup>+</sup></i>                    | 8.8                      | 9.9                       | 8.2                       |
| 4              | <i>Aldh1a2<sup>+</sup>Lepr<sup>+</sup></i>                   | 4.1                      | 0.77                      | 6.9                       |
| 5              | <i>Ostelectin<sup>+</sup>Lepr<sup>+</sup></i>                | 6.7                      | 12                        | 9.4                       |
| 6              | Arteriolar endothelial cells                                 | 7.4                      | 8.3                       | 3.3                       |
| 7              | Sinusoidal endothelial cells                                 | 15                       | 7.2                       | 3.0                       |
| 8              | Osteoblasts                                                  | 0.95                     | 0.88                      | 0.28                      |
| 9              | Chondrocytes                                                 | 0.78                     | 1.1                       | 0.37                      |
| 10             | Pericytes                                                    | 0.86                     | 4.4                       | 2.0                       |

**Table S2. Related to Figures 2, 3, 4, and 6. The markers used to identify each hematopoietic stem and progenitor cell population analyzed in this study.**

| <b>Population</b>                         | <b>Abbreviation</b> | <b>Markers</b>                                                                                                                      | <b>References</b> |
|-------------------------------------------|---------------------|-------------------------------------------------------------------------------------------------------------------------------------|-------------------|
| Hematopoietic Stem Cells                  | HSC                 | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>+</sup> CD48 <sup>-</sup> CD150 <sup>+</sup>                                         | Ref(1, 2)         |
| Multipotent Progenitors                   | MPP                 | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>+</sup> CD48 <sup>-</sup> CD150 <sup>-</sup>                                         | Ref(1, 2)         |
| Megakaryocyte-Erythrocyte Progenitors     | MEP                 | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>-</sup> CD16/32 <sup>-</sup> CD34 <sup>-</sup>                                       | Ref(2, 3)         |
| Granulocyte-Macrophage Progenitors        | GMP                 | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>-</sup> CD16/32 <sup>+</sup> CD34 <sup>+</sup>                                       | Ref(2, 3)         |
| Common Myeloid Progenitors                | CMP                 | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>-</sup> CD16/32 <sup>-</sup> CD34 <sup>+</sup>                                       | Ref(2, 3)         |
| Common Lymphoid Progenitors               | CLP                 | Lin <sup>-</sup> c-kit <sup>low</sup> Sca-1 <sup>low</sup> IL7R $\alpha$ <sup>+</sup> Flt3 <sup>+</sup>                             | Ref(2, 4)         |
| Pre-Megakaryocyte-erythrocyte progenitors | PreMegE             | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>-</sup> CD41 <sup>-</sup> CD16/32 <sup>-</sup> CD150 <sup>+</sup> CD105 <sup>-</sup> | Ref(2, 5)         |
| PreCFU-E progenitors                      | Pre-CFU-E           | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>-</sup> CD41 <sup>-</sup> CD16/32 <sup>-</sup> CD150 <sup>+</sup> CD105 <sup>+</sup> | Ref(2, 5)         |
| CFU-E progenitors                         | CFU-E               | Lin <sup>-</sup> c-kit <sup>+</sup> Sca-1 <sup>-</sup> CD41 <sup>-</sup> CD16/32 <sup>-</sup> CD150 <sup>-</sup> CD105 <sup>+</sup> | Ref(2, 5)         |
| Pre-proB cells precursors                 | Pre-proB            | B220 <sup>+</sup> IgM <sup>-</sup> CD43 <sup>+</sup> CD24 <sup>-</sup>                                                              | Ref(6, 7)         |
| Pro-B cells precursors                    | Pro-B               | B220 <sup>+</sup> IgM <sup>-</sup> CD43 <sup>+</sup> CD24 <sup>+</sup>                                                              | Ref(6, 7)         |
| Pre-B cells precursors                    | Pre-B               | B220 <sup>+</sup> IgM <sup>-</sup> CD43 <sup>-</sup> CD24 <sup>+</sup>                                                              | Ref(6, 7)         |
| B cells                                   |                     | B220 <sup>+</sup>                                                                                                                   |                   |
| T cells                                   |                     | CD3 <sup>+</sup>                                                                                                                    |                   |
| Granulocytes                              |                     | Mac1 <sup>+</sup> Gr1 <sup>+</sup>                                                                                                  |                   |

**Table S3. Related to Figure 3. Summary of the donor cell reconstitution profiles in primary and secondary recipient mice in Figure 3.**

**A**

| 12M Primary transplantation                    |                |           |     |    |           |     |    |                   |
|------------------------------------------------|----------------|-----------|-----|----|-----------|-----|----|-------------------|
| Donor mouse genotype                           | Recipient mice | Long-term |     |    | Transient |     |    | No reconstitution |
|                                                |                | M+B+T     | M+B | M  | M+B+T     | M+B | M  |                   |
| <i>Scf</i> <sup>GFP/FL</sup>                   | 14             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Tie2-cre;Scf</i> <sup>GFP/FL</sup>          | 15             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Scf</i> <sup>GFP/FL</sup>          | 15             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Tie2-cre;Scf</i> <sup>GFP/FL</sup> | 14             | 93%       | 7%  | 0% | 0%        | 0%  | 0% | 0%                |

**B**

| 12M Secondary transplantation                  |                |           |     |      |           |     |    |                   |
|------------------------------------------------|----------------|-----------|-----|------|-----------|-----|----|-------------------|
| Donor mouse genotype                           | Recipient mice | Long-term |     |      | Transient |     |    | No reconstitution |
|                                                |                | M+B+T     | M+B | M    | M+B+T     | M+B | M  |                   |
| <i>Scf</i> <sup>GFP/FL</sup>                   | 10             | 100%      | 0%  | 0%   | 0%        | 0%  | 0% | 0%                |
| <i>Tie2-cre;Scf</i> <sup>GFP/FL</sup>          | 10             | 100%      | 0%  | 0%   | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Scf</i> <sup>GFP/FL</sup>          | 10             | 100%      | 0%  | 0%   | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Tie2-cre;Scf</i> <sup>GFP/FL</sup> | 10             | 0%        | 0%  | 100% | 0%        | 0%  | 0% | 0%                |

**C**

| 18M Primary transplantation                    |                |           |     |    |           |     |    |                   |
|------------------------------------------------|----------------|-----------|-----|----|-----------|-----|----|-------------------|
| Donor mouse genotype                           | Recipient mice | Long-term |     |    | Transient |     |    | No reconstitution |
|                                                |                | M+B+T     | M+B | M  | M+B+T     | M+B | M  |                   |
| <i>Scf</i> <sup>GFP/FL</sup>                   | 14             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Tie2-cre;Scf</i> <sup>GFP/FL</sup>          | 14             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Scf</i> <sup>GFP/FL</sup>          | 15             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Tie2-cre;Scf</i> <sup>GFP/FL</sup> | 14             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |

**D**

| 18M Secondary transplantation                  |                |           |     |    |           |     |     |                   |
|------------------------------------------------|----------------|-----------|-----|----|-----------|-----|-----|-------------------|
| Donor mouse genotype                           | Recipient mice | Long-term |     |    | Transient |     |     | No reconstitution |
|                                                |                | M+B+T     | M+B | M  | M+B+T     | M+B | M   |                   |
| <i>Scf</i> <sup>GFP/FL</sup>                   | 10             | 100%      | 0%  | 0% | 0%        | 0%  | 0%  | 0%                |
| <i>Tie2-cre;Scf</i> <sup>GFP/FL</sup>          | 10             | 100%      | 0%  | 0% | 0%        | 0%  | 0%  | 0%                |
| <i>Lepr-cre;Scf</i> <sup>GFP/FL</sup>          | 10             | 90%       | 10% | 0% | 0%        | 0%  | 0%  | 0%                |
| <i>Lepr-cre;Tie2-cre;Scf</i> <sup>GFP/FL</sup> | 10             | 30%       | 30% | 0% | 10%       | 0%  | 10% | 20%               |

**E**

| 24M Primary transplantation                    |                |           |     |    |           |     |    |                   |
|------------------------------------------------|----------------|-----------|-----|----|-----------|-----|----|-------------------|
| Donor mouse genotype                           | Recipient mice | Long-term |     |    | Transient |     |    | No reconstitution |
|                                                |                | M+B+T     | M+B | M  | M+B+T     | M+B | M  |                   |
| <i>Scf</i> <sup>GFP/FL</sup>                   | 15             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Tie2-cre;Scf</i> <sup>GFP/FL</sup>          | 14             | 100%      | 0%  | 0% | 0%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Scf</i> <sup>GFP/FL</sup>          | 14             | 86%       | 7%  | 0% | 7%        | 0%  | 0% | 0%                |
| <i>Lepr-cre;Tie2-cre;Scf</i> <sup>GFP/FL</sup> | 14             | 50%       | 0%  | 0% | 43%       | 7%  | 0% | 0%                |

**F**

| 24M Secondary transplantation                    |                |           |     |     |           |     |     |                   |
|--------------------------------------------------|----------------|-----------|-----|-----|-----------|-----|-----|-------------------|
| Donor mouse genotype                             | Recipient mice | Long-term |     |     | Transient |     |     | No reconstitution |
|                                                  |                | M+B+T     | M+B | M   | M+B+T     | M+B | M   |                   |
| <i>Scf</i> <sup>GFP/FL</sup>                     | 10             | 100%      | 0%  | 0%  | 0%        | 0%  | 0%  | 0%                |
| <i>Tie2-cre; Scf</i> <sup>GFP/FL</sup>           | 10             | 100%      | 0%  | 0%  | 0%        | 0%  | 0%  | 0%                |
| <i>Lepr-cre; Scf</i> <sup>GFP/FL</sup>           | 10             | 30%       | 10% | 0%  | 10%       | 10% | 40% | 0%                |
| <i>Lepr-cre; Tie2-cre; Scf</i> <sup>GFP/FL</sup> | 10             | 10%       | 0%  | 10% | 30%       | 0%  | 10% | 40%               |

## **Supplementary Materials and Methods**

### **Single cell RNA sequencing**

Whole tibias and femurs were dissociated as described previously(8). Cells were stained with antibodies against CD45, CD71, CD2, CD3, CD5, CD8, CD11b, Ter-119, B220 and Gr-1. Dead cells and debris were excluded by gating on forward scatter, side scatter, and the viability dye 4',6-diamidino-2-phenylindole (DAPI; 2 µg/ml). Bone marrow stromal cells were isolated by sorting live cells that were negative for hematopoietic markers. 15,000 of these cells were sorted into staining medium, then pelleted by centrifugation and resuspended in 40 µl of staining medium. Single cell RNA sequencing libraries were generated using Chromium Next GEM Single Cell 3' Reagent Kits v3.1 (10xGenomics) according to the manufacturer's instructions. Briefly, cells, reagents (10xGenomics, PN-1000130), gel beads (10xGenomics, 2000164), and partitioning oil (10xGenomics, 220088) were loaded into the Chromium Next GEM Chip G (10xGenomics, 200177). The chip was loaded into the Chromium Controller (10xGenomics) to generate Gel Bead-In-Emulsions (GEMs). After reverse transcription using the GEM-RT incubation protocol, cDNA was extracted from GEMs using the recovery reagent (10xGenomics, 220016), cDNA was purified with DynaBeads MyOne Silane beads (10xGenomics, 2000048), amplified by PCR for 12 cycles, and further purified with SPRIselect reagent (Beckman Coulter, B23318). The DNA concentration and amplicon size were measured using a Tapestation (Agilent) with D1000 high sensitivity screentapes (Agilent, 5067-5582), and cDNA yield was measured using the Qubit DNA high sensitivity assay (Invitrogen, Q32854), to ensure the amplified cDNA met quality control standards. After fragmentation, end-repair, A-tailing and size selection, cDNA was ligated with adaptor and purified with SPRIselect reagents, according to 10xGenomics instructions. Libraries were amplified by PCR with sample index primers from the Chromium i7 Multiplex kit (10xGenomics, PN-120262), typically for a total of 14 cycles, depending on the original cDNA yield measured by Qubit. Final PCR products were subjected to double-sided size selection with SPRIselect reagents to eliminate fragments larger

and smaller than the target amplicons. Library cDNA concentration and size were determined using the Agilent Tapestation with D1000 screentapes (Agilent, 5067-5582), as well as the Qubit DNA high sensitivity assay. cDNA libraries were sequenced using a NextSeq 500 sequencer using the 150bp high output sequencing kit (Illumina), with the following pair-end sequencing settings: Read 1 - 28bp, i7 index – 10bp, i5 index – 10bp, Read 2 - 90bp, generating ~400 million raw reads per run(8).

### **Primary cell culture**

To perform colony forming assays,  $1 \times 10^4$  bone marrow cells were plated in 60mm petri dishes (Falcon) containing 5ml Methocult M3434 medium (StemCell Technologies) supplemented with 10ng/ml of recombinant thrombopoietin (PeproTech) and penicillin/streptomycin (Fisher Scientific). After 7 days of culture at 37°C, colonies were counted using an inverted microscope.

### **Measurement of interferons by ELISA**

Serum was obtained from the blood after centrifugation at 900 x g for 10 minutes to eliminate cells. Bone marrow was lysed in protein lysis buffer (RIPA buffer with protease and phosphatase inhibitors). Interferons were measured using PBL high-sensitivity (IFN $\alpha$  and IFN $\beta$ ) mouse ELISA kits (PBL Assay), and Legend MAX™ Mouse ELISA kits (IFN $\gamma$ ) (BioLegend) according to the manufacturer's instructions.

### **Bone sectioning, immunostaining and confocal imaging**

Freshly dissected mouse femurs were fixed in 4% paraformaldehyde (Fisher Scientific) overnight. Bones were decalcified in PBS with 0.5M EDTA for 14 days, followed by cryopreservation in 30% sucrose for one day. Bones were sectioned into 30 $\mu$ m slices using the CryoJane system (Leica). Sections were blocked in PBS with 5% normal donkey serum

(Jackson ImmunoResearch) for 1 hour and then stained overnight with goat-anti-LepR (1:50, R&D Systems), rat-anti-Sca1 (1:100, BioLegend), rabbit-anti-laminin (1:200, Abcam), and/or anti-CD3-APC (Tonbo Biosciences, 1:100) antibodies. Donkey-anti-rabbit Alexa Fluor 488 (1:200, Jackson ImmunoResearch), donkey-anti-goat Alexa Fluor 555 (1:500, Life Technologies), Donkey-anti-rat Alexa Fluor 488 (1:200, Fisher Scientific), and/or Donkey-anti rabbit Alexa Fluor 647 (1:200, Jackson ImmunoResearch) were used as secondary antibodies. Slides were mounted with anti-fade prolong gold (Life Technologies). Images were acquired with a Zeiss LSM780 confocal microscope and quantified using Bitplane Imaris V9.0(2, 9).

We used Bitplane Imaris V10.1 to calculate the distance from CD3<sup>+</sup> cells or Sca1<sup>+</sup>LepR<sup>+</sup> cells to arterioles and sinusoids in thick femur sections as previously reported (2). We used the Imaris Spot function to identify and label CD3<sup>+</sup> cells and Sca1<sup>+</sup>LepR<sup>+</sup> cells as digital spots, and the Imaris Surface function to create a digital surface for blood vessels based on anti-laminin staining. To distinguish between arterioles and sinusoids, the anti-laminin channel was first segmented manually based on blood vessel morphology and then masked to produce two channels, one representing arterioles and the other representing sinusoids. Three-dimensional distances from CD3<sup>+</sup> cells or Sca1<sup>+</sup>LepR<sup>+</sup> cells and these digital surfaces were calculated using spot to surface statistics in Andor Imaris image analysis software. The distance from random spots to arterioles and sinusoids was automatically calculated using the Imaris Vantage module(2).

### **Single cell RNA sequencing data analysis**

Cell Ranger single cell software suite (version 6.1.2, <https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome>) was used to perform sample demultiplexing, alignment, filtering, and UMI counting. In total, we analyzed 9,240 cells from 2-month-old mice, with 48,108 reads per cell and 74.6% of the reads were uniquely mapped to Cell Ranger's mouse reference genome mm10-2020-A. The median

UMIs and genes per cell for the 2-month-old mice were 6,562 and 1,802, respectively. We sequenced 9,079 cells from 12-month-old mice, with 51,474 reads per cell and 83.9% of the reads were uniquely mapped to the mouse reference genome. The median UMIs and genes per cell for the 12-month-old mice were 5,752 and 1,490, respectively. We sequenced 12,420 cells, with 37,829 reads per cell from 24-month-old mice and 79.9% of reads uniquely mapped to the mouse reference genome. The median UMIs and genes per cell for the 24-month-old mice were 4,964 and 1,512, respectively. The numbers and distribution of detected genes per cell were comparable across samples.

Cell quality filtering, normalization, sample integration, clustering, gene expression, and data visualization were analyzed with the Seurat package (version 4.2.3) (10) on R (version 4.0.2). Cells were first filtered to have 200 to 10,000 detected genes, 500 to 100,000 UMI counts, and less than 7.5% of total UMIs mapping to the mitochondrial genome. After quality filtering and removing unwanted cells from the data, we applied Seurat's SCTransform on the UMI counts to account for the variability among cells caused by different sequencing depths and potential batch effects. We avoided clustering cells based on differences in cell cycle status or transcription of mitochondrial genes by subtracting such differences from the data used for clustering. The 3,000 most variable genes across the transformed cells were selected using `SelectIntegrationFeatures`, and samples were integrated using those genes with an anchor set of cells found by `FindIntegrationAnchors`. Integrated data were reduced to 30 dimensions by `RunPCA`. Dimension-reduced cells were clustered by `FindNeighbors` followed by `FindClusters`, and UMAP plots were generated by `RunUMAP` using the integrated, dimension-reduced cells. For the gene expression analyses, we normalized the UMI counts by the total UMIs per cell, multiplied by a scale factor of 10,000 and log-transformed ( $\log_{10}$ ) the result. Normalized data were used for gene-expression visualizations. Heatmaps were based on the z-scores of normalized and log-transformed UMI counts.

We identified 27 clusters, with 17 of them expressing hematopoietic cell markers,

representing contaminating hematopoietic cells. These hematopoietic clusters were removed, and the remaining 10 clusters of non-hematopoietic stromal cells were analyzed further.

Analysis of differential gene expression among cell clusters was performed using the FindAllMarkers function with the Wilcoxon rank sum test. Markers that were used to identify and discriminate cell clusters were selected for having Bonferroni-adjusted  $p < 0.05$  for pairwise comparisons among clusters, expression by  $>10\%$  cells in a cluster, and fold change  $>1.5$  between clusters. Violin plots, heatmaps, the UMAP plot, and the clustering dendrogram were generated using Seurat's VlnPlot, DoHeatmap, FeaturePlot, and PlotClusterTree functions, respectively. Spearman correlation coefficients were calculated between samples from 2-month and 24-month-old mice for each cell cluster using average gene expression values.

A list of genes involved in the interferon signaling pathway was curated using Gene Ontology (GO) terms: GOBP response to interferon alpha, GOBP response to interferon beta, GOBP interferon mediated signaling pathway, and GOBP type II interferon mediated signaling pathway. Seurat's AddModuleScore function was used to calculate a per-cell score and a heatmap of interferon regulated genes.

### **RNA extraction and real-time qRT-PCR**

For RNA extraction from sorted cells, 5,000–15,000 cells were sorted into 300  $\mu$ l of buffer RLT (Qiagen RNeasy Micro kit) and RNA was purified according to the manufacturer's instructions. RNA was reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad). The primers used for quantitative RT-PCR (qRT-PCR) analysis included *Ifna*: 5'-GGACTTTGGATTCCCGCAGGAGAAG-3' and 5'-GCTGCATCAGACAGCCTTGCAGGTC-3' (ref)(11); *Ifnb*: 5'-TCCGAGCAGAGATCTTCAGGAA-3' and 5'-TGCAACCACCACTCATTCTGAG-3' (ref)(11); *Ifng*: 5'-TTTGCAGCTCTTCCTCATGGCTGTTTCTG-3' and 5'-TGACGCTTATGTTGTTGCTGATGGCCTG-3' (ref)(11); and *Actb*: 5'-

GGCTGTATTCCCCTCCATCG-3' and 5'- CCAGTTGGTAACAATGCCATGT-3' (ref)(12); *Tbp*: 5'- AGAACAATCCAGACTAGCAGCA-3' and 5'- GGGAACCTTCACATCACAGCTC-3'; *Cxcl9*: 5'- GGAGTTCGAGGAACCCTAGTG-3' and 5'- GGGATTTGTAGTGGATCGTGC-3'; *Cfb*: 5'- GAGCGCAACTCCAGTGCTT-3' and 5'- GAGGGACATAGGTACTCCAGG-3'. Transcript levels were normalized to *Actb* or *Tbp* (TATA box binding protein) and fold change was calculated using the  $\Delta C_t$  method.

### **Bone marrow transplantation assays**

Recipient mice (CD45.1/CD45.2) were irradiated using an XRAD 320 X-ray irradiator (Precision X-Ray Inc.) with two dose of 540 rad at least 4 hours apart. 500,000 unfractionated bone marrow cells from each of donor (CD45.2) and competitor (CD45.1) mice were mixed and injected intravenously through the tail vein. For secondary bone marrow transplantation, 5 million unfractionated bone marrow cells from primary recipient mice were injected intravenously non-competitively into irradiated recipient mice through the tail vein. Recipient mice were bled every 4 weeks until 16 weeks to examine the frequency of donor-derived CD45<sup>+</sup>, myeloid, B, and T cells. The blood was collected into EDTA KE/1.3 (Fisher Scientific) tubes to prevent clotting, then subjected to ammonium-chloride potassium chloride red cell lysis. Cells were then stained with fluorochrome-conjugated antibodies against CD45.1, CD45.2, Mac-1, B220, Gr1, and CD3. The samples were then analyzed using FACSAsria II (BD Bioscience) or FACS Aria Fusion (BD Bioscience) flow cytometers(2, 9).

### **Statistical methods**

Mice were allocated to experiments randomly and samples processed in an arbitrary order, but formal randomization techniques were not used. No formal blinding was applied when performing the experiments or analyzing the data. Samples sizes were not pre-determined based on statistical power calculations but were based on our experience with these assays. No

data were excluded.

Prior to analyzing the statistical significance of differences among groups, we tested whether data were normally distributed and whether variance was similar among groups. To test for normality, we performed the Shapiro–Wilk tests when  $3 \leq n < 20$  or D’Agostino Omnibus tests when  $n \geq 20$ . To test whether variability significantly differed among groups we performed F-tests (for experiments with two groups) or Levene’s median tests (for experiments with more than two groups). When the data significantly deviated from normality or variability significantly differed among groups, we log2-transformed the data and tested again for normality and variability. If the transformed data no longer significantly deviated from normality and equal variability, we performed parametric tests on the transformed data. If log2-transformation was not possible or the transformed data still significantly deviated from normality or equal variability, we performed non-parametric tests on the non-transformed data.

When data or log2-transformed data were normal and equally variable, statistical analyses were performed using Student’s t-tests (when there were two groups), one-way ANOVAs (when there were more than two groups), two-way ANOVAs (when there were unpaired groups measured at different ages), or matched samples two-way ANOVAs (when there were matched groups measured at different ages). When the data or log2-transformed data were normal but unequally variable, statistical analyses were performed using Welch’s t-tests (two groups) or Welch’s one-way ANOVAs (more than two groups). When the data and log2-transformed data were abnormal or unequally variable, statistical analysis was performed using Mann-Whitney (when there were two groups) or Kruskal-Wallis tests (when there were more than two groups). P-values from multiple comparisons were adjusted using Holm-Sidak’s method after Student’s t-tests or Mann-Whitney tests, Tukey’s method after one-way or two-way ANOVAs (when all the pairwise comparisons were interested), Sidak’s method after matched samples two-way ANOVAs, Dunnett’s method after one-way ANOVAs (when only the comparisons between a control and other groups were interested), Dunn’s method after

Kruskal-Wallis tests, or Dunnett's T3 method after Welch's one-way ANOVAs. All statistical tests were two-sided. All data represent mean  $\pm$  standard deviation. Statistical tests were performed using GraphPad Prism (10.1.2) or R (4.0.2).

## References

1. O. H. Yilmaz, M. J. Kiel, S. J. Morrison, SLAM family markers are conserved among hematopoietic stem cells from old and reconstituted mice and markedly increase their purity. *Blood* **107**, 924-930 (2006).
2. S. Comazzetto *et al.*, Restricted Hematopoietic Progenitors and Erythropoiesis Require SCF from Leptin Receptor+ Niche Cells in the Bone Marrow. *Cell Stem Cell* **24**, 477-486 e476 (2019).
3. K. Akashi, D. Traver, T. Miyamoto, I. L. Weissman, A clonogenic common myeloid progenitor that gives rise to all myeloid lineages. *Nature* **404**, 193-197 (2000).
4. M. Kondo, I. L. Weissman, K. Akashi, Identification of clonogenic common lymphoid progenitors in mouse bone marrow. *Cell* **91**, 661-672 (1997).
5. C. J. Pronk *et al.*, Elucidation of the phenotypic, functional, and molecular topography of a myeloerythroid progenitor cell hierarchy. *Cell Stem Cell* **1**, 428-442 (2007).
6. R. R. Hardy, C. E. Carmack, S. A. Shinton, J. D. Kemp, K. Hayakawa, Resolution and characterization of pro-B and pre-pro-B cell stages in normal mouse bone marrow. *J Exp Med* **173**, 1213-1225 (1991).
7. B. Shen *et al.*, A mechanosensitive peri-arteriolar niche for osteogenesis and lymphopoiesis. *Nature* **591**, 438-444 (2021).
8. N. Kara *et al.*, Endothelial and Leptin Receptor(+) cells promote the maintenance of stem cells and hematopoiesis in early postnatal murine bone marrow. *Dev Cell* **58**, 348-360 e346 (2023).
9. B. O. Zhou *et al.*, Bone marrow adipocytes promote the regeneration of stem cells and haematopoiesis by secreting SCF. *Nat Cell Biol* **19**, 891-903 (2017).
10. T. Stuart *et al.*, Comprehensive Integration of Single-Cell Data. *Cell* **177**, 1888-1902 e1821 (2019).
11. S. Yum, M. Li, Y. Fang, Z. J. Chen, TBK1 recruitment to STING activates both IRF3 and NF-kappaB that mediate immune defense against tumors and viral infections. *Proc Natl Acad Sci U S A* **118** (2021).
12. P. Y. Huang, J. H. Guo, L. H. Hwang, Oncolytic Sindbis virus targets tumors defective in the interferon response and induces significant bystander antitumor immunity in vivo. *Mol Ther* **20**, 298-305 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

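Single-cell RNA sequencing measured bone marrow stromal cells sorted as negative for lineage markers, CD45 and CD71 from mice 2, 12 and 24 mo of age. Each age was 1 library made from the cells of 3 mice, and the barcodes do not name the mouse. The study aged male and female mice. The authors made the files with Cell Ranger 6.1.2, which aligned reads to its mouse reference (GRCm38), called cells and counted unique molecular identifiers (UMIs). The values are UMI counts per gene and cell with no normalization. Later steps of the authors (Seurat 4.2.3 on R 4.0.2) are not in the values. The flow cytometry, imaging, RT-PCR, transplantation and antibody experiments were not analysed here.

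The libraries held 9240, 9079 and 12420 barcodes at 2, 12 and 24 mo, with medians over all barcodes of 6562.5, 5752 and 4964.5 UMIs and 1802, 1490 and 1511.5 genes. Cells were kept with 200 to 10000 genes, 500 to 100000 UMIs and under 7.5% mitochondrial UMIs, which left 7533, 6821 and 9727 cells with medians of 2027, 1948 and 1852 genes. No doublet caller was used in the main setting. Scrublet's automatic limit marked 72, 7 and 130 cells, and so few at 12 mo that a removal of the 6% of cells with the highest score (452, 409 and 584 cells) was added.

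Stromal and hematopoietic cells were separated by Leiden clusters at a resolution of 1 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, 30 principal components of 3000 variable genes, 20 nearest neighbors), with interferon, antigen presentation, cell cycle and mitochondrial genes left out of the variable genes. Stromal cells were then clustered with Seurat 5.3.0 and sctransform 0.4.2 on R 4.3.3: each library was transformed with mitochondrial share and cell cycle scores regressed, integrated over 3000 features and 30 principal components, and clustered at a resolution of 0.8. The paper's text names no resolution. This clustering served for the inventory of subsets, the levels with ages together, the share of the UMIs of Kitl, Cxcl12 and Il7 in LepR+ cells, the gene programs of subsets and Spearman's rho. Shares of cells by age, and all other comparisons of genes between ages except those of named LepR+ subsets for single genes, used the same steps with the interferon-regulated and antigen presentation lists left out of the features, which gave 19 clusters.

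Clusters were named from marker lists for LepR+ cells and their 5 subsets, arteriolar and sinusoidal endothelial cells, osteoblasts, chondrocytes, pericytes, fibroblasts, Schwann cells, adipocytes and hematopoietic types, written before the data were examined. No cluster was named as Schwann cells or adipocytes. The numerical limits for a marker (20 CPM and 0.25 of its level in the highest cluster, with 3 markers at least), for a class (0.5 of its markers) and for a subset (1.2-fold in 0.6 of its markers) were set after the clusters had been seen. The 2-fold limit on markers that served to tell stromal from hematopoietic clusters was also set after that. So was the rule that a cluster is left unnamed where markers of other classes are more, or as many with under 0.9 of its own markers present, among its top 10 genes, or where it has few UMIs and none of its own markers there. Unnamed clusters stayed in the denominator of shares, and some met the limits of a class: in the clustering without the lists, 392 cells with 12 of 12 LepR+ markers (160, 59 and 173 by age), 79 cells with 11 of 12, 215 cells with 6 of 8 endothelial markers but Myf5 and Pax7 of muscle precursors among the top genes, and 60 cells with 5 of 7 Schwann cell markers. They held 5.86%, 3.71% and 3.55% of cells at the 3 ages in the study's clustering and 13.0%, 12.0% and 13.6% in the clustering without the lists.

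Levels are CPM, the counts summed over the cells of a type in a library and scaled to the same total, with exact Poisson intervals. Ratios of ages have exact conditional binomial intervals and shares have Clopper-Pearson intervals, all at 95% and all for counting error only. With 1 library per age no condition had a replicate, so no test between ages and no p value is given. Where a count was 0, the limit is the level that 3 counts would give. Shares of cells with UMIs of Ly6a and Cxcl9 were taken after each cell was thinned to 2000 UMIs. Cells with fewer were left out (168 LepR+ cells at 2 mo, 76 at 12 mo and 227 at 24 mo). Cells with Xist and no Y-linked UMI, and cells with UMIs of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and no Xist, were compared within and between libraries.

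Gene lists written before the data were examined covered interferon-regulated genes (80 genes), MHC class I (20) and class II (8) antigen presentation, NF-kB and acute-phase inflammation (27), inflammatory cytokines (5), hematopoietic niche factors (22), transcription factors of LepR+ cells (12), interferon receptors (6), S phase (42), G2 and M phase (52), extracellular matrix (46), osteogenic (30) and adipogenic genes (20), immediate early genes (22), cell cycle arrest and senescence (14) and ribosomal proteins (80 measured, without kinases and paralogs named like them). A list's members were its genes with at least 50 UMIs over both groups compared. A member was counted as higher or lower at a ratio of 1.5-fold or more, and the median log2 ratio was placed among 10000 random lists matched in 20 bins of expression. The paper's list of 40 interferon-regulated genes is shown as a picture and was not used.

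Genes are named by a rule set before the data were examined: every gene the paper names for its single-cell data, the 10 genes with the largest and the 10 with the smallest ratio between 24 and 2 mo in LepR+ cells, 5 and 5 in each kind of endothelial cell, and the 2 to 4 members of a list with the most UMIs. Ranking was by the bound of the interval nearest to 1, among genes with at least 100 UMIs, without Xist, the 4 Y-linked genes above and genes higher in hematopoietic cells at both ages. Of the 10 genes higher in LepR+ cells, 1 lies on chromosome Y outside those 4 and is not named. Cluster marker genes and genes of the cell-type descriptions were named in addition, after their values were seen.

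Spearman's rho was computed over genes on mean log-normalised expression, with the same rho between random equal parts of a library (20 draws) and at a common number of 7 cells. Alternatives changed the mitochondrial limit (5%), doublet removal, clustering resolution (0.4 and 1.2), the features and integration. At a mitochondrial limit of 10% cells were counted but not clustered. Other alternatives changed the thinning depth (1000 and 4000 UMIs, or none), the number of UMIs asked of a cell and the scaling of levels (edgeR 4.0.16 for TMM). The UMIs asked of list members (20 and 200) and the genes used for rho were changed too. The methods were tested on simulated data: 95.6% of the intervals of 11403 genes held the simulated ratio, 100% of genes simulated at a ratio of 2 and 97% of those at 0.5 had an interval on that side of 1, and 6.5% of 200 unchanged lists fell under percentile 2.5 or over 97.5. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and Matrix 1.6.5. Gene positions are those of GENCODE vM21 on GRCm38.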

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

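The comparisons of cells with Xist and cells with Y-linked UMIs, and the comparison of LepR+ cells with erythroid cells for Ly6a, were tests chosen only after the result was seen. Snhg11, a long noncoding RNA host gene (ENSMUSG00000044349, chromosome 2 from 158375638 to 158386145), was at 380 CPM in LepR+ cells at 24 mo, and Shisa3, which encodes an inhibitor of Wnt and FGF signaling (ENSMUSG00000050010, chromosome 5 from 67607882 to 67623552), at 92.8 CPM. The paper discusses neither gene, and both lie above the limit that a count of 0 allows. Snhg11 had 15 UMIs at 2 mo and 3019 at 24 mo, a ratio of 198 (95% CI 120 to 355), and Shisa3 rose 38.3-fold (24.3 to 64.0). In cells with Xist the ratio of Snhg11 was 22.6, and in cells with Y-linked UMIs 281.

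Hematopoietic cells were removed by the study before its analysis. A hematopoietic cluster marked by Oasl2, Ifit1 and Isg15, genes induced by type 1 interferon, had interferon-regulated genes at 13197 CPM at 24 mo, and 747 of its 788 cells came from that library, with a median of 882 UMIs. A second cluster, marked by Plac8, Ly6a and Gbp2, had these genes at 6755 CPM at 24 mo, and 354 of its 356 cells came from that library. Both values lie above the limit that a count of 0 allows, in data the paper did not analyse. The genes that mark these clusters belong in part to the list, so their levels are not independent of the grouping.

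Between 2 and 24 mo the interferon-regulated genes of LepR+ and hematopoietic cells changed in opposite directions in cells of different mice. This difference between groups was not tested. In LepR+ cells the 24 to 2 mo ratio of the summed genes was 0.894 (0.868 to 0.921) in cells with Xist and 1.72 (1.70 to 1.74) in cells with Y-linked UMIs. In LepR+ cells this contrast is also one between subsets, since 110 of the 121 cells with Xist at 2 mo and 137 of 163 at 24 mo lay in the Aldh1a2+Lepr+ cluster of the study's clustering. In all hematopoietic cells it was 0.871 with Xist and 2.35 with Y-linked UMIs, and there too the kinds lay in different clusters, since at 24 mo one cluster held 812 cells with Y-linked UMIs and 12 with Xist, and another 23 and 715. In sinusoidal endothelial cells both kinds rose, by 1.19 (1.09 to 1.30) with Xist and 3.82 with Y-linked UMIs. The 12-mo library did not show the same contrast. From 2 to 12 mo LepR+ cells rose from 13107.5 to 16028 CPM with Xist and from 10284.5 to 11513 CPM with Y-linked UMIs. Hematopoietic cells rose from 1828 to 2531 CPM with Xist and fell from 1657 to 1327 CPM with Y-linked UMIs.

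A difference in UMIs per cell would bring the share of thinned LepR+ cells with both Ly6a and Cxcl9 at 24 mo within that at 2 mo, but the shares were 22.9% (20.8 to 25.1) and 0.139% (0.0168 to 0.500). RNA from other cells in the droplets would give erythroid cells much of the Ly6a share of LepR+ cells, and erythroid cells had 0.306% at 24 mo against 27.8%. A higher level in only the mice that gave the cells with Y-linked UMIs was proposed from LepR+ cells (0.894 with Xist), so that ratio does not test it. Erythroid cells had 0.887 (0.854 to 0.922) with Xist and 1.18 (1.15 to 1.2) with Y-linked UMIs. This class leaves out unnamed clusters that best matched erythroid cells, some of them with high levels at 24 mo. Sinusoidal endothelial cells with Xist rose, with Cxcl9 at 5.20-fold (3.76 to 7.17). Whether age, sex, the subset or the state of particular mice sets the level stays open and untested, since each age was a single pooled library.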

How the results depend on the processing

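The removal of the 6% of cells with the highest scrublet score, the restrictions to cells with Xist or with Y-linked UMIs, the counting of unnamed clusters as LepR+ or as arteriolar endothelial cells, and the features without Xist, Tsix and Y-linked genes were alternatives chosen only after the data were seen. For each value below the cause was not tested, except where fewer cells, fewer genes or fewer UMIs follow from the alternative itself. Values that answer a comparison stayed within their interval in 218 cases, moved beyond it in 95 and reversed in 13. For single genes and other lists the counts were 1148, 194 and 15. No paired analysis was possible because the 3 mice of an age were pooled in 1 library.

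Shares of cell types (24 over 2 mo) depended on the clustering. With a mitochondrial limit of 5% the ratio was 1.25 for LepR+ cells, 0.953 for Pdgfra-Lepr+ cells and 1.63 for Osteolectin+Lepr+ cells, and for arteriolar endothelial cells it reversed to 0.519. The share of arteriolar endothelial cells, 24 over 2 months, also reversed at a resolution of 1.2 (0.528) and when an unnamed cluster with 6 of 8 endothelial markers, but Myf5 and Pax7 of muscle precursors among its top genes, was counted with them (0.724). A resolution of 0.4 gave 1.24 for Pappa+Aldh1a2-Lepr+ and 1.27 for Cxcl9+Sca1+Lepr+ cells, a median of 0.88 for interferon-regulated genes of Cxcl9+Sca1+Lepr+ cells and -0.041 for matrix genes of Aldh1a2+Lepr+ cells. Merging without integration gave 1.52 for Pappa+Aldh1a2-Lepr+, 0.240 for Pdgfra-Lepr+ and 1.74 for Osteolectin+Lepr+ cells. Without scrublet doublets the ratio for Cxcl9+Sca1+Lepr+ cells was 3.45, and in LepR+ cells H2-K1 (0.993), Spp1 (0.645) and the median of G2 and M-phase genes (0.21) reversed. Without the 6% of cells of highest score, the ratio went from below 1 to 1.98 for chondrocytes and reversed to 1.05 for Pdgfra-Lepr+ cells. With the same removal, Hmgb2 in sinusoidal endothelial cells reversed to 1.05 and cells with Ly6a and Cxcl9 at 12 mo were 2.20%. The medians were then -0.27 for niche factors in LepR+ cells and 1.31 for interferon-regulated genes in sinusoidal endothelial cells. The increase of Cxcl9+Sca1+Lepr+ cells between 2 and 24 mo kept its direction under each alternative that gave a value. No such value is given for cells with Xist alone. In the study's clustering, 4 of 121 LepR+ cells with Xist lay in this cluster at 2 mo and 5 of 163 at 24 mo, which shows no rise. Of LepR+ cells with Y-linked UMIs, 81 of 962 and 221 of 1039 lay in it. Most LepR+ cells with Xist lay in the Aldh1a2+Lepr+ cluster at both ages.

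The share of LepR+ cells with Ly6a moved to 22.9% at 24 mo and 10.9% at 12 mo with 1000 UMIs per cell. With 4000 UMIs it was 21.3% at 24 mo and 23.7% at 12 mo, so the order of these ages turned. At 24 and 12 mo it was 31.5% and 24.7% without thinning, and 21.0% and 7.65% when at least 2 UMIs were asked. The percent of LepR+ cells with Cxcl9, 12 months, was 9.14 with 1000 UMIs, 18.9 without thinning and 7.65 with 2 UMIs, and at 24 mo the shares were 28.3%, 36.2% and 25.8%, and 24.6% with 4000 UMIs. The percent of LepR+ cells with Ly6a and Cxcl9, 24 months, was 17.6 with 1000 UMIs, 16.2 with 2 UMIs, 16.2 with 4000 UMIs and 25.6 without thinning, and at 12 mo 1.90% with 1000 UMIs and 1.34% with 2 UMIs.

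In LepR+ and arteriolar endothelial cells with Xist the increase of interferon-regulated genes between 2 and 24 mo was not found. Sinusoidal endothelial cells with Xist had a summed ratio of 1.19 (1.09 to 1.30). At 12 mo, LepR+ cells with Xist were higher than at 2 mo (16028 against 13107.5 CPM). Arteriolar endothelial cells with Xist were lower (11858 against 19497.5 CPM). The share of LepR+ cells with Ly6a was 0 at 24 mo and 4% at 12 mo, with Cxcl9 7.38% at 24 mo and 15.6% at 12 mo (both reversed against 2 mo), and with both genes 0 at 12 and 24 mo. The median log2 ratio of interferon-regulated genes in arteriolar endothelial cells was -2.20 (0 higher), in LepR+ cells -0.035 (2 genes higher) and in sinusoidal endothelial cells 0.24 (2 higher). The median log2 ratio of interferon receptors in LepR+ stromal cells was -0.37, and medians there were -0.30 for MHC class I, 0.055 for NF-kB genes, -0.54 for niche factors, 0.23 for G2 and M-phase genes and 0.075 for osteogenic genes. In sinusoidal endothelial cells they were -0.12 for MHC class I and 0.16 for adipogenic genes. In cells with Y-linked UMIs the ratio of shares was 0.0653 for sinusoidal endothelial cells, 0.645 for Pdgfra-Lepr+ cells and 1.64 for Aldh1a2+Lepr+ cells. At 12 mo 22.8% of these LepR+ cells had Ly6a and 11.0% Cxcl9. Medians were -0.24 for niche factors and 0.020 for interferon receptors in LepR+ cells, and for interferon-regulated genes 0.59 in arteriolar endothelial cells (3 higher), 0.41 in Pappa+Aldh1a2-Lepr+ and 1.01 in Aldh1a2+Lepr+ cells. S-phase genes of Cxcl9+Sca1+Lepr+ cells had -0.59.

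Scaling by TMM reversed H2-K1 (0.983) and Rpl13 (0.989) in LepR+ cells, and equal weight per cell reversed Cfb in sinusoidal endothelial cells (0.831), the medians of G2 and M-phase genes in LepR+ cells (0.17) and of immediate early genes in arteriolar endothelial cells (-0.13), and gave 1.33 and 1.18 for interferon-regulated genes in LepR+ and sinusoidal endothelial cells. With members of at least 200 UMIs the median of these genes was 0.99 in LepR+ cells, 0.63 in arteriolar (3 higher) and 1.15 in sinusoidal endothelial cells (17 higher), 0.28 in Pdgfra-Lepr+ and 1.36 in Osteolectin+Lepr+ cells, and G2 and M-phase genes in LepR+ cells reversed to 0.085. With 20 UMIs it was 1.28 in arteriolar endothelial cells (36 higher), and MHC class II genes in LepR+ cells had 1.86. With the study's clustering MHC class II genes had 1.89, G2 and M-phase genes 0.0024 (reversed), and interferon-regulated genes 0.33 in Pappa+Aldh1a2-Lepr+, 1.38 in Cxcl9+Sca1+Lepr+ and 0.82 in Pdgfra-Lepr+ cells. There the cell cycle genes of Cxcl9+Sca1+Lepr+ cells reversed between 2 and 24 mo, to 0.054 for S phase and 0.54 for G2 and M phase. Features without Xist, Tsix and Y-linked genes gave 1.51 for interferon-regulated genes in Cxcl9+Sca1+Lepr+ and 0.54 for ribosomal proteins in Pdgfra-Lepr+ cells. Cells thinned to 2000 UMIs gave 2.43 for osteogenic genes in Osteolectin+Lepr+ cells.

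With 7 cells per age Spearman's rho was 0.670 in Pappa+Aldh1a2-Lepr+, 0.634 in Cxcl9+Sca1+Lepr+, 0.585 in Pdgfra-Lepr+, 0.659 in Aldh1a2+Lepr+ and 0.648 in Osteolectin+Lepr+ cells, 0.563 in arteriolar and 0.659 in sinusoidal endothelial cells and 0.659 in pericytes, and the difference of Pappa+Aldh1a2-Lepr+ cells less osteoblasts reversed from 0.183 to -0.077. Over genes with at least 100 UMIs rho was 0.948, 0.812, 0.874, 0.888 and 0.833 in the same 5 subsets, 0.768 in arteriolar and 0.848 in sinusoidal endothelial cells, 0.778 in pericytes and 0.696 in chondrocytes, and the difference was 0.125.

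No value came for Pdgfra-Lepr+ cells at a resolution of 0.4 or for Osteolectin+Lepr+ cells without scrublet doublets, since no cluster met their names, nor for the ratio of Cxcl9+Sca1+Lepr+ cells without integration, where all 485 cells came from the 24-mo library, and lists with under 3 members gave no median. Depth limits the arteriolar endothelial cells, osteoblasts and chondrocytes most, with 107232, 93455 and 108778 UMIs at 24 mo.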

Differences from the paper's values

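Shares of stromal cells in the paper's Table S1 were compared with those of the clustering without interferon and antigen presentation genes. For Pappa+Aldh1a2-Lepr+ cells the paper's values are 53% at 2 mo, 54% at 12 mo and 44% at 24 mo, and the values here were 26.4%, 23.5% and 27.8%. At 2 and 12 mo none of the alternatives set before the data were examined brought the value within 1.5-fold of the paper's: a mitochondrial limit of 5% gave 32.1% and 29.0%, removal of scrublet doublets 14.5% and 9.82%, a resolution of 0.4 gave 23.7% and 22.0%, a resolution of 1.2 gave 12.9% and 8.65%, the study's clustering 25.8% and 22.0%, and merging without integration 25.4% and 1.69%. At 24 mo the mitochondrial limit of 5% (31.9%), the resolution of 0.4 (29.5%) and merging without integration (38.7%) came within 1.5-fold of the paper's value, and scrublet (14.4%), the resolution of 1.2 (14.2%) and the study's clustering (28.8%) did not. LepR+ clusters without a subset name held a further 14.9%, 15.3% and 13.6% of cells in the study's clustering, and how the paper named such cells is not known.

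For Cxcl9+Sca1+Lepr+ cells the paper's values are 2.3% at 2 mo and 1.4% at 12 mo, and the values here were 6.30% and 12.6%. None of the same alternatives came within 1.5-fold of the paper's values. They gave 7.62% and 12.9% at a mitochondrial limit of 5%, 5.05% and 10.6% without scrublet doublets, 22.5% and 28.1% at a resolution of 0.4, 6.78% and 11.7% at 1.2, 6.26% and 10.7% with the study's clustering, and 0 at both ages without integration, where all 485 cells of the cluster came from the 24-mo library. At 24 mo the paper's 22% and the 16.9% here lie within 1.5-fold. For Aldh1a2+Lepr+ cells at 12 mo the paper's value is 0.77% and the value here was 3.26%, and the alternatives gave 3.03% to 3.72% with integration and 23.6% without it. For arteriolar endothelial cells at 2 mo the paper's value is 7.4% and the value here was 1.61%. A mitochondrial limit of 5% (6.29%) and a resolution of 1.2 (5.74%) came within 1.5-fold of the paper's value, and scrublet (1.56%), a resolution of 0.4 (1.61%), the study's clustering (1.61%) and merging without integration (1.16%) did not.

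Spearman's rho differed by more than the error of resampled cells in 6 cell types. The paper's values, each read by eye from Fig. 1F, are about 0.97 for Pappa+Aldh1a2-Lepr+ cells (0.964 here), about 0.91 for Cxcl9+Sca1+Lepr+ cells (0.942 here), about 0.89 for Pdgfra-Lepr+ cells (0.947 here), about 0.93 for Osteolectin+Lepr+ cells (0.942 here), about 0.89 for arteriolar endothelial cells (0.845 here) and about 0.87 for sinusoidal endothelial cells (0.907 here), all in Fig. 1F. Neither a common number of cells nor the genes with at least 100 UMIs, both set before the data were examined, brought any of these within the error.

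Several results went against a direction or a ranking in the paper. The paper states that Pappa+Aldh1a2-Lepr+ cells became less frequent with age, and the 24 to 2 mo ratio here was 1.05, and 1.12 with the study's clustering. It was below 1 with a mitochondrial limit of 5% (0.992) and without scrublet doublets (0.994). The paper places the largest change in frequency in Cxcl9+Sca1+Lepr+ cells, and here that ratio was 2.68 while sinusoidal endothelial cells had a ratio of 0.141. The paper ranks Pappa+Aldh1a2-Lepr+ cells first for Scf and Cxcl12. Here they were first for Kitl at 2 and 24 mo (3044 and 2600 CPM), and Aldh1a2+Lepr+ cells at 12 mo (2970 against 2670 CPM). For Cxcl12 Pdgfra-Lepr+ cells lay above them at each age (34348, 27038 and 30196 against 31220, 24332 and 27322 CPM). The paper places the average Scf of the LepR+ clusters above all other stromal cells. It adds that arteriolar endothelial cells and pericytes had less than most LepR+ cells. For Kitl in the study's clustering, arteriolar endothelial cells lay below Osteolectin+Lepr+ cells at 2 mo (730 against 1236 CPM). They lay above this subset at 12 mo (1550 against 840.1 CPM) and beside it at 24 mo (1091 against 1038 CPM). The ranking held at each age for Cxcl12 and for the other 4 subsets.

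The paper limits Sca1 among LepR+ clusters to Cxcl9+Sca1+Lepr+ cells. Of these clusters Ly6a was highest there (938 CPM), but was also at 163 CPM in Pdgfra-Lepr+ cells and 95.6 CPM in Osteolectin+Lepr+ cells. The paper also places Ly6a in Cxcl9+Sca1+Lepr+ cells above other stromal cells, and arteriolar endothelial cells had 2835 CPM. The paper links Aldh1a2+Lepr+ cells to matrix remodelling through enriched terms, and the matrix list had a median log2 ratio of -0.17 there, with 7 of 43 genes higher and 13 lower. The paper reports no significant change of Il7 with age, and its ratio in LepR+ cells was 0.474 (0.431 to 0.522), whereas its share in LepR+ cells (713 of 731 UMIs at 24 mo) goes with the paper's statement. The paper ranks Cxcl9+Sca1+Lepr+ cells and arteriolar endothelial cells first for the change in interferon-regulated genes. Here the medians were 1.67 in Cxcl9+Sca1+Lepr+, 1.77 in Osteolectin+Lepr+, 1.50 in sinusoidal and 1.01 in arteriolar endothelial cells, over lists of different measured members. The summed ratios were 2.65 (2.59 to 2.71), 2.35 (2.28 to 2.42), 2.84 (2.75 to 2.93) and 1.90 (1.79 to 2.02) in the same order. The paper detected no inflammatory cytokine in stromal cells at a level it calls significant, and LepR+ cells had 69 UMIs of Ccl5 (23 at 2 mo in the study's clustering) and 60 UMIs of Il6 at 24 mo.

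The paper counts 10 clusters of stromal cells, and 17 formed here at a resolution of 0.8. The counts are of unlike clusterings. The paper's 10 were left after hematopoietic clusters had been removed, whereas the 17 come from stromal cells clustered alone and include an erythroid cluster. For rho the paper ranks pericytes, osteoblasts and chondrocytes lowest, and here with all cells osteoblasts (0.781) and chondrocytes (0.789) were lowest while pericytes (0.855) lay above arteriolar endothelial cells (0.845). At 7 cells per age, with UMIs per cell not made equal, osteoblasts and chondrocytes were highest (0.747 and 0.724).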

Other observations

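The tests of the share of cells with Xist in the Aldh1a2+Lepr+ cluster were chosen only after the result was seen. In LepR+ cells between 2 and 24 mo, C3 and Cfb, complement components, rose 3.43-fold and 2.25-fold (95% CI 2.10 to 2.42) and C4b 1.73-fold, and 12 of 23 genes of NF-kB and acute-phase inflammation were at least 1.5-fold higher and 1 was lower. Vcam1, an adhesion molecule of that list, fell to 0.518-fold and the growth factor Csf1 to 0.824-fold. MHC class II genes, which present antigen to helper T cells, were higher in 5 of 5 measured (median log2 ratio 2.65), with H2-Ab1 at 6.26-fold (4.65 to 8.59), H2-Eb1 at 2.11-fold, H2-DMb1 at 1.52-fold and Cd74 at 12.5-fold (6.75 to 25.5). MHC class I genes had a median of 0.25 with 4 of 19 higher, and H2-D1 was at 0.807-fold, H2-K1 at 1.02-fold, B2m at 1.04-fold and H2-Q7 at 1.43-fold.

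Osteogenic genes had a median of -0.45 in LepR+ cells, with 4 of 27 higher and 10 lower (Spp1 1.18-fold, or 0.645-fold without scrublet doublets, Ibsp 0.841-fold, Col1a2 0.674-fold and the collagenase Mmp13 1.70-fold). Niche factors had a median of -0.32, with 1 of 21 higher and 8 lower, among them Bmp4, a bone morphogenetic protein (0.184-fold, 0.168 to 0.2), and Il15, a cytokine of natural killer cells (0.27-fold, 0.229 to 0.316), and Gas6 (0.616-fold). Matrix genes had a median of -0.04 (10 of 43 higher, 4 lower), with Sparc at 0.461-fold. Among the genes with the largest decrease were Mmp9, a gelatinase (0.0323-fold, 0.0160 to 0.0585), Fmod (0.0601-fold), Edil3 (0.0436-fold), Clstn2 (0.0914-fold), Fn1 (0.103-fold), Timp4 (0.189-fold), Cpe (0.207-fold) and Sh2d3c (0.212-fold). Among those with the largest increase beside Snhg11, Shisa3 and Ly6a were Gbp4 (136-fold, 58.1 to 421), C130026I21Rik (285 against 2 UMIs, ratio 140.5, 38.5 to 1165), A530032D15Rik (26.4-fold, 10.0 to 98.5), Csprs (24.1-fold, 15.9 to 38.3), Ifi27l2a (23.7-fold, 16.5 to 35.4) and Gm15987 (142 against 0 UMIs). Of 10 such genes higher, 1 of them on chromosome Y and not named, 5 had an interval above 1 in cells with Xist and 10 in cells with Y-linked UMIs, and of 10 lower, 4 and 10.

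In LepR+ cells immediate early genes had a median of -0.46 (2 of 19 higher, 9 lower), with Fos at 0.327-fold (0.315 to 0.340), Jund at 0.614-fold, Junb at 0.495-fold and the chaperone Hspa8 at 0.732-fold. Adipogenic genes had a median of -0.09 (2 of 16 higher, 7 lower), with Lepr at 1.37-fold and Apoe, a lipid carrier, at 0.486-fold. Senescence genes had a median of 0.04 (2 of 10 higher, 1 lower), ribosomal proteins 0.15 (none of 80 beyond 1.5-fold), S-phase genes 0.16 (5 of 36 higher), G2 and M-phase genes -0.15 (4 of 38 lower) and interferon receptors -0.05 (none of 5 beyond 1.5-fold).

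In arteriolar endothelial cells Lpl, a lipase at the vessel wall, rose 6.24-fold (3.78 to 10.8) and H2-Q7 4.25-fold, and Selenop (0.226-fold), Sparc (0.239-fold), Plvap, a protein of endothelial pores (0.269-fold), Igfbp3 (0.339-fold) and Col4a1, a basement membrane collagen (0.410-fold) fell. Their matrix genes had a median of -0.81 (4 of 7 lower). In sinusoidal endothelial cells Cd74 (41.9-fold), Mgp (39.4-fold), Serping1 (14.8-fold) and Igfbp3 (14.7-fold) rose, beside Lepr, a marker of LepR+ cells (33.3 CPM at 2 mo and 254 CPM at 24 mo), and Fos (0.143-fold), Ccn2 (0.222-fold), Cdkn1c (0.247-fold) and Sele, an adhesion molecule for leukocytes (0.25-fold), fell. Gm10638 had 113 UMIs at 2 mo and 0 at 24 mo. Hematopoietic cells, which the study set aside, had 64 of 75 interferon-regulated genes higher at 24 mo. The list median was 1.28, where the median of all genes was 0.34. Their clusters differed between ages, as clusters of 747 and 354 cells at 24 mo held 3 and 0 cells at 2 mo. The listed genes rose from 1595 to 4666 CPM in a cluster of 398 and 1097 cells. In another, of 225 and 763 cells, they fell from 1650 to 1483 CPM. Megakaryocytes had 10 of 15 higher, B-lineage cells 6 of 16, neutrophils 2 of 9 and erythroid cells 6 of 47. Erythroid cells here are only the clusters given that name. Unnamed clusters with 8, 4 and 13 of 14 erythroid markers, their best match, had the listed genes at 4666, 6755 and 13197 CPM at 24 mo. The other unnamed clusters of that best match ranged from 1304 to 8725 CPM. The erythroid values thus leave out erythroid-like cells with high levels. In pericytes 9 of 14 were higher, and Ly6a had 144 UMIs at 24 mo (735 CPM) and 0 at 2 mo, which allows up to 20.3 CPM.

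In the study's clustering, Aldh1a2+Lepr+ cells with sex-linked UMIs had Xist in 100% of cases in each library, and in the clustering without interferon genes 7, 3 and 10 such cells had Y-linked UMIs. The Xist, Tsix and Y-linked genes among the clustering features argue little for the grouping, since 88.2% of the cells (95% CI 83.8 to 91.7) stayed in a single cluster without them. At 12 mo, where cells of both kinds shared clusters, Aldh1a2 was 10.9-fold (8.77 to 13.7) as high in LepR+ cells with Xist as in those with Y-linked UMIs. A candidate explanation for 2 and 24 mo is that the cluster holds the LepR+ cells of female mice, in which Aldh1a2 is higher. At 12 mo only 32 of 249 LepR+ cells with Xist lay in it, and 121 lay in Pappa+Aldh1a2-Lepr+ clusters. That count depends on the clustering. In the first clustering, which separated stromal from hematopoietic cells, a cluster marked by Aldh1a2, Angptl1 and Lox held 117, 212 and 156 cells at 2, 12 and 24 mo. LepR+ cells with Xist numbered 121, 249 and 163 at these ages. How many of them lay in that cluster was not counted, so age, subset and the mouse of origin stay open.

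The difference in rho between Pappa+Aldh1a2-Lepr+ cells and osteoblasts was 0.183 with all cells and -0.077 with 7 cells per age. The draws do not hold UMIs per cell equal (medians of 17664 in osteoblasts and 5016.5 in Pappa+Aldh1a2-Lepr+ cells), so the number of cells is not separated from UMIs per cell, and what lowers rho in the rarer cell types stays open.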
